# Tryptophan plays an important role in yeast’s tolerance to isobutanol

**DOI:** 10.1186/s13068-021-02048-z

**Published:** 2021-10-13

**Authors:** Hsien-Lin Liu, Christine H.-T. Wang, En-Pei Isabel Chiang, Chieh-Chen Huang, Wen-Hsiung Li

**Keywords:** Isobutanol, Tryptophan, Gene-deletion library screening, Transcriptomic analysis

## Abstract

**Background:**

Isobutanol is considered a potential biofuel, thanks to its high-energy content and octane value, limited water solubility, and compatibility with gasoline. As its biosynthesis pathway is known, a microorganism, such as *Saccharomyces cerevisiae*, that inherently produces isobutanol, can serve as a good engineering host. Isobutanol’s toxicity, however, is a major obstacle for bioproduction. This study is to understand how yeast tolerates isobutanol.

**Results:**

A *S. cerevisiae* gene-deletion library with 5006 mutants was used to screen genes related to isobutanol tolerance. Image recognition was efficiently used for high-throughput screening via colony size on solid media. In enrichment analysis of the 161 isobutanol-sensitive clones identified, more genes than expected were mapped to tryptophan biosynthesis, ubiquitination, and the pentose phosphate pathway (PPP). Interestingly, adding exogenous tryptophan enabled both tryptophan biosynthesis and PPP mutant strains to overcome the stress. In transcriptomic analysis, cluster analysis of differentially expressed genes revealed the relationship between tryptophan and isobutanol stress through some specific cellular functions, such as biosynthesis and transportation of amino acids, PPP, tryptophan metabolism, nicotinate/nicotinamide metabolism (e.g., nicotinamide adenine dinucleotide biosynthesis), and fatty acid metabolism.

**Conclusions:**

The importance of tryptophan in yeast’s tolerance to isobutanol was confirmed by the recovery of isobutanol tolerance in defective strains by adding exogenous tryptophan to the growth medium. Transcriptomic analysis showed that amino acid biosynthesis- and transportation-related genes in a tryptophan biosynthesis-defective host were up-regulated under conditions similar to nitrogen starvation. This may explain why ubiquitination was required for the protein turnover. PPP metabolites may serve as precursors and cofactors in tryptophan biosynthesis to enhance isobutanol tolerance. Furthermore, the tolerance mechanism may also be linked to tryptophan downstream metabolism, including the kynurenine pathway and nicotinamide adenine dinucleotide biosynthesis. Both pathways are responsible for cellular redox balance and anti-oxidative ability. Our study highlights the central role of tryptophan in yeast’s isobutanol tolerance and offers new clues for engineering a yeast host with strong isobutanol tolerance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13068-021-02048-z.

## Background

Using renewable feedstock to produce energy can reduce the usage of petroleum. Indeed, bio-alcohols are potential gasoline replacements. Among them, isobutanol, a branched-chain alcohol, is superior to ethanol in properties such as a higher energy content, limited solubility in water and no stress cracking in pipelines. In addition, isobutanol has a higher octane number than the linear *n*-butanol and it allows blending with gasoline in a greater amount due to its lower oxygen content than that of ethanol. Moreover, its gasoline compatibility allows the use of existing infrastructure and combustion engines [1, 2].

For bio-based production of isobutanol, *Saccharomyces cerevisiae* has the advantages of tolerance to harsh fermentation environment, immunity to phage contamination, and simple separation. Furthermore, as *S. cerevisiae* has been commonly used in the current bio-ethanol production, the same host organism facilitates a simple transition to isobutanol production with existing fermentation facilities. *S. cerevisiae* inherently produces isobutanol through the valine Ehrlich degradation pathway. Moreover, the well-established genetic tools in *S. cerevisiae* and modern synthetic biology techniques allow for the engineering of yeast hosts for bioproduction of chemicals. Many efforts have been made toward yeast engineering for isobutanol production [3–5]. However, as the production of a novel compound creates a stress to the host, it becomes a hurdle in mass production [6]. To solve this problem, genetic modifications have been made to obtain tolerant strains [7, 8]. Our previous study has provided an example for increasing ethanol and *n*-butanol productivity through enhanced tolerance of the host cell by removing oxidative stress in *E. coli* [9]. As isobutanol toxicity is a major constraint on bioproduction, understanding and improving microbial tolerance to isobutanol has become a hot topic [10]. Kuroda et al. [10] screened a gene-deletion library and discovered the importance of the pentose phosphate pathway (PPP) and tryptophan biosynthesis for yeast isobutanol tolerance. Moreover, deletion of GLN3, a transcriptional activator nitrogen catabolite repression system, was found to increase isobutanol tolerance by blocking the nitrogen starvation signal induced by isobutanol, and the yield of isobutanol was therefore increased [10].

To further understand the mechanism of yeast isobutanol tolerance, we employed a gene-deletion library with 5006 mutants of *S. cerevisiae* (YKO MATa Strain Collection-Glycerol Stocks, Catalog #: YSC1053) and solid-based colony image screening to identify yeast genes and metabolic pathways related to isobutanol tolerance. Enrichment analysis was then employed to categorize the isobutanol-sensitive genes in terms of their functions, and tryptophan biosynthesis, ubiquitination, and the pentose phosphate pathway (PPP) were found to be involved in isobutanol tolerance. To test the importance of tryptophan biosynthesis, we studied whether exogenous tryptophan can recover isobutanol tolerance of tryptophan biosynthesis-mutant strains. Finally, transcriptomic analysis was conducted to investigate possible molecular mechanisms underlining yeast’s isobutanol tolerance. Cluster analysis of differentially expressed genes (DEGs) was applied to infer the correlation between cellular responses and to map the relationship between tryptophan and isobutanol stress onto specific functions. Our study offers an integrated view for the role of tryptophan in yeast’s isobutanol tolerance.

## Results

### Screening for genes and pathways related to isobutanol tolerance

In order to identify genes related to isobutanol tolerance, an *S. cerevisiae* gene-deletion library (YKO MATa Strain Collection-Glycerol Stocks, Catalog #: YSC1053) was used for high-throughput screening. Each mutant strain was inoculated on solid medium plates with and without isobutanol treatment. The colony size was quantified after the plate image was scanned and recognized by the software “ScreenMill” [11]. Statistical analysis of colony images identified a series of mutants sensitive to isobutanol. Among the 5006 mutant strains assayed, a total of 161 gene-deletion clones showed a significant growth-reduction (Additional file 1: Table S1). An enrichment analysis (DAVID Bioinformatics Resources 6.8) led to cell functions enriched among the 161 genes, where the top 3 categories were genes engaged in tryptophan biosynthesis, ubiquitination, and the pentose phosphate pathway (Fig. 1a). The involvement of ubiquitination in *n*-butanol tolerance has been reported by González-Ramos et al*.* [12]. Their evolved *n*-butanol-tolerant strains also showed isobutanol tolerance, implying that *n*-butanol and isobutanol may induce similar responses from yeast cells. The ubiquitination gene cluster of our enrichment analysis included DNA damage-responsive RNA polymerase-degradation factor *DEF1*, E2 ubiquitin-conjugating protein *UBC8*, SCF ubiquitin ligase complex subunit *GRR1*, SUMO-targeted ubiquitin ligase complex subunit *SLX5*, SUMO-targeted ubiquitin ligase complex subunit *SLX8*, anaphase promoting complex subunit *DOC1*, ubiquitin-specific protease *UBP13*, and ubiquitin-specific protease *UBP15*. The genes *UCC1* and *UMP1* involved in the ubiquitin–proteasome system were also identified by González-Ramos et al*.* [12]. Our data suggest that isobutanol and *n*-butanol share similar tolerance mechanisms involved in protein degradation.

**Fig. 1:**
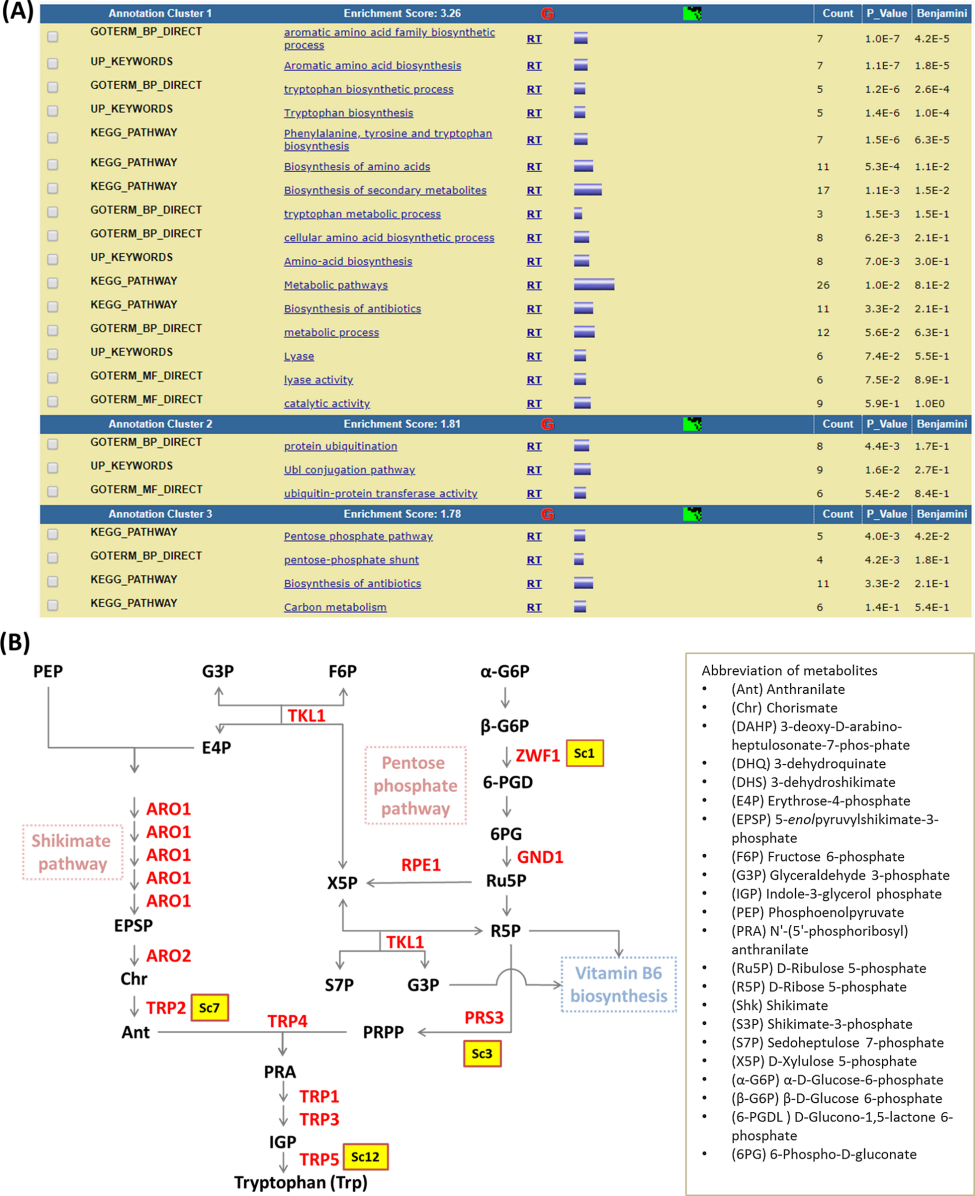
*S. cerevisiae* gene knock-out library screening for genes and pathways related to isobutanol tolerance. **a** Enrichment analysis was done by the online tool DAVID and the top 3 enriched pathways are listed here, including the tryptophan biosynthesis pathway (Annotation cluster 1), the ubiquitination pathway (Annotation cluster 2), and the pentose phosphate pathway (Annotation cluster 3). **b** Enriched biological functions including tryptophan biosynthesis and the pentose phosphate pathway. The genes related to isobutanol tolerance are labeled in red color

Our enrichment analysis also revealed a key cluster of defective genes in the tryptophan biosynthesis pathway. Pentafunctional AROM protein (*ARO1*), chorismate synthase (*ARO2*), anthranilate synthase (*TRP2*), anthranilate phosphoribosyltransferase (*TRP4*), phosphoribosylanthranilate isomerase (*TRP1*), indole-3-glycerol-phosphate synthase (*TRP3*), and tryptophan synthase (*TRP5*) were identified. In addition, genes clustered in the pentose phosphate pathway (PPP) also contributed to isobutanol tolerance. Those genes included glucose-6-phosphate dehydrogenase (*ZWF1*), phosphogluconate dehydrogenase (*GND1*), ribose phosphate diphosphokinase subunit (*PRS3*), ribulose-phosphate 3-epimerase (*RPE1*), and transketolase (*TKL1*) were identified. Interestingly, PPP is the main pathway to synthesize phosphoribosyl pyrophosphate (PRPP) and erythrose 4-phosphate (E4P), which are two important precursors for the shikimate pathway and tryptophan synthesis (Fig. 1b). These observations indicate that tryptophan or related metabolites may significantly contribute to isobutanol tolerance in yeast. It has been shown that tryptophan biosynthesis also responds to ethanol stress, while either overexpression or supplement of tryptophan could increase ethanol tolerance. Cellular membrane is a predominant target of ethanol, which decreases membrane integrity [13, 14]. Isobutanol is more hydrophobic than ethanol and is more toxic to cells by disrupting cell membrane. Stabilization of membrane has been found to protect yeast from isobutanol [15]. Tryptophan has been suggested to play a role in membrane stress response and to protect membrane from a common detergent sodium dodecyl sulfate (SDS) [16].

### Recovering and improving isobutanol tolerance by exogenous tryptophan

To confirm the importance of tryptophan in isobutanol tolerance, the mutant strain Sc7 (Δ*TRP2*, anthranilate synthase deletion) and Sc12 (Δ*TRP5*, tryptophan synthase deletion) were used to conduct functional tests. TRP2 is a pivotal enzyme converting chorismate to anthranilate for the tryptophan biosynthesis pathway, and TRP5 is the final step to the tryptophan biosynthesis pathway. Growth assay was applied to different isobutanol concentrations. At the concentration of 1% and 1.5%, the mutant strains had a lower cell density than the wild type (Fig. 2a). This indicates that the defect of tryptophan mutants caused cells sensitive to isobutanol. A tryptophan supplementation assay was then introduced to examine whether the defect can be recovered or not. The result showed that mutant strains could be recovered by adding tryptophan in a dose-dependent manner (Fig. 2b). This also suggested that cells may become more sensitive to isobutanol when the concentration of tryptophan becomes low. Although the assay used normal medium to keep basic needs for cell’s living, the amount of tryptophan in medium is not enough for cells to tolerate isobutanol. We found that at least 100 µg/ml exogenous tryptophan was needed to recover the growth rate of the defective strain at its wild-type level. Thus, 200 µg/ml was applied in subsequent experiments. In addition, the wild type showed a slightly increased tolerance with tryptophan added in the medium. Therefore, the wild type was tested again to see whether tryptophan could improve the tolerance or not. Different concentrations of isobutanol treatment on the wild type were supplemented with and without tryptophan. In 1.5% isobutanol, the wild type fed with tryptophan had a higher survival rate compared to the sample without tryptophan supplement (Fig. 2c). Adding tryptophan to medium has not provided much improvement in the wild type, which may be because it still had a functional tryptophan pathway. In order to eliminate the nutritional growth effect from tryptophan metabolism, all strains were examined in conditions either with or without tryptophan addition. The result showed almost the same growth rate (Additional file 1: Figure S1). The above results indicated that tryptophan contributed to the increased tolerance of yeast to isobutanol.

**Fig. 2:**
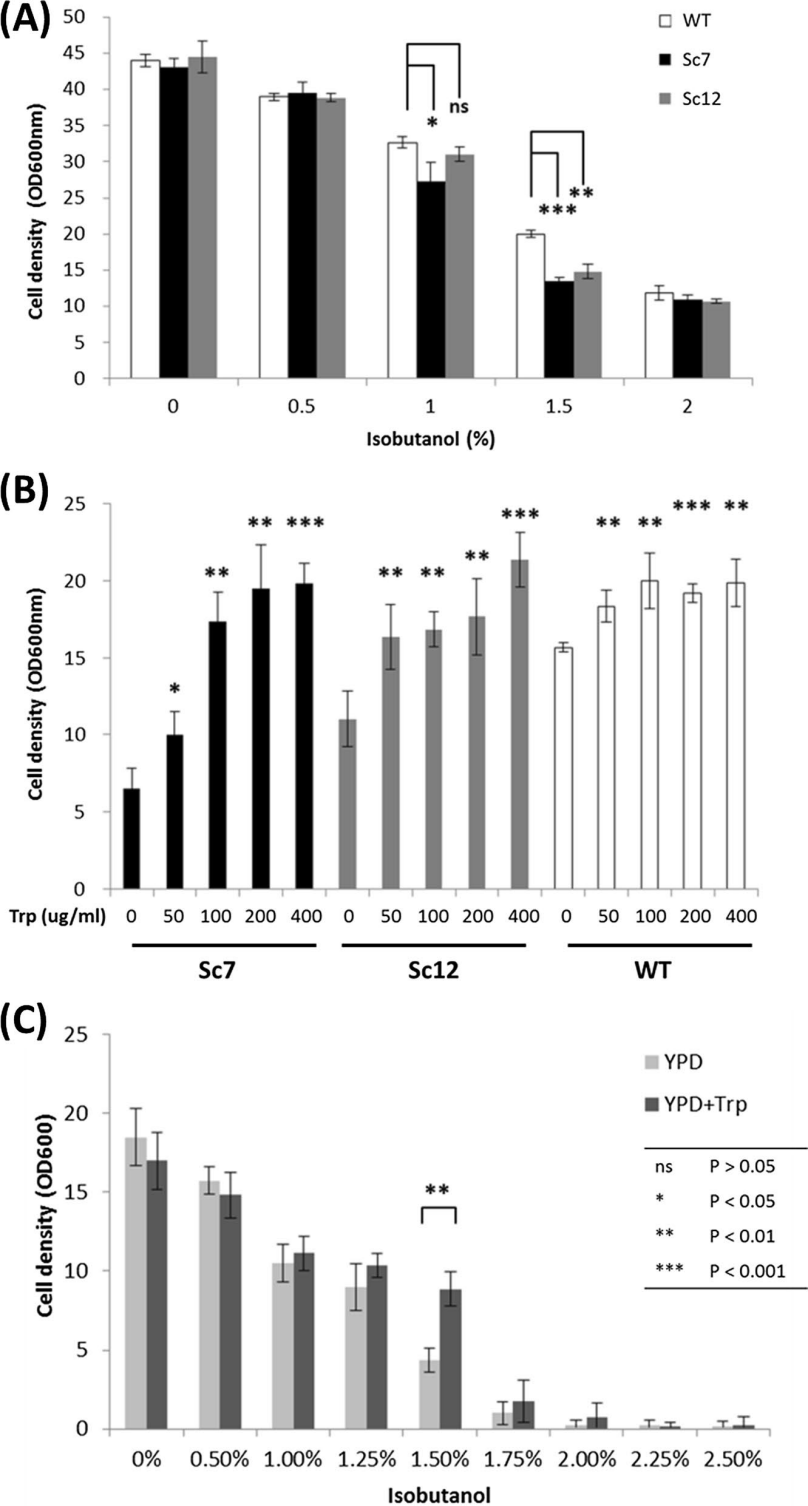
Growth assay related to the tryptophan biosynthesis pathway and isobutanol tolerance. **a** Growth assay (24 h) of the tryptophan biosynthesis pathway mutant strains Sc7and Sc12, and wild type (WT) in different isobutanol concentrations. Sc7 and Sc12 were more susceptible to isobutanol compared to WT. **b** The growth rate of defective mutant strains Sc7 and Sc12 can be recovered by adding exogenous tryptophan (24 h). **c** Wild type showed improvement in isobutanol tolerance after external tryptophan (200 μg/ml) was supplemented. The data represent the mean  ±  SD (*n*  =  3) (48 h)

### Tryptophan could recover isobutanol tolerance of defective PPP

The pentose phosphate pathway (PPP) is an essential pathway to provide tryptophan precursors E4P and PRPP. In initial tryptophan biosynthesis, phosphoenolpyruvate (PEP) derived from glycolysis is condensed with E4P and enters into the shikimate pathway to form chorismate. Chorismate is then converted into anthranilate, which then condenses with PRPP for the tryptophan biosynthesis pathway. PPP plays a crucial role in tryptophan biosynthesis and we found that a defect in PPP makes yeast sensitive to isobutanol. The mutant strains Sc1 (Δ*ZWF1*, glucose-6-phosphate 1-dehydrogenase deletion) and Sc3 (Δ*PRS3*, ribose-phosphate pyrophosphokinase deletion) were selected for further characterization. ZWF1 is the first rate-limiting step to introduce the metabolic flux into PPP, and PRS3 is a key enzyme to produce PRPP for tryptophan biosynthesis. Sc1 and Sc3 grew more slowly under isobutanol treatment than the wild type, and both could be recovered by adding tryptophan (Fig. 3a; Additional file 1: Figure S2). However, when we checked the recovery time, Sc1/Sc3 recovered more slowly than Sc7/Sc12 (Fig. 3b, c). This suggests that tryptophan can rescue tryptophan biosynthesis defect more directly than PPP defect. Thus, the PPP pathway seems to be involved in isobutanol tolerance through the tryptophan pathway. Sc3 showed most severe growth defect compared to the other 3 mutant strains, but it could be recovered by adding tryptophan. The result suggests that PRPP for tryptophan biosynthesis is important for isobutanol tolerance (Fig. 3d). For this reason, we subsequently focused on profiling the genetic responses, and surveyed the relationships between isobutanol stress and tryptophan through transcriptomic analysis by next-generation sequencing.

**Fig. 3:**
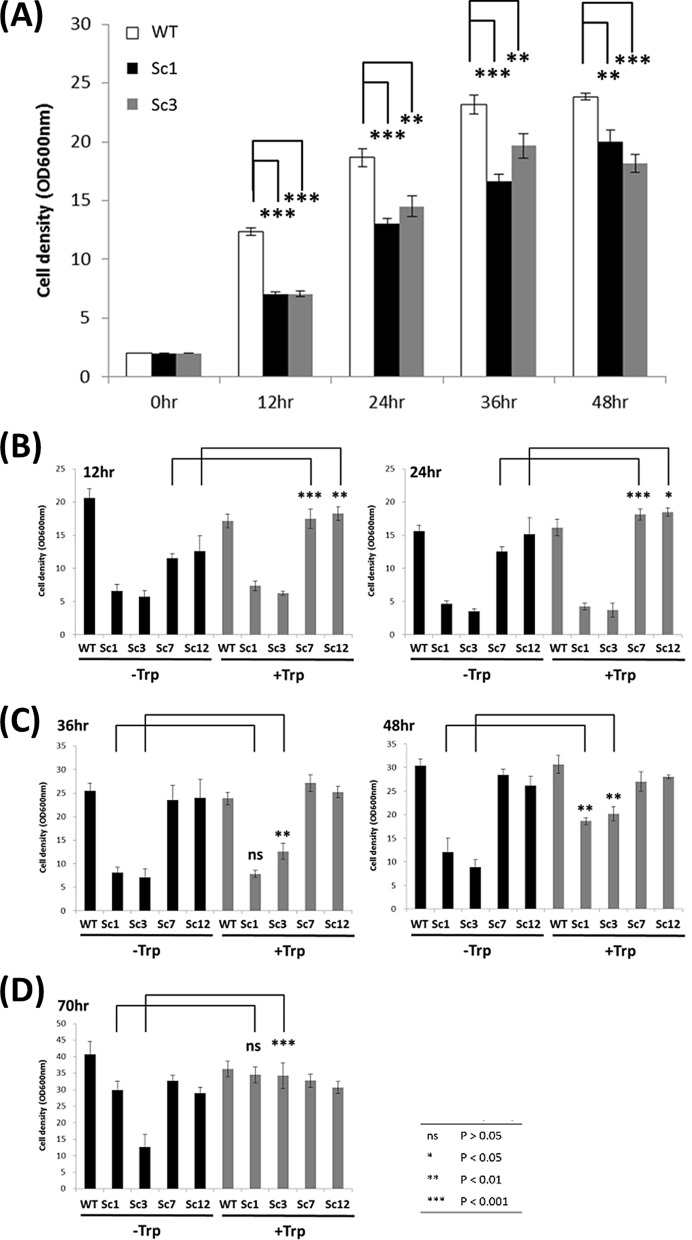
Growth assay related to the pentose phosphate pathway and isobutanol tolerance. **a** Growth assay was applied to two pentose phosphate pathway (PPP) defective strains (Sc1 and Sc3). The two mutant strains showed more sensitive to isobutanol (1%) compared to the wild type. **b**, **c** Two PPP-defective strains (Sc1 and Sc3) and two tryptophan pathway defective strains (Sc7 and Sc12) were used in recovery assays and the two tryptophan pathway defective strains were recovered earlier **(b)** than the two PPP-defective strains **(c)**. **d** All defective strains were recovered at 70 h. The recovery assays was performed at 200 μg/ml tryptophan addition

### Transcriptional responses to isobutanol stress and exogenous tryptophan

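RNA of the yeast *Saccharomyces cerevisiae* BY4741 (WT) and of its *TRP5* deletion strain Sc12, which lacks tryptophan synthase, was sequenced as 50-bp single-end reads on an Illumina HiSeq after 24 h of culture. Each strain was grown without additions, with 200 µg/ml tryptophan (Trp), with 1.2% isobutanol (IB) and with both, which gives 8 groups of 3 replicates and 24 libraries. The paper's text does not say whether the 3 replicates were separate cultures, so the p-values measure only the spread between these samples. The authors trimmed the reads with Trimmomatic, aligned them to the sacCer3 genome with TopHat and computed fragments, FPKM (fragments scaled by transcript length and library size) and tests with Cufflinks. The values deposited by the authors hold estimated fragments and FPKM for each locus and library, and no replicates were pooled. Fragments assigned to loci ran from 13901898 to 14232133 (median 13981488) per library in WT, 13192425 to 14580261 (median 13670700) in WT + Trp, 9725586 to 13209147 (median 12221407) in WT + IB and 9740211 to 10391428 (median 9992500) in WT + IB + Trp. They ran from 5218711 to 10019386 (median 9028527) in Sc12, 6933531 to 12049888 (median 11255617) in Sc12 + Trp, 10859875 to 11412706 (median 11281294) in Sc12 + IB and 9133262 to 10338056 (median 9965900) in Sc12 + IB + Trp. The libraries of Sc12 replicate 3 and Sc12 + Trp replicate 1 were marked as make-up data by the authors. Estimated fragments were rounded to whole counts, scaled by the trimmed mean of M-values (TMM) and tested with the quasi-likelihood test of edgeR over the 6346 of 6905 loci with a mean FPKM of at least 1 over all libraries. As in the paper, differentially expressed genes (DEGs) had an absolute log2 fold change above 1 and a p-value below 0.05 after Benjamini-Hochberg adjustment over these loci. Loci of a list that are counted as risen or fallen are DEGs. Levels of single genes are counts scaled by library size and TMM (CPM), given as the mean ± SD of 3 libraries. Counts were tested because the deposited values hold fragments for each library. Levels are given as CPM because the deposited FPKM did not follow the fragments in every library. The FPKM of WT replicate 3, WT + Trp replicate 3 and Sc12 + Trp replicate 3 lay a mean absolute log2 deviation of 0.879, 0.808 and 0.786 from the other two replicates of their group, over the 5961 loci with a mean FPKM of at least 10. For the other libraries this deviation was 0.206 to 0.589, and for CPM it was 0.069 to 0.268 over all 24 libraries. Pearson's r between replicates, across loci, was 0.805 to 0.975 for log2(FPKM + 1) and 0.976 to 0.998 for log2(CPM + 1). The scaling has a large effect on Sc12 + IB, whose TMM factors were 0.588 to 0.687: with library totals in place of TMM, the median log2 fold change of all loci between Sc12 + IB and Sc12 moved from -0.02 to -0.84. Of the 6929 deposited loci, 103 join more than 1 gene. 

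**Figure D1:**
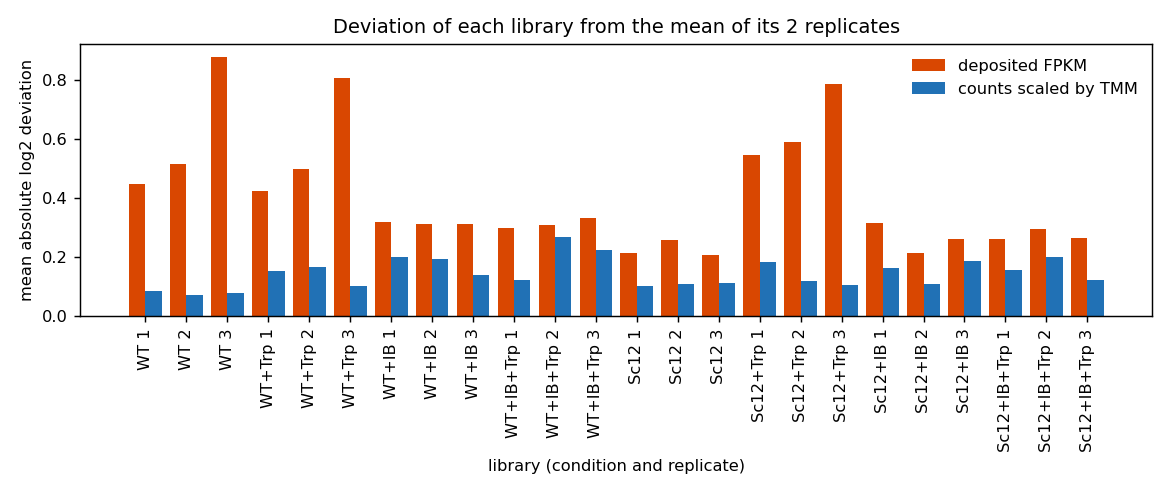
Mean absolute log2 deviation of each of the 24 libraries from the mean of the other two replicates of its group, for deposited FPKM and for CPM. The bars of WT, WT + Trp and Sc12 + Trp replicate 3 reach 0.879, 0.808 and 0.786 for FPKM, against 0.077, 0.102 and 0.103 for CPM.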

To evaluate the cellular response to isobutanol and tryptophan, transcriptomic analysis was conducted to characterize the transcriptome profile and pathway regulation. The wild type and mutant strain Sc12 were subject to 4 different conditions for 24 h: no treatment, tryptophan treatment, isobutanol treatment, and isobutanol plus tryptophan. Each sample was obtained from three replicates, growth conditions were checked before RNA harvesting (Additional file 1: Figure S3), and knockout of *TRP5* was verified by polymerase chain reaction (PCR) and RNA sequencing (Additional file 1: Figure S4a, b). 

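*TRP5* (YGL026C) encodes tryptophan synthase and lies on chromosome VII from 446412 to 448535 of sacCer3. The 12 WT libraries held 2921 to 8481 fragments of *TRP5* each, and the 12 Sc12 libraries held 0 to 11, or 42 in all. Its level was 559.9 ± 22.9 CPM (SD, n = 3) in WT and 0.314 ± 0.342 CPM in Sc12. With isobutanol it was 314 ± 18.0 CPM in WT + IB and 0.429 ± 0.29 CPM in Sc12 + IB. In edgeR's test the log2 fold change of Sc12 against WT was -10.55 (standard error 0.25, adjusted p = 1.42e-19); with so few fragments in Sc12 its size depends on the prior count that the test adds. The fragments left in Sc12 were not traced to their reads here. *LEU2*, *MET17* and *URA3*, which are deleted in BY4741, had no fragments in any of the 24 libraries. *HIS3*, also deleted in BY4741, is counted together with its neighbours *YOR203W* and *DED1* and could not be checked alone.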

The sequencing reads were mapped to the reference genome (UCSC sacCer3) by Tophat (Additional file 1: Table S2), and the FPKM (fragments per kilobase of transcript per million) was calculated by Cufflinks. To characterize gene expression patterns, heatmaps and principal component analysis (PCA) plots were obtained in terms of FPKM values (Fig. 4a, b). 

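Sc12 treated with isobutanol differed from untreated Sc12 in 1764 DEGs of 6346 loci tested with edgeR, 1094 higher and 670 lower. *PDC5*, a pyruvate and phenylpyruvate decarboxylase, rose from 39.8 ± 1.40 to 27650 ± 5270 CPM (SD, n = 3), a log2 fold change of 9.44 (standard error 0.26, adjusted p = 1.54e-19). *THI4* of thiamine synthesis, the acetaldehyde dehydrogenase gene *ALD5* and the ammonium permease gene *MEP2* rose by 8.42, 7.93 and 6.76 on the log2 scale. *MLS1*, malate synthase of the glyoxylate cycle, fell by 4.4 and *SSA3*, a heat shock protein, fell by 4.80. With library totals in place of TMM the same test called 495 loci higher and 2686 lower, so that 15.6% of the calls were rises in place of 62%. In a principal component analysis of log2(CPM + 1) over the 24 libraries, PC1 held 34.1% and PC2 26.2% of the variance. Over the 8 group means of log2(FPKM + 1), PC1 held 36.5% and PC2 26.3%. The Euclidean distance of Sc12 + IB from Sc12 was 94.53 in log2(FPKM + 1) and 87.55 in log2(CPM + 1), and that from WT + IB was 90.94 and 84.81. WT + IB lay 74.93 from WT in log2(FPKM + 1) and 63.14 in log2(CPM + 1). Mean distances between replicates of a group were 39.69 to 79.44 in log2(FPKM + 1) and 10.64 to 25.66 in log2(CPM + 1). 

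**Figure D2:**
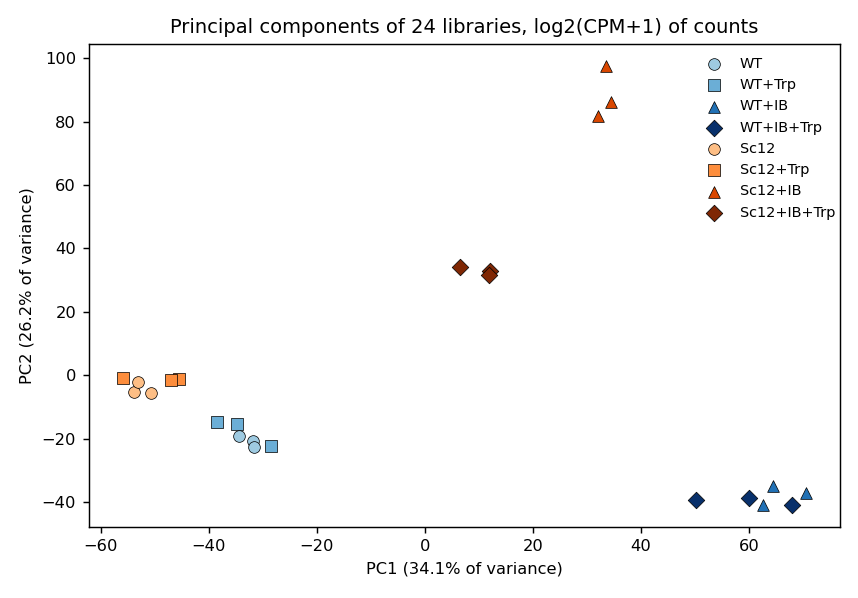
Scores of the 24 libraries on PC1 (34.1% of the variance) and PC2 (26.2%) of log2(CPM + 1), with each point a library coloured by group. The Sc12 + IB libraries lie at 81.63 to 97.58 on PC2, the Sc12 + IB + Trp libraries at 31.52 to 34.18 and the WT + IB libraries at -40.82 to -34.94.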

Based on the PCA plots and the heatmaps, the Sc12 strain treated with isobutanol was very different from the other samples. 

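Tryptophan added to Sc12 under isobutanol changed 1525 of the 6346 loci tested with edgeR, 596 higher and 929 lower in Sc12 + IB + Trp than in Sc12 + IB. *PDC5* fell to 40.8 ± 2.29 CPM (SD, n = 3) and *THI4* fell from 11350 ± 2100 to 50.6 ± 7.56 CPM, log2 fold changes of -9.40 and -7.81. *PDC1*, the main pyruvate decarboxylase, fell by 5.49 and the amino acid permease gene *AGP1* fell by 5.41. *MLS1* rose from 28.6 ± 3.23 to 362 ± 155 CPM, a log2 fold change of 3.67, and the alcohol dehydrogenase gene *ADH2* rose by 3.06. With library totals the calls were 2399 higher and 440 lower, or 84.5% rises in place of 39.1%, and the median of all loci went from 0.025 to 0.773. Of the 1764 loci called between Sc12 + IB and Sc12, the median share of the log2 change that remained between Sc12 + IB + Trp and Sc12 + Trp was 0.305 (SD 0.015 over 3 libraries, 0.291 to 0.321). Over the loci this share varied widely, with quartiles of 0.022 and 0.69. The change kept its sign in 1347 of these loci, and 480 were still called in the same direction and 56 in the opposite direction. The median share was 0.243 with library totals. Sc12 + IB + Trp lay 72.27 from Sc12 + Trp in log2(FPKM + 1) and 57.2 in log2(CPM + 1), and 88.44 and 81.88 from Sc12 + IB. In 1139 loci, 630 higher and 509 lower, Sc12 + IB + Trp still differed from Sc12 + Trp.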

When external tryptophan was added to Sc12 with isobutanol, the gene expression pattern shifted closer to the normal condition, suggesting that tryptophan mitigated the effects of isobutanol (Sc12  +  IB vs. Sc12  +  IB  +  Trp). On the other hand, the wild type showed only a slight change in expression pattern when tryptophan was added to the medium that contained isobutanol (WT  +  IB vs. WT  +  IB  +  Trp). Furthermore, both the wild type and the mutant strain did not show much change in the transcriptome when supplemented with tryptophan (WT vs. WT  +  Trp/Sc12 vs. Sc12  +  Trp). 

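In WT the isobutanol response was nearly as large with tryptophan as without it. *BNA1* of the kynurenine pathway stood at 250.2 ± 49.5 CPM (SD, n = 3) in WT + IB and 168 ± 51.5 CPM in WT + IB + Trp, against 16.5 ± 1.54 CPM in WT. *STE2*, the receptor of alpha factor, stood at 50.8 ± 2.94 and 50.8 ± 5.37 CPM, against 587 ± 22.5 CPM in WT. Of the 1314 loci called between WT + IB and WT, 1005 were also called in the same direction between WT + IB + Trp and WT + Trp, and none in the opposite direction. The median share of the log2 change that remained was 0.927 (SD 0.103 over 3 libraries, 0.802 to 1.009). The distance between WT + IB and WT + IB + Trp was 23.24 in log2(FPKM + 1) and 14.84 in log2(CPM + 1). Single libraries of these 2 groups lay 24.04 apart on average in log2(CPM + 1), and the replicates within WT + IB and within WT + IB + Trp 22.15 and 25.66. The effect of tryptophan under isobutanol differed between the strains in 1617 loci, 631 with a higher and 986 with a lower change in Sc12 (edgeR, interaction test); with library totals these were 2322 and 454.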

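Without isobutanol, *THI4* was 41.4 ± 3.67 CPM (SD, n = 3) in Sc12 + Trp and 33.1 ± 4.20 CPM in Sc12, and *MLS1* was 502 ± 56.2 and 601 ± 57.9 CPM, a log2 fold change of -0.26 (standard error 0.18, adjusted p = 0.655) from edgeR. WT and WT + Trp lay 23.68 apart in log2(FPKM + 1) and 11.41 in log2(CPM + 1). Sc12 and Sc12 + Trp lay 39.25 and 15.72 apart. In log2(FPKM + 1) these distances hold the replicates 3 of WT, WT + Trp and Sc12 + Trp, whose deposited FPKM stand apart from their groups.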

The result suggests that tryptophan did not significantly alter the growth of WT and Sc12, but specifically mitigated the effect of isobutanol on Sc12. The overall transcriptome pattern seems to reflect the growth assay, and was reliable for further differential expression analysis. 

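Isobutanol gave the large DEG numbers, and tryptophan alone gave small ones. All cultures were taken at 24 h, and the paper reports a growth defect of Sc12 under isobutanol that tryptophan recovered. Growth state was therefore not separated from the response to isobutanol in these comparisons or in the interactions. Of 6346 loci tested with edgeR, 1314 differed between WT + IB and WT (750 higher, 564 lower) and 1251 between WT + IB + Trp and WT + Trp (708 higher, 543 lower). The largest rises in WT + IB were those of *YJL218W*, a putative acetyltransferase gene (3.95 on the log2 scale), *YFL012W* of unknown function (3.94), *BNA1* (3.92), the sulfite pump gene *SSU1* (3.72) and *REE1*, a regulator of enolase (3.70). The largest falls were those of *YCL076W* (-6.08), the a-agglutinin genes *AGA2* (-4.19) and *AGA1* (-3.75), *SSA3* (-4.15) and the pheromone-regulated *PRM6* (-3.8). *YCL076W* stood at only 6.49 ± 0.856 CPM (SD, n = 3) in WT, so the size of its fall rests on few fragments. Between the strains, 210 loci differed without additions (113 higher and 97 lower in Sc12), 204 with tryptophan (99 higher, 105 lower), 1726 with isobutanol (1024 higher, 702 lower) and 1526 with both (749 higher, 777 lower). Library totals in place of TMM gave 151 higher and 66 lower without additions, 134 and 76 with tryptophan, and 512 and 2154 with isobutanol. In the authors' deposited tests, at the paper's thresholds, the authors' counts of rises and falls were 838 and 535 for WT + IB against WT and 1044 and 722 for Sc12 + IB against Sc12. When the authors' p-values were adjusted over the loci tested in both, 1375 and 1766 loci were called, of which edgeR also called 72.7% and 89.1%, with none in the opposite direction. Across the strains, 355 loci were higher with isobutanol in both, where 129.3 would be shared by chance, and 213 were lower in both, where 59.5 would be. 

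**Figure D3:**
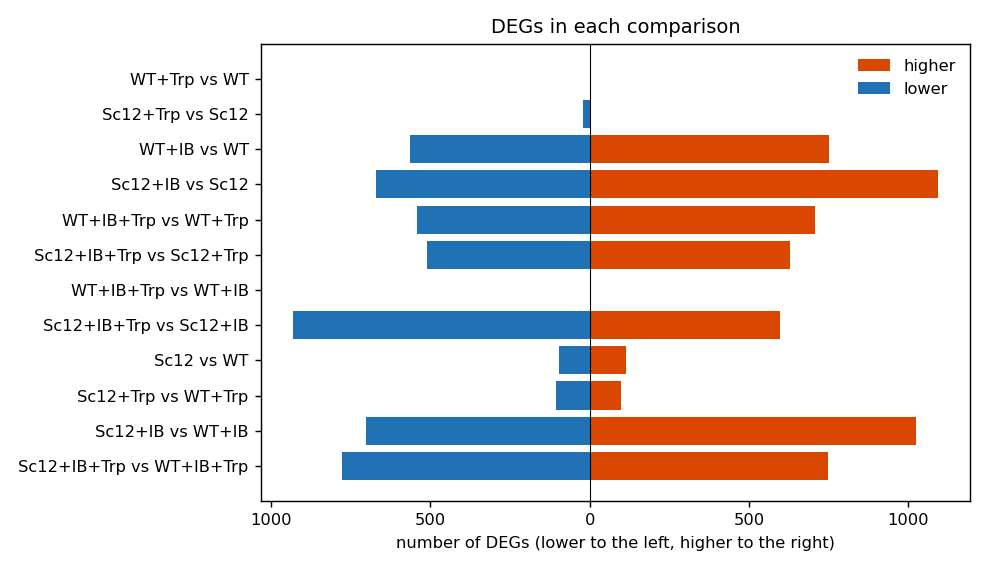
Number of DEGs higher and lower in each of the 12 comparisons, from edgeR on counts with TMM. The bars for Sc12 + IB against Sc12 reach 1094 higher and 670 lower, which become 495 and 2686 with library totals.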

Table 1 shows the number of differentially expressed genes (DEGs) for each pair and the cutoff threshold was set to *q* value  =  0.05 and fold-change  =   ±  2. 

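With tryptophan alone, the only DEG in WT was *SIP18*, a phospholipid-binding protein induced by dehydration, with a log2 fold change of 1.74 (standard error 0.29, adjusted p = 0.0141) from edgeR. The count moved with the libraries used: leaving out each of the 6 libraries in turn gave 5 DEGs without WT + Trp replicate 2 and 0 without each of the other 5, and limma on log2(FPKM + 1) gave 0. At an unadjusted p under 0.05 there were 449 loci. In Sc12, 24 loci were called between Sc12 + Trp and Sc12, 2 higher and 22 lower. They included small nucleolar RNAs, which guide the modification of ribosomal RNA. *snR80* had a log2 fold change of -2.95, *snR128* of -2.76, *snR191* of -1.94 and *snR31* of -1.71. Their levels were low and spread widely in Sc12. *snR80* was 3.6 ± 2.77 CPM (SD, n = 3) in Sc12 and 0.392 ± 0.149 CPM in Sc12 + Trp. Of the 24 loci, 9 had libraries that do not overlap between the groups. Fragments assigned per mapped read also differed, at 61.35 to 74.74% in Sc12 and 75.11 to 76.66% in Sc12 + Trp. Whether these calls follow the libraries or tryptophan was not tested. *snR191* overlaps *NOG2*, so fragments of the 2 loci are not fully separate. Leaving out 1 library gave 47 DEGs here without Sc12 + Trp replicate 1, a make-up library, 40 without Sc12 replicate 1 and 0 without each of the other 4. DESeq2 called 30, limma on log2(FPKM + 1) called 0, and 662 loci had an unadjusted p under 0.05. None of the genes named by the paper was among the DEGs of either comparison.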

The DEG numbers of WT versus WT  +  Trp (7) and Sc12 versus Sc12  +  Trp (145) were small, implying that exogenous tryptophan did not have much effect on growth. In addition, when we compared WT  +  IB and WT  +  IB  +  Trp, only 14 genes showed significant changes in expression level, suggesting that external tryptophan has no significant effect on the gene expression of the wild type. 

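Between WT + IB + Trp and WT + IB, edgeR called 0 DEGs among 6346 loci. The transketolase gene *TKL1* had a log2 fold change of 0.44 (standard error 0.11, adjusted p = 0.105), and the glutamate permease gene *DIP5* had 0.43 (standard error 0.25, adjusted p = 0.411). *DIP5* stood at 338 ± 87.4 CPM (SD, n = 3) in WT + IB and 455 ± 232 CPM in WT + IB + Trp, a difference within the spread of its replicates. By the adjusted p alone 2 loci passed, and 970 had an unadjusted p under 0.05. DESeq2 called 0 and limma on log2(FPKM + 1) called 0. The count was 18 without WT + IB replicate 1, 11 without WT + IB + Trp replicate 2, 2 without WT + IB replicate 3 and 0 without each of the other 3 libraries.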

In order to know the biological functions in which the DEGs participated, enrichment analysis of all paired groups was done. The enriched pathways mainly include biosynthesis of amino acids, the pentose phosphate pathway, tryptophan metabolism, the nicotinamide adenine dinucleotide (NAD) biosynthetic process, fatty acid metabolism, thiamine (Vitamin B_1_) metabolism, and vitamin B_6_ metabolism. The gene expression level of each enriched pathway was subject to cluster analysis to reveal their relationships.

**Fig. 4:**
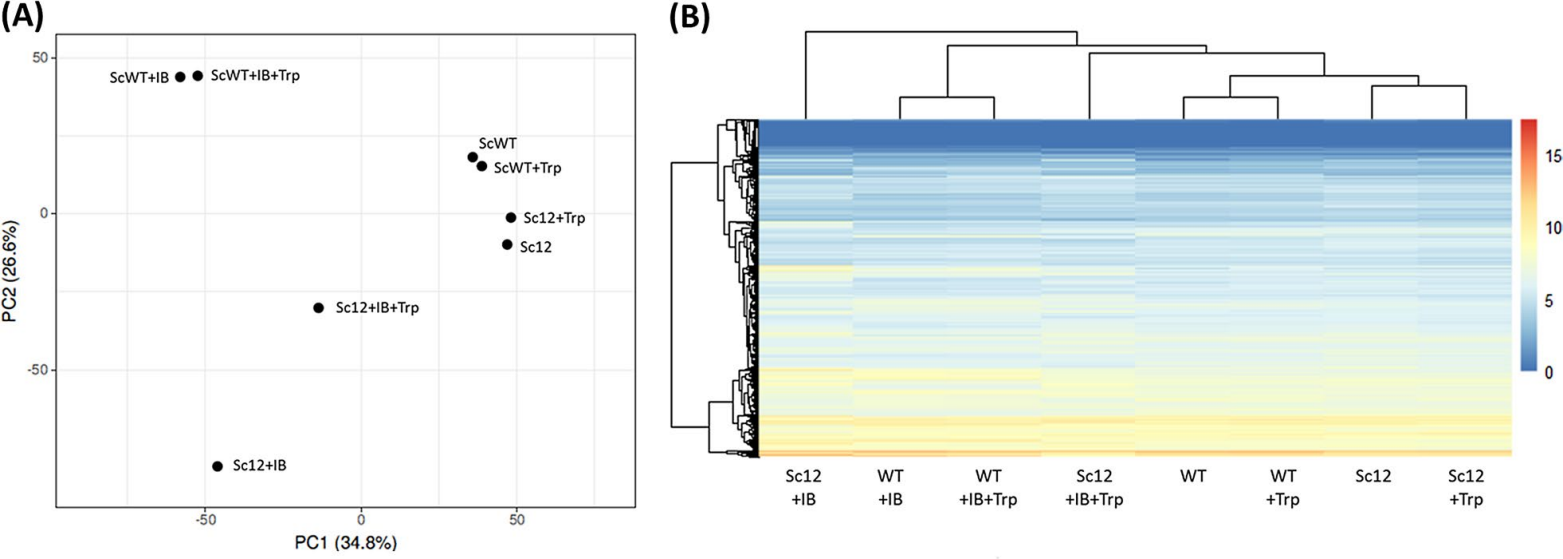
Transcriptomic analysis of the tryptophan pathway under isobutanol stress. The wild type and tryptophan-defective strains were studied under four different conditions: with/without isobutanol and/or supplemental tryptophan. Total RNAs were harvested after 24 h for RNA sequencing. **a** Principal component analysis (PCA) using the RPKM data. Each spot represents 6933 genes’ expression levels. In terms of the distance between spots, the wild type and the mutant strain were not very different under no isobutanol stress, but had large differences under isobutanol stress. Adding external tryptophan mitigated the effect of isobutanol stress on the mutant strain. **b** Heatmap and hierarchical clustering showed similar result as the PCA plot

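*TRP5* apart, the largest differences between untreated Sc12 and WT were lower levels of *YCL076W* (-3.65 on the log2 scale), *FIG1*, a membrane protein of mating (-3.15), *PRM6* (-2.84) and *YRO2* (-2.06), and higher levels of small RNAs such as *snR190* (4.64) and *snR34* (3.93). The Sc12 libraries spread widely in these small RNAs. *snR190* was 109.5 ± 97.2 CPM (SD, n = 3, 18.43 to 211.8) and *snR34* was 31.7 ± 25.3 CPM (6.0 to 56.6) in Sc12. *YCL076W* was 0.501 ± 0.208 CPM in Sc12 and 6.49 ± 0.856 CPM in WT, so the size of its difference rests on few fragments. Under isobutanol the largest differences were of other genes. *PDC5*, *THI4*, *THI73* and *ALD5* were higher in Sc12 + IB than in WT + IB by 9.70, 8.40, 6.96 and 6.82, and *MLS1*, *FBP1* of gluconeogenesis and the daughter-cell wall gene *DSE1* were lower by 4.76, 3.50 and 3.8. The distance between WT and Sc12 was 50.47 in log2(FPKM + 1) and 34.53 in log2(CPM + 1), and between WT + IB + Trp and Sc12 + IB + Trp it was 74.09 and 66.3. Tested as an interaction in edgeR, the isobutanol response differed between the strains in 1604 loci, 1016 with a higher change in Sc12 and 588 with a lower change; with library totals these were 431 and 2468. The median log2 fold change of all loci between Sc12 and WT went from -0.011 to 0.101 with library totals.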

**Table 1:** Number of differentially expressed genes (DEGs) between each sample pair

	WT	WT + Trp	WT + IB	WT + IB + Trp	Sc12	Sc12 + Trp	Sc12 + IB	Sc12 + IB + Trp
WT	–				408			
WT + Trp	7	–				290		
WT + IB	1374		–				1628	
WT + IB + Trp		1313	14	–				1379
Sc12					–			
Sc12 + Trp					145	–		
Sc12 + IB					1768		–	
Sc12 + IB + Trp						1361	1506	–

The cutoff threshold was set up as *q* value  =  0.05 and fold-change  =   ±  2

*Trp* tryptophan; *IB* isobutanol

#### Biosynthesis and transportation of amino acids responding to isobutanol stress in a strain with a defective tryptophan biosynthesis pathway

Biosynthesis of amino acids seems to play an important role in mitigating the effect of isobutanol stress when the tryptophan biosynthesis pathway is defective. 

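*ARG1*, the argininosuccinate synthetase gene of arginine synthesis, rose in WT with isobutanol from 83.3 ± 5.77 to 954 ± 237 CPM (SD, n = 3), a log2 fold change of 3.52 (standard error 0.17, adjusted p = 4.4e-14) from edgeR. *SAM1*, which makes S-adenosylmethionine, *ARO4* of the shikimate pathway and the aspartate kinase gene *HOM3* rose by 2.44, 2.39 and 2.08 on the log2 scale. The lysine genes *LYS4* and *LYS1* fell by 1.38 and 1.13, and *GLT1*, glutamate synthase, fell by 1.14. Of the 121 loci that the study lists for amino acid biosynthesis in its Table S3, 38 were higher and 11 lower in WT + IB than in WT, with the same counts when adjusted over the list alone, and the median log2 fold change was 0.55. The list was chosen by the study on these samples, so these counts are not independent evidence. The list moved up against all other loci (camera, adjusted p = 0.000152), a call that is lost at adjusted p = 0.358 with an estimated correlation. It also holds glycolytic genes, of which the glyceraldehyde-3-phosphate dehydrogenase gene *TDH1* rose by 3.19, while the enolase-like *ERR3* fell by 2.31.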

The cluster analysis showed that many genes participating in amino acid biosynthesis were highly expressed when wild type was treated with isobutanol. Compared to wild type, the mutant strain Sc12 showed stronger expression pattern when treated with isobutanol, but were then down-regulated by tryptophan supplementation (Fig. 5a). 

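In Sc12 with isobutanol, 83 of the 121 listed loci rose and 5 fell, counts that stay the same when adjusted over the list alone, with a median of 2.03 on the log2 scale (camera, adjusted p = 3.72e-16). The 121 loci include *TRP5*, deleted in Sc12, and *HIS3*, deleted in BY4741 and counted together with *YOR203W* and *DED1*. This joint locus was called, with 1.01 here, 1.94 in the interaction of strain and isobutanol and -1.35 with tryptophan. *STR3*, a cystathionine lyase of methionine synthesis, stood at 38.3 ± 3.37 CPM (SD, n = 3) in Sc12, 2347 ± 497 in Sc12 + IB and 81.5 ± 5.58 in Sc12 + IB + Trp. *ARO4*, *ARG4* of arginine synthesis and *ARG1* rose by 5.66, 5.48 and 5.43, and the serine and threonine deaminase gene *CHA1* fell by 2.69. In the interaction test of edgeR, 71 loci had a higher isobutanol response in Sc12 than in WT and 4 a lower one, with a median difference of 1.25; camera gave adjusted p = 4.78e-12, and adjusted p = 0.0619 with an estimated correlation. With tryptophan added to Sc12 + IB, 84 loci fell and 7 rose, and the median was -1.97 (camera, adjusted p = 2.88e-16). With library totals the counts were 67 higher and 14 lower with isobutanol in Sc12 (median 1.19), 44 higher and 18 lower in the interaction (0.49) and 65 lower and 14 higher with tryptophan (-1.20). Of the loci that rose with isobutanol in Sc12 with TMM, 78 fell with tryptophan and 33 had also risen in WT. *IRC7* of sulfur metabolism, *HOM3* and *LYS1* fell with tryptophan by 6.05, 5.13 and 4.69, while *IDP2*, a cytosolic isocitrate dehydrogenase, rose by 2.88. The list was chosen by the study on these samples, so these counts are not independent evidence.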

The up-regulated biosynthesis pathways included Ala, Gly, Ser, Pro, His, Phe, Tyr, Trp, Val, Leu, Ile, Cys, Met, Thr, Asp, Asn, Lys, Glu, Gln, and Arg, suggesting that cells require a broad range of amino acids to tolerate isobutanol stress when the tryptophan biosynthesis pathway is defective. In addition, about half of amino acid transporters showed high expression under isobutanol stress. 

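The rises in Sc12 + IB reached every family of amino acid synthesis, and with TMM no member of the 13 families tested was called lower than in Sc12. The counts of risen genes were 8 of 9 for arginine, 8 of 8 for cysteine and methionine, 9 of 10 for valine, leucine and isoleucine, 6 of 7 for lysine, 5 of 6 for histidine, 5 of 5 for threonine and 6 of 8 for the shikimate pathway with phenylalanine and tyrosine. They were 2 of 2 for alanine, 3 of 4 for aspartate and asparagine, 3 of 4 for glutamate and glutamine, 2 of 3 for proline, 4 of 7 for serine and glycine and 3 of 4 for tryptophan. The median log2 fold change ran from 1.08 for serine and glycine and 1.23 for proline to 2.88 for histidine and 3.46 for arginine. With library totals each family still held a gene called higher, with medians from 0.25 for serine and glycine and 0.40 for proline to 2.63 for arginine, and 1 gene was called lower in each of serine and glycine, the shikimate pathway, lysine, and glutamate and glutamine. *ASN1*, asparagine synthetase, rose by 5.35 (standard error 0.17, adjusted p = 3.1e-18), *CYS4* of cysteine synthesis by 4.38, *LYS20* of lysine synthesis by 4.82 and the glutamate dehydrogenase gene *GDH1* by 3.60. *ILV3* of branched-chain synthesis rose by 4.28, *HIS4* by 3.91, the threonine aldolase gene *GLY1* by 3.55 and *TRP3* of tryptophan synthesis by 3.75. The family of glutamate and glutamine, with 4 loci, had adjusted p = 0.0474 in camera, which became 0.0529 without Sc12 replicate 2. Each family holds 2 to 10 loci, written from general knowledge of yeast pathways before the tests were run.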

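In WT with isobutanol, 6 of 39 transporter loci rose and 5 fell (median log2 fold change -0.088; camera, adjusted p = 0.738). The mitochondrial ornithine transporter gene *ORT1* rose by 1.42 (standard error 0.14, adjusted p = 4.45e-09), the branched-chain permease gene *BAP3* by 1.32 and the histidine permease gene *HIP1* by 1.26. The general permease gene *GAP1* and the S-adenosylmethionine permease gene *SAM3* fell by 1.45 and 1.64. In Sc12, 23 of the 39 loci rose with isobutanol and none fell, with a median of 1.54 (camera, adjusted p = 2.42e-09, and adjusted p = 0.0718 with an estimated correlation); with library totals these were 16 higher and 3 lower, with a median of 0.71. *AGP1*, a permease of broad range, went from 333 ± 30.1 CPM (SD, n = 3) in Sc12 to 18110 ± 3410 CPM in Sc12 + IB. The methionine permease gene *MUP1*, *BAP3* and the 4-aminobutyrate permease gene *UGA4* rose by 5.66, 4.86 and 4.6 in Sc12. Of the 23 loci, 5 had risen and 5 had fallen in WT. Counts were the same when adjusted over the list alone, and the list is that of the paper's Table S3, which cites a published review for it.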

Other transporters were up-regulated in Sc12 under isobutanol stress and down-regulated after adding tryptophan, in which almost all-natural amino acid transporters directed amino acids from extracellular to cytosol (Fig. 5b). These observations indicate that the cells try not only to synthesize but also to import amino acids, and tryptophan seems to play a key role in this process. 

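With tryptophan in the isobutanol medium of Sc12, 19 transporter loci fell and 2 rose (median -0.94 on the log2 scale; camera, adjusted p = 2.08e-05, and adjusted p = 0.253 with an estimated correlation). With library totals these were 15 lower and 7 higher (median -0.19). Of the loci that isobutanol had raised in Sc12 with TMM, 18 fell with tryptophan and 5 did not. *UGA4* fell by 5.46 (standard error 0.21, adjusted p = 1.12e-16), the low-affinity methionine permease gene *MUP3* by 4.46 and *MUP1* by 4.39. *AGP1* was back at 427 ± 47.6 CPM (SD, n = 3). The 2 that rose act at the vacuole: *AVT3*, which exports amino acids from it, rose by 1.19 and the cystine transporter gene *ERS1* by 1.04. Between the strains under isobutanol, 20 loci were higher and 1 lower in Sc12 + IB than in WT + IB, by a median of 1.0. The isobutanol response was higher in Sc12 than in WT for 20 loci and lower for none (edgeR, interaction test), with *GAP1* differing by 5.88; camera gave adjusted p = 8e-09, and adjusted p = 0.117 with an estimated correlation. With library totals the counts were 17 higher and 5 lower (median 0.34) between the strains and 15 higher and 5 lower (0.24) in the interaction. With TMM, counts adjusted over the list alone were the same.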

Meanwhile, transketolase *TKL1* (YPR074C) and transaldolase *TAL1* (YLR354C) were slightly over-expressed to activate the pentose phosphate pathway (PPP) non-oxidative phase, trying to awake tryptophan biosynthesis upstream in the defective strain, and were down-regulated after adding tryptophan. In addition, some PPP-related genes were highly expressed under isobutanol stress in the wild type, but down-regulated in the mutant strain (Fig. 5c). Those genes included Sol2p (*SOL2*), 6-phosphogluconolactonase 3 (*SOL3*), phosphogluconate dehydrogenase (*GND1*), ribulose-phosphate 3-epimerase (*PRE1*), ribose-phosphate pyrophosphokinase 1 (*PRS1*), ribose-phosphate pyrophosphokinase 3 (*PRS3*), ribose-phosphate pyrophosphokinase 4 (*PRS4*), and phosphoglucomutase (*PGM1*). 

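*TKL1* (chromosome XVI from 692796 to 694838 of sacCer3) rose in Sc12 with isobutanol from 252 ± 4.26 to 999.6 ± 135 CPM (SD, n = 3), a log2 fold change of 1.99 (standard error 0.11, adjusted p = 1.83e-13) from edgeR. With tryptophan it fell to 272 ± 17.1 CPM, by 1.88 (standard error 0.11, adjusted p = 5.64e-13). *TAL1* (chromosome XII from 836350 to 837357) rose from 213 ± 11.4 to 956 ± 90.9 CPM, by 2.17 (standard error 0.10, adjusted p = 1.19e-15), and fell to 204 ± 5.47 CPM with tryptophan, by 2.23 (standard error 0.10, adjusted p = 7.55e-16). In WT under isobutanol, tryptophan gave *TKL1* and *TAL1* changes of 0.44 and 0.065, neither of them called. The effect of tryptophan was lower in Sc12 than in WT by 2.32 for *TKL1* and 2.29 for *TAL1* in the interaction test (adjusted p = 1.02e-11 and 4.02e-13). All these values are of mRNA, and enzyme activity and flux were not measured. 

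**Figure D4:**
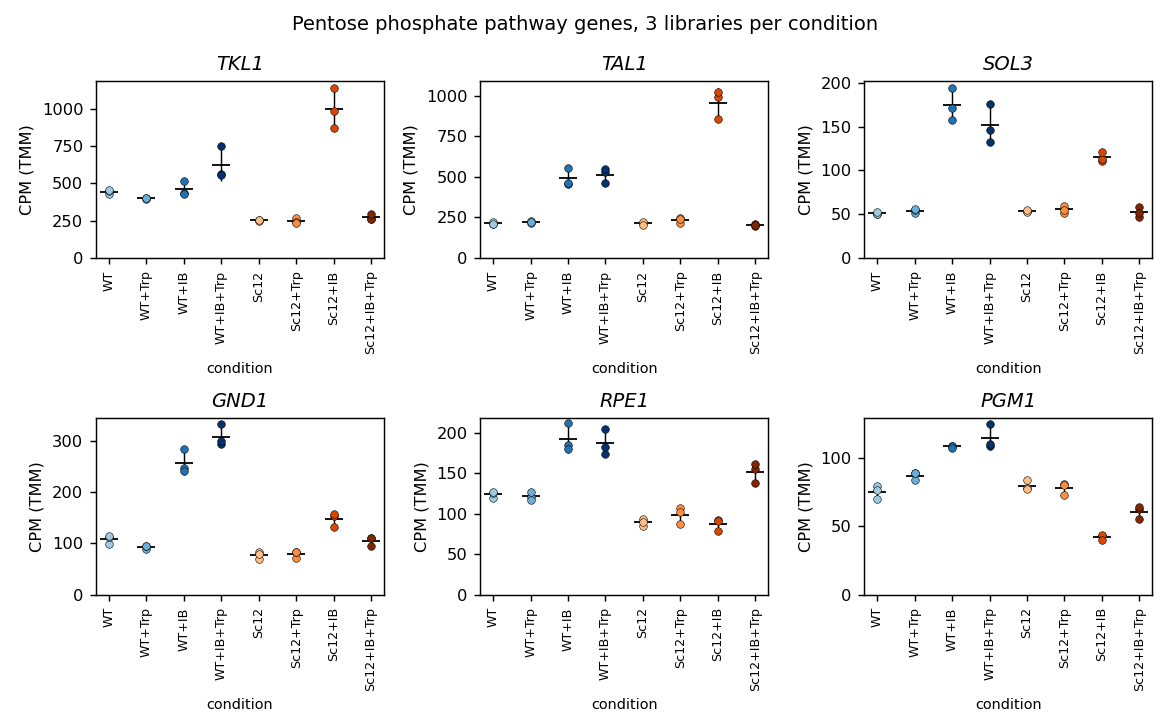
CPM of *TKL1*, *TAL1*, *SOL3*, *GND1*, *RPE1* and *PGM1* in the 8 groups, with points for the 3 libraries and bars for mean and SD. *TKL1* and *TAL1* stand at 999.6 and 956 CPM in Sc12 + IB, above each other group of Sc12.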

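In WT with isobutanol *SOL3* (chromosome VIII from 423724 to 424473) rose from 50.7 ± 1.07 to 175 ± 18.6 CPM (SD, n = 3), by 1.78 (standard error 0.10, adjusted p = 4.49e-13) on the log2 scale in edgeR, *GND1* (chromosome VIII from 470960 to 472429) by 1.25 (standard error 0.10, adjusted p = 1.01e-10) and *PRS4* (chromosome II from 92414 to 93394) by 1.19 (standard error 0.10, adjusted p = 1.88e-10). *PRS3* (chromosome VIII from 80654 to 81616) rose by 1.31, while *RPE1* (chromosome X from 190374 to 191090), *PGM1* (chromosome XI from 203541 to 205253), *PRS1* (chromosome XI from 107316 to 108599) and *SOL2* (chromosome III from 246963 to 247910) had 0.63, 0.53, 0.49 and 0.23, below the fold threshold. In Sc12 *SOL3* rose as well, from 53.6 ± 0.951 to 115 ± 5.23 CPM, by 1.10 (standard error 0.10, adjusted p = 8.5e-10), a call that is lost with library totals (0.27) and with limma on log2(FPKM + 1) (0.95). *GND1* in Sc12 had 0.94 (standard error 0.10, adjusted p = 1.13e-08), and becomes a call with limma on log2(FPKM + 1) (1.02) or without Sc12 replicate 1 (1.0). *PRS3*, *PRS4* and *PRS1* had 0.93, 0.43 and 0.17 in Sc12 and *RPE1* had -0.033, none of them called. *PGM1*, which converts glucose phosphates, had -0.92 (standard error 0.081, adjusted p = 4.31e-10) in Sc12, with a fall of 1.74 that passes with library totals, and *SOL2* had -0.17, or -1.0 with library totals. In the interaction test with TMM only *PGM1* among these 8 genes passed, with a response lower in Sc12 by 1.45 (adjusted p = 9.1e-11). Library totals move the median of all loci in this interaction from -0.043 to -0.802, so the number that pass depends on the scaling. Of the study's 28 listed loci of this pathway, 7 were higher and 3 lower in WT + IB (median 0.002, or -0.057 with library totals) and 7 were higher and 4 lower in Sc12 + IB (median 0.069, or -0.76 with library totals), with the same counts adjusted over the list alone and camera adjusted p = 0.78 and 0.514. *GND1* overlaps YHR182C-A and *RPE1* overlaps YJL120W, and fragments of such pairs are not fully separate.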

The high expression of *TKL1*, *GND1*, *RPE1*, and *PRS3* under isobutnaol stress confirmed the result in knock-out strains screening, in which deletion of any of these genes was susceptible to isobutnal. This supports the view that the PPP is related to the tryptophan pathway for isobutanol tolerance.

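The 4 genes *TKL1*, *GND1*, *RPE1* and *PRS3* differ in their response to isobutanol. In WT, *TKL1* was 445 ± 12.2 CPM without and 462 ± 49.8 CPM with isobutanol (SD, n = 3), a log2 fold change of 0.054 (standard error 0.11, adjusted p = 0.673) in edgeR. With tryptophan present in both media it had 0.64 (standard error 0.11, adjusted p = 1.59e-05) in WT and 0.13 (standard error 0.11, adjusted p = 0.297) in Sc12. *GND1* rose with isobutanol from 93.0 ± 3.15 to 308 ± 20.6 CPM in WT when tryptophan was present, by 1.73, and had 0.40 (standard error 0.10, adjusted p = 0.000922) in Sc12. *PRS3* had 1.28 (standard error 0.12, adjusted p = 4.4e-09) in WT and 0.38 (standard error 0.12, adjusted p = 0.00889) in Sc12 with tryptophan in both media. *RPE1* had 0.62 (standard error 0.088, adjusted p = 1.54e-06) in WT and 0.61 (standard error 0.089, adjusted p = 2.18e-06) in Sc12, both below the fold threshold.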

**Fig. 5:**
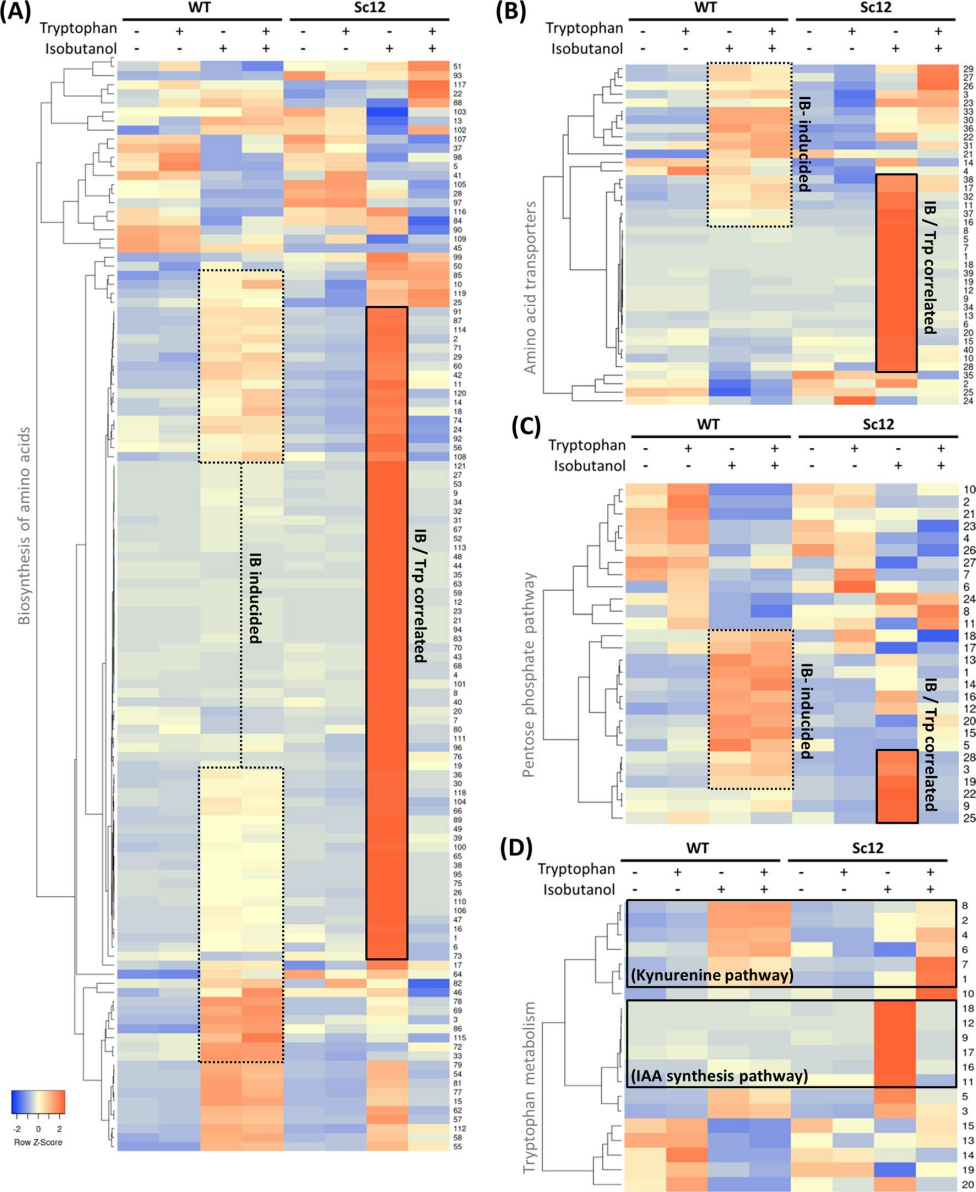

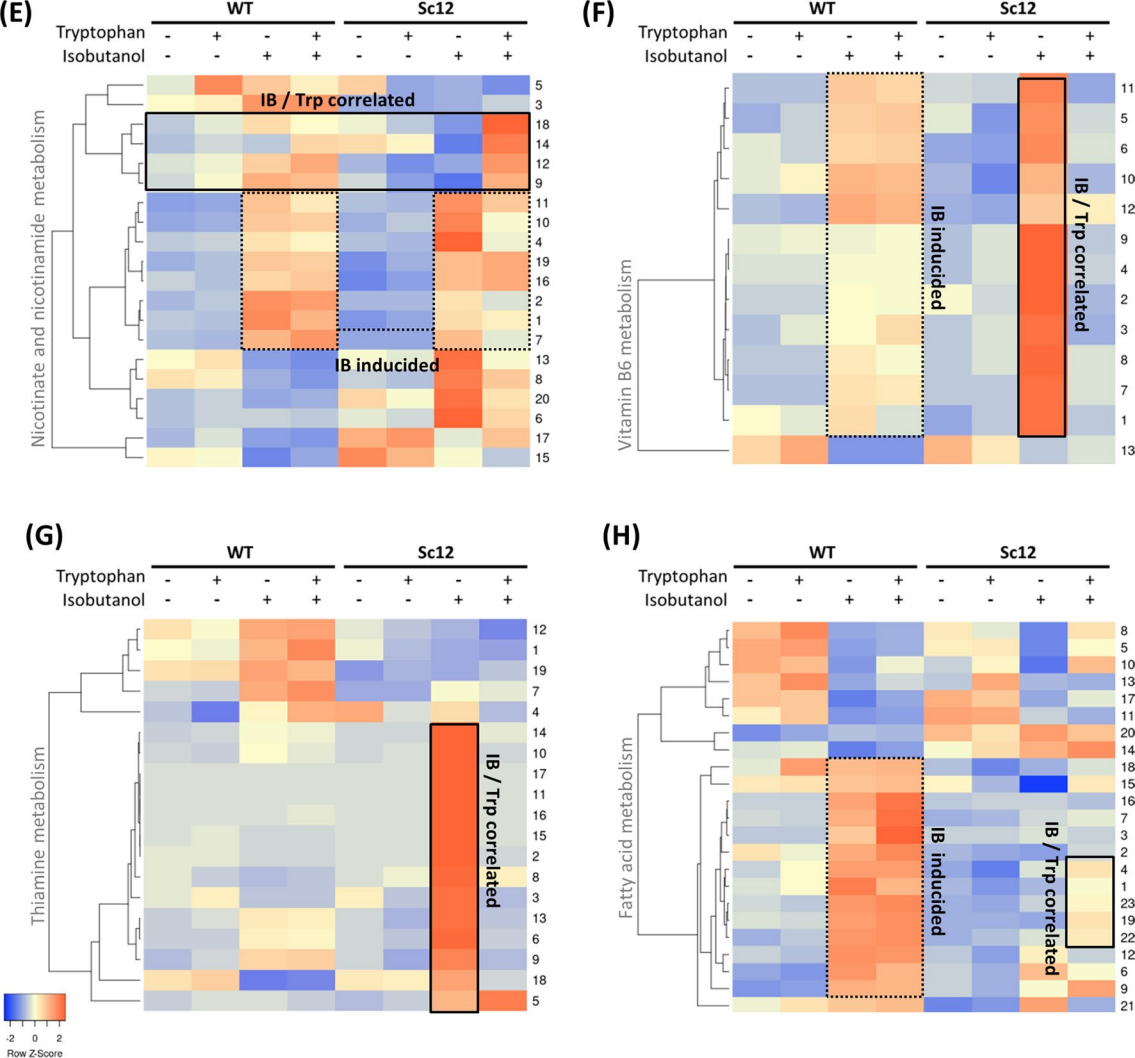
Clustering analysis of enriched cell functions related to isobutanol stress and tryptophan supplementation. The expression changes between each sample pair were subject to enrichment analysis. The enriched cellular functions were then clustered to exhibit the gene expression pattern differences between the high and low expression levels in each sample, which were represented by red and blue color, respectively. The enriched cell functions include: **a** biosynthesis of amino acids, **b** amino acid transporters, **c** the pentose phosphate pathway, **d** tryptophan metabolism, **e** nicotinate and nicotinamide metabolism, **f** vitamin B_6_ metabolism, **g** thiamine (vitamin B_1_) metabolism, and **h** fatty acid metabolism. The rectangle emphasizes the gene clusters related to isobutanol stress and tryptophan. The number to the right-hand side represents every single gene applied to each heatmap. Gene names of each heatmap are listed in Additional file 1: Table S3

#### Tryptophan downstream metabolism also plays an important role in yeast’s tolerance to isobutanol

Tryptophan metabolism involves processes to convert tryptophan to many downstream bioactive molecules such as melatonin, kynurenine, indole-3-acetic acid (IAA), and nicotinamide adenine dinucleotide (NAD^+^). 

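Genes of tryptophan metabolism moved apart under isobutanol. In the kynurenine branch *BNA1* and *BNA4* rose in WT + IB against WT by 3.92 and 3.33 on the log2 scale (edgeR, adjusted p = 1.81e-14 and 5.65e-16). The aldehyde dehydrogenase gene *ALD3* and the catalase gene *CTT1*, which the list also holds, fell in WT + IB by 1.93 and 1.76. In Sc12 + IB the amidase gene *AMD2* rose by 3.69 and the catalase gene *CTA1* fell by 2.13. Of the 20 loci of the study's list, 6 were higher and 3 lower in WT + IB than in WT (median 0.20; camera, adjusted p = 0.231). In Sc12 + IB, 9 were higher and 1 lower than in Sc12, with a median of 0.68 that becomes -0.13 with library totals (camera, adjusted p = 0.00212, and adjusted p = 0.0559 with an estimated correlation). With tryptophan added to Sc12 + IB, 2 were higher and 8 lower, with a median of -0.28 that becomes 0.46 with library totals. Of the listed loci, 4 rose with isobutanol in both strains, 2 in WT alone and 5 in Sc12 alone. Counts adjusted over the list alone were the same; the study chose the list on these samples, so they are not independent evidence.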

Cluster analysis of genes involved in tryptophan metabolism resulted in two groups, one enriched in the kynurenine pathway and the other enriched in the IAA biosynthesis pathway (Fig. 5d). 

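*BNA2*, counted here together with the neighbouring YJR079W (chromosome X from 578860 to 581239; overlapping *AIM24*), rose in WT with isobutanol by 2.07 (standard error 0.10, adjusted p = 4.4e-14) on the log2 scale in edgeR. *BNA5* (chromosome XII from 605758 to 607119; overlapping YLR232W) rose from 54.8 ± 4.29 to 197 ± 17.3 CPM (SD, n = 3), by 1.84 (standard error 0.093, adjusted p = 1.16e-13), and *BNA7* (chromosome IV from 1323454 to 1324239) from 24.2 ± 2.00 to 55.8 ± 8.62 CPM, by 1.20 (standard error 0.12, adjusted p = 1.01e-08). In Sc12 with isobutanol, *BNA2* rose by 1.61 (standard error 0.10, adjusted p = 9.41e-13) and *BNA5* rose from 46.9 ± 2.65 to 100.4 ± 6.91 CPM, by 1.10 (standard error 0.10, adjusted p = 4.65e-10); with library totals these are 0.78 and 0.28 and not called. *BNA7* in Sc12 had 0.47 (standard error 0.13, adjusted p = 0.00276). *BNA4*, kynurenine hydroxylase, and *BNA6*, which closes the pathway, rose by 3.33 and 3.03 in WT and by 3.11 and 3.27 in Sc12. Of 7 genes of the pathway, 6 were higher and 0 lower in WT + IB (median 2.07; camera, adjusted p = 0.000791, and adjusted p = 0.105 with an estimated correlation) and 6 were higher and 0 lower in Sc12 + IB (median 2.94; camera, adjusted p = 0.000211). In the test of interaction between strain and isobutanol, the values were -0.46, -0.75 and -0.73 for *BNA2*, *BNA5* and *BNA7*, below the fold threshold. With TMM only *BNA3*, a kynurenine aminotransferase (3.58), and *BNA1* (1.19) passed, both higher in Sc12. Library totals move the median of all loci in this interaction from -0.043 to -0.802, so calls near the threshold depend on the scaling.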

Genes in the kynurenine pathway, such as tryptophan 2,3-dioxygenase (*BNA2*), formylkynurenine formamidase (*BNA7*), and kynureninase (*BNA5*), were highly expressed when WT was treated with isobutanol, but were down-regulated when the mutant strain Sc12 was treated with isobutanol. After adding tryptophan to Sc12, genes in the kynurenine pathway were up-regulated, implying that the activation of the kynurenine pathway requires tryptophan. 

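With tryptophan added to Sc12 + IB, *BNA2* rose by 1.62 (standard error 0.10, adjusted p = 3.85e-13) on the log2 scale in edgeR, alone among the 7 pathway genes. *BNA5* stood at 166 ± 10.2 CPM (SD, n = 3) and had 0.72 (standard error 0.092, adjusted p = 2.21e-07), and *BNA7* stood at 38.9 ± 2.64 CPM and had 0.040 (standard error 0.13, adjusted p = 0.789). *BNA3* fell by 4.05 and *BNA1* by 2.26. The median of the 7 genes was -0.079, which becomes 0.66 with library totals (camera, adjusted p = 0.565), with 1 gene higher and 2 lower. Against Sc12 + Trp, 5 were higher and 1 lower in Sc12 + IB + Trp (median 2.36; camera, adjusted p = 0.00789, and adjusted p = 0.214 with an estimated correlation). The effect of tryptophan on *BNA2* under isobutanol was higher in Sc12 than in WT by 1.45 (standard error 0.13, adjusted p = 2.29e-09).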

The kynurenine pathway of tryptophan metabolism exhibits antioxidant property to eliminate oxidative stress, especially using the enzyme indoleamine 2,3-dioxygenase (IDO) [17, 18]. 

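*BNA2*, whose counts include the neighbouring YJR079W, rose from 54.0 ± 4.73 to 227 ± 16.8 CPM (SD, n = 3) in WT with isobutanol and from 49.7 ± 3.32 to 151 ± 14.3 CPM in Sc12. With tryptophan it stood at 466 ± 38.0 CPM in Sc12 + IB + Trp against 52.2 ± 2.29 CPM in Sc12 + Trp, higher by 3.16 (standard error 0.10, adjusted p = 2.14e-16) on the log2 scale in edgeR. In WT + IB + Trp it was 256 ± 23.7 CPM against 52.9 ± 5.04 CPM in WT + Trp, higher by 2.28 (standard error 0.10, adjusted p = 2.1e-14). Between Sc12 + IB and WT + IB it had -0.59 (standard error 0.094, adjusted p = 6.11e-06), below the fold threshold. With library totals the rise in Sc12 with isobutanol alone is not called.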

IDO, named BNA2 in *S. cerevesia*, was also highly expressed when WT was treated with isobutanol but down-regulated in Sc12 when it was treated with isobutanol, and it could be up-regulated by adding tryptophan (Additional file 1: Figure S5). In addition, the kynurenine pathway is the only de novo biosynthesis pathway of nicotinamide adenine dinucleotide (NAD). NAD^+^ can be phosphorylated to NADP^+^ by NAD^+^ kinase, which can be reduced to NADPH and NADH, respectively. NAD(H) is important in regulating cellular energy metabolism, and NADP(H) is mainly involved in redox balance and biosynthesis of fatty acids and nucleic acids [19]. 

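*BNA6*, quinolinate phosphoribosyltransferase of NAD synthesis, rose from 141 ± 5.31 to 1147 ± 96.7 CPM (SD, n = 3) in WT with isobutanol. *NPT1* of nicotinate salvage, the nucleosidase gene *URH1* and the nicotinamide riboside kinase gene *NRK1* rose by 1.66 (standard error 0.10, adjusted p = 1.13e-12), 1.43 and 1.42 on the log2 scale in edgeR. In Sc12, *NRK1* rose by 3.12 (standard error 0.16, adjusted p = 2.66e-14), *URH1* by 1.72 and *POF1* by 1.61. Of the 20 loci of the study's list, 5 were called higher in WT and 6 in Sc12 and none lower. There was no call in either strain for 13, and 4 were called higher in both. The median was 0.22 in WT (camera, adjusted p = 0.052), which becomes a call when WT replicate 1, WT + IB replicate 1 or WT + IB replicate 3 is left out (adjusted p = 0.0473, 0.0455 and 0.0499). In Sc12 the median was 0.78, which becomes -0.043 with library totals (camera, adjusted p = 0.0436, and adjusted p = 0.182 with an estimated correlation). Counts adjusted over the list alone were the same, and the list was chosen by the study on these samples, so it is not independent evidence.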

In the cluster analysis of nicotinate and nicotinamide metabolism, a large proportion of genes were up-regulated when the cell was treated with isobutanol. In Sc12, some of the genes did not respond to isobutanol and were reactivated when adding tryptophan. These genes, including nicotinic acid mononucleotide adenylyltransferase (*NMA2*) and glutamine-dependent NAD synthetase (*QNS1*), could downregulate NAD^+^ production when Sc12 was under isobutanol stress (Fig. 5e), and the expression pattern was similar to the genes in the kynurenine pathway, implying that cells rely on tryptophan to synthesize NAD^+^ through the kynurenine pathway. Thus, the function of NAD^+^, such as redox balance regulation for fatty acid synthesis and anti-oxidative ability, may contribute to isobutanol tolerance.

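*HST3*, a homolog of the deacetylase Sir2, had a log2 fold change of -0.64 (standard error 0.12, adjusted p = 3.12e-05) with isobutanol in Sc12 and rose by 1.59 (standard error 0.12, adjusted p = 1.78e-11) when tryptophan was added (edgeR). No other of the 20 listed loci was called higher with tryptophan, and only *NRK1* was called lower, by 2.1. The effect of tryptophan on *HST3* was higher in Sc12 than in WT by 1.77 (adjusted p = 1.56e-09). The list as a whole had a median of -0.30, which becomes 0.45 with library totals (camera, adjusted p = 0.498). Of the 14 loci without a call in Sc12 + IB against Sc12, 13 had none with tryptophan either. Counts adjusted over the list alone were the same.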

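*NMA2*, counted together with the overlapping YGR011W (chromosome VII from 511545 to 512823), was 76.8 ± 0.882 CPM (SD, n = 3) in Sc12 and 58.5 ± 1.44 CPM in Sc12 + IB, a log2 fold change of -0.39 (standard error 0.064, adjusted p = 8.35e-06) in edgeR. With tryptophan it was 104 ± 3.98 CPM, a change of 0.84 (standard error 0.064, adjusted p = 4.3e-11) against Sc12 + IB. *QNS1* (chromosome VIII from 246193 to 248337) was 142 ± 4.66 CPM in Sc12, 129 ± 5.63 CPM in Sc12 + IB and 237 ± 14.1 CPM in Sc12 + IB + Trp, changes of -0.13 (standard error 0.085, adjusted p = 0.16) and 0.88 (standard error 0.084, adjusted p = 2.69e-09). None of the 4 changes passed the fold threshold. With library totals the *NMA2* changes are -1.22 and 1.59 and pass it, and the *QNS1* change with tryptophan is 1.62. In WT, isobutanol gave 0.074 for *NMA2* and 0.27 for *QNS1*, and the interaction of strain and isobutanol was -0.47 (adjusted p = 8.25e-05) and -0.41 (adjusted p = 0.00489). NAD itself was not measured in these data.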

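*PDC5*, *ALD5* and *PDC1*, whose enzymes act on the keto acids and aldehydes made from amino acids, led the rises of this pathway in Sc12 with isobutanol. *ALD5* went from 35.8 ± 2.63 to 8746 ± 1390 CPM (SD, n = 3) and was 55.3 ± 7.93 CPM with tryptophan. *PDC1* rose by 4.22 (standard error 0.26, adjusted p = 1e-12) on the log2 scale in edgeR. The aromatic aminotransferase gene *ARO9* and the decarboxylase gene *ARO10* moved the other way: they fell by 3.62 and 2.09 and rose by 2.75 and 1.02 with tryptophan. Of 14 genes of indole-3-acetic acid and of the related Ehrlich pathway, 8 were higher and 2 lower in Sc12 + IB (median 2.77; camera, adjusted p = 0.00538, and adjusted p = 0.135 with an estimated correlation). In WT + IB none were higher and 2 were lower, *ALD2* by 1.02 and *ALD3* (camera, adjusted p = 0.78). With tryptophan 2 were higher and 9 lower in Sc12 (median -2.25; camera, adjusted p = 0.00116, and adjusted p = 0.101 with an estimated correlation), and all 8 that had risen fell. The isobutanol response was higher in Sc12 than in WT for 9 genes and lower for 2 (camera, adjusted p = 0.00013, and adjusted p = 0.0619 with an estimated correlation). With library totals the counts were 8 higher and 4 lower with isobutanol in Sc12, 4 higher and 8 lower with tryptophan and 8 higher and 2 lower in the interaction. *PDC5* and *PDC1* also serve alcoholic fermentation, and the list was written from general knowledge of the pathway; *ARO9* and *ARO10* are not in the study's own list of tryptophan metabolism.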

In the IAA biosynthesis pathway, genes were up-regulated only when the mutant strain was under isobutanol stress, and then returned to low-level expression after tryptophan addition (Fig. 5d). This is similar to the expression pattern of amino acid biosynthesis and transport. IAA is a common natural compound in plants and microbes, and regulates plant-microbe interaction. IAA can stimulate plant cell elongation, division, and differentiation. Moreover, exogenous IAA can regulate adhesion and filamentation in *S. cerevisiae* by inducing morphological genes [20, 21]. This is consistent with the finding that filamentous growth could increase yeast isobutanol tolerance [22]. However, we did not observe obvious morphological change in both WT and Sc12 when grown under isobutanol. Although up-regulation of the IAA pathway seems to convert upstream tryptophan into downstream IAA, the occurrence of this phenomenon in the defective tryptophan biosynthesis pathway strain makes it difficult to explain. Although there is evidence that IAA has a tryptophan-independent biosynthesis pathway, which branches from either indole or indole-3-glycerol phosphate, the specific enzymes in *S. cerevisiae* still have not been identified [23]. The actual role of IAA and its regulation of biosynthesis pathway under isobutanol stress remain to be investigated.

#### Vitamins B_**6**_ and B_1_ support isobutanol tolerance

Induction of vitamin B_6_ and vitamin B_1_ (thiamine) metabolic genes were observed under isobutanol stress. 

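*SNZ1*, a subunit of pyridoxal phosphate synthase, rose in WT with isobutanol from 122 ± 4.54 to 1313 ± 211 CPM (SD, n = 3), by 3.43 (standard error 0.31, adjusted p = 1.11e-09) on the log2 scale in edgeR. Its partner *SNO1* rose by 2.41 and *SER1*, a phosphoserine aminotransferase, by 1.82 (standard error 0.10, adjusted p = 2.48e-13). Of the 13 loci of the study's list, these 3 rose and none fell, also when adjusted over the list alone, and the median was 0.66. The list moved up against all other loci in camera (adjusted p = 0.0175, and adjusted p = 0.305 with an estimated correlation). It was chosen by the study on these samples, so its count is not independent evidence.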

Vitamin B_6_ biosynthesis genes were up-regulated when the WT was treated with isobutanol. Moreover, similar to amino acid biosynthesis and tryptophan metabolism, both vitamin B_6_ and B_1_ genes showed a high expression level when the mutant strain Sc12 was under isobutanol stress, indicating that vitamin B_6_ and B_1_ genes respond to isobutanol stress and are related to tryptophan (Fig. 5f, g). 

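In Sc12 with isobutanol, 10 of the 13 vitamin B6 loci and 12 of the 19 vitamin B1 loci rose and none fell, the same when adjusted over each list alone. *SNZ1* rose by 4.20 on the log2 scale, to 3687 ± 468 CPM (SD, n = 3), and *SNO1*, *SNZ3* and *SNZ2* rose by 3.47, 3.02 and 2.40. *THI20* and *THI6*, which make thiamine phosphate, and the thiamine pyrophosphokinase gene *THI80* rose by 4.79 (standard error 0.13, adjusted p = 1.54e-19), 4.34 and 4.66 in edgeR. In WT + IB, 2 vitamin B1 loci rose, among them *THI12* (1.16), and 3 fell, among them *THI20* (-1.12) and the acid phosphatase gene *PHO3* (-1.92), and camera gave no call for the list (adjusted p = 0.78). In Sc12 the medians were 1.44 and 1.65 (camera, adjusted p = 0.000215 and 1.26e-05). The interaction of strain and isobutanol was higher in Sc12 for 5 vitamin B6 loci, with a median of 0.71 that becomes -0.055 with library totals, and for 13 vitamin B1 loci (median 1.78), with none lower (camera, adjusted p = 0.015 and 2.53e-05, and adjusted p = 0.192 and 0.0619 with an estimated correlation). Against WT + IB, the vitamin B6 median of 0.46 becomes -0.18 with library totals, and its camera call (adjusted p = 0.0482) is lost with an estimated correlation (adjusted p = 0.265), library totals (0.072), filterByExpr (just above 0.05), pseudocount 0.1 (0.0694), a median shift (0.099), quantile normalization (0.12) and limma on log2(FPKM + 1) with and without trend (0.0665 in both). It is also lost without WT + IB replicate 1, WT + IB replicate 3 or Sc12 + IB replicate 3 (adjusted p = 0.0566, 0.0622 and 0.0592). With tryptophan, 10 and 11 loci of the 2 lists fell in Sc12 and none rose. *THI5*, *THI11*, *THI12* and *THI13* are near copies of each other, so reads may be shared among them. Reads may also be shared between *SNZ2* and *SNZ3*, which are alike in sequence. Both lists were chosen by the study on these samples.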

Vitamin B_6_ is a group of similar biological active compounds including pyridoxine (PN), pyridoxal (PL), and pyridoxamine (PM), and their phosphorylated derivatives pyridoxine 5′-phosphate (PNP), pyridoxamine 5′-phosphate (PMP), and pyridoxal 5′-phosphate (PLP). PLP is the active form of vitamin B_6_ and plays as a coenzyme or substrate for many bioprocesses such as amino acid biosynthesis, lipid metabolism, and thiamine biosynthesis. The precursors of PLP are converted from the PPP intermediates (glyceraldehyde 3-phosphate and ribose 5-phosphate) and glutamine. 

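*GLN1*, glutamine synthetase (chromosome XVI from 642208 to 643320), rose in Sc12 with isobutanol from 502 ± 23.6 to 4293 ± 548 CPM (SD, n = 3), by 3.10 (standard error 0.16, adjusted p = 2.42e-14) on the log2 scale in edgeR. The response was higher in Sc12 than in WT by 2.56 (standard error 0.21, adjusted p = 3.58e-10) for *GLN1* and 1.93 (standard error 0.16, adjusted p = 2.67e-10) for the transketolase gene *TKL1*. For the transaldolase gene *TAL1* it was 0.96 (standard error 0.13, adjusted p = 9.46e-07), below the fold threshold, as *TAL1* also rose in WT, from 213 ± 6.20 to 490.2 ± 56.4 CPM, by 1.20 (standard error 0.092, adjusted p = 8.02e-11). With isobutanol in both strains, *TAL1* had 0.96 (standard error 0.091, adjusted p = 1.7e-09) in Sc12 + IB against WT + IB and becomes a call without WT + IB replicate 1 (1.07) or Sc12 + IB replicate 1 (1.03). In WT *GLN1* had 0.53 (standard error 0.15, adjusted p = 0.00263), below the fold threshold, and 1.04 with limma on log2(FPKM + 1).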

Their related enzymes, *TKL1*, *TAL1*, and *GLN1* (glutamine synthetase), exhibited similar gene expression patterns to vitamin B_6_ and might facilitate the biosynthesis of vitamin B_6_. PLP is also needed for many aminotransferases and synthases, such as tryptophan synthase (*TRP5*), and this observation may explain the requirement of amino acids when a mutant strain is under isobutanol stress. Furthermore, kynureninase (*BNA5*) is a PLP-dependent enzyme to facilitate downstream tryptophan metabolism such as NAD^+^ de novo synthesis. PLP can be further combined with histidine and thiazole moiety, derived from glycine and NAD^+^, to form vitamin B_1_. The major active derivative of vitamin B_1_ is thiamine diphosphate (TDP) and serves as a cofactor for many bioprocesses such as TKL1 in PPP [24]. However, when exogenous vitamin B1 (thiamine) was added to medium in tolerance assay, there was no improvement in cell density under isobutanol stress (Additional file 1: Figure S6). This may be because, as a cofactor, vitamin B1 may not work alone to rescue the tryptophan-defective strain (Sc12). This issue requires further study.

To summarize, the enriched pathways described above seem to coordinate with each other when a cell is under isobutanol stress. Yeast tries to optimize the expression levels of genes participating in the biosynthesis or import of amino acids under conditions such as nitrogen starvation. The tryptophan metabolism pathway is activated and induces IAA biosynthesis, the kynurenine pathway, and nicotinamide metabolism. Nicotinamide metabolism may provide redox pool (NAD^+^/NADP^+^) and the pentose phosphate pathway (PPP) may support anti-oxidative ability. The kynurenine pathway also plays an important role against free oxidative stress. PPP, NAD^+^, histidine and glycine provide raw materials for the synthesis of vitamins B_6_ and B_1_, which can then enhance amino acid biosynthesis, tryptophan metabolism, and PPP. 

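*FAS2*, a subunit of fatty acid synthase, rose in WT with isobutanol from 534 ± 7.74 to 1371 ± 138 CPM (SD, n = 3), by 1.36 (standard error 0.11, adjusted p = 2.95e-10) on the log2 scale in edgeR. *ERG10*, acetyl-CoA acetyltransferase, the mitochondrial synthase gene *CEM1* and the elongase gene *ELO3* rose by 1.71, 1.64 and 1.37. The beta-oxidation genes *POT1* and *POX1* fell by 2.06 and 1.56. Of the 23 loci of the study's list, 7 were higher and 3 lower, also when adjusted over the list alone, with a median of 0.39. The list did not stand apart from all other loci (camera, adjusted p = 0.26), and it was chosen by the study on these samples. Synthesis and breakdown of fatty acids share this list, which puts rises and falls side by side.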

Fatty acid metabolism genes are also up-regulated to confront isobutanol in the WT, and those genes mainly participate in fatty acid biosynthesis. This implies that fatty acid biosynthesis may help tolerate solvent stress, such as strengthening the cell membrane. In addition, some genes were down-regulated in the mutant strain and could be rescued by tryptophan, especially acetyl-coA carboxylase (*ACC1*), which is a rate-limiting step for the biosynthesis of fatty acids (Fig. 5h). 

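*ACC1* (chromosome XIV from 654673 to 661374) was 379 ± 15.3 CPM (SD, n = 3) in Sc12, 345 ± 36.3 CPM in Sc12 + IB and 642 ± 87.1 CPM in Sc12 + IB + Trp. Isobutanol gave a log2 fold change of -0.14 (standard error 0.21, adjusted p = 0.561) in Sc12, and tryptophan gave 0.90 (standard error 0.21, adjusted p = 0.000553), below the fold threshold in edgeR but 1.63 with library totals and 1.0 without Sc12 + IB + Trp replicate 2. In Sc12 with isobutanol *FAS1*, the other subunit of fatty acid synthase, fell by 1.23 (standard error 0.14, adjusted p = 5.24e-08), *POX1*, *POT1* and the acyl-CoA synthetase gene *FAA2* fell by 1.50, 1.28 and 1.13, and *CEM1* rose by 1.18. Of the 4 loci that fell, 3 rose with tryptophan: *POX1* by 1.61, *FAS1* by 1.23 and *FAA2* by 1.0. The median of the 23 loci was -0.003 in Sc12 + IB, or -0.82 with library totals, and 0.21 with tryptophan (camera, adjusted p = 0.829 and 0.129).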

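Under isobutanol *FAS1* and *FAS2* were lower in Sc12 than in WT by 1.47 (standard error 0.14, adjusted p = 2.83e-09) and 1.42 (standard error 0.11, adjusted p = 8.19e-11) on the log2 scale in edgeR, and *ELO3* and *ACC1* were lower by 1.61 and 1.41. *BNA5* and *BNA7* of the kynurenine pathway had -0.97 (adjusted p = 1.7e-09) and -0.56 (adjusted p = 0.00034) in this comparison, which does not pass the fold threshold. *NMA2* and *QNS1* of NAD synthesis had -0.89 (adjusted p = 1.13e-11) and -0.80 (adjusted p = 1.02e-08), likewise below it. Of the fatty acid list, 2 were higher and 9 lower in Sc12 + IB than in WT + IB (median -0.57; camera, adjusted p = 0.0161, and adjusted p = 0.405 with an estimated correlation), with the same counts over the list alone. Of the kynurenine pathway, 1 was higher and 0 lower (median -0.56; camera, adjusted p = 0.622), the higher gene being *BNA3* (3.70). Library totals move the median of all loci in this comparison from -0.019 to -0.667, so the count of lower genes depends on the scaling. The nicotinate list had 4 higher and 1 lower, with a median of 0.032 that becomes -0.62 with library totals.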

The expression patterns of fatty acid synthesis genes are similar to those in the kynurenine pathway and NAD^+^ de novo synthesis. Accordingly, tryptophan and tryptophan metabolism seems to play a role in coordinating fatty acid biosynthesis. However, the relationship between tryptophan and fatty acid synthesis is not yet clear in yeast. The increased NAD pool from tryptophan metabolism may be a reason that it provides energy for fatty acid biosynthesis for emergency. Based on our transcriptomic analysis, many biological networks seem to work together to build a defense wall to protect cells from isobutanol stress.

## Discussion

A high-throughput platform was built in this study to identify isobutanol-susceptible mutants through their colony size. A total of 5006 single-gene deletion strains were tested and 161 gene-deletions exhibited reduced growth. To understand what biological functions may be involved in isobutanol tolerance, functional enrichment analysis was applied to these 161 genes. The result indicated that tryptophan biosynthesis, ubiquitination, and PPP were the top three enriched functions. By adding exogenous tryptophan to a tryptophan biosynthesis or PPP-defective strain, the isobutanol tolerance can be recovered, implying that tryptophan is a key element in yeast’s isobutanol tolerance. Kuroda et al. [10] have previously shown that tryptophan and PPP were involved in isobutanol tolerance. Their study revealed the key role of tryptophan in PPP/GLN3 and nitrogen starvation response while we provided insights into the tryptophan pathway. Furthermore, we revealed the potential relationship between tryptophan and nitrogen starvation response. Our results support the finding of Kuroda et al. [10], and suggest the possible network behind the “isobutanol stress-induced” nitrogen starvation.

In order to understand the genetic basis of cellular functions participating in the stress tolerance, transcriptome analysis was performed to distinguish expression profiles between samples treated with/without isobutanol and/or tryptophan. Principal component analysis (PCA) and hierarchical clustering were employed to show that the defective tryptophan biosynthesis strain exhibited large differences in transcriptome patterns from the wild type, and the differences were reduced by exogenous tryptophan. Enrichment analysis and cluster analysis revealed that amino acid biosynthesis and transportation were highly expressed under isobutanol stress. The results showed a higher level of amino acid biosynthesis in the tryptophan biosynthesis-defective strain than the wild type. In contrast, the high expression level was reduced by adding tryptophan. These observations suggest that the activation of amino acid biosynthesis is closely related to the defect in tryptophan biosynthesis. In addition, a large number of amino acid transporters were also up-regulated by isobutanol when tryptophan biosynthesis was defective. These results point to the emergency demand of amino acids, similar to the hypothesis of nitrogen starvation response induced by isobutanol proposed by Kuroda et al*.* [10]. Their transcriptomic analyses revealed that isobutanol induces a nitrogen starvation response via *GLN3* [10]. In our transcriptomic data, the tryptophan biosynthesis mutant and its isobutanol-treated sample had increased *GLN3* expression that could be reduced by adding external tryptophan (Additional file 1: Figure S7). This implies that the *GLN3* expression level is affected by tryptophan under isobutanol stress. Furthermore, it has been shown that the level of glutamine is a key indicator of nitrogen starvation, which can activate the transcription factor *GLN3* [25]. 

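*GLN3* (chromosome V from 229795 to 231987), a transcription factor of nitrogen use, was 102 ± 7.41 CPM (SD, n = 3) in WT, 150.2 ± 3.75 CPM in Sc12 and 258 ± 24.1 CPM in Sc12 + IB. Sc12 differed from WT by 0.56 (standard error 0.084, adjusted p = 1.63e-05) on the log2 scale and Sc12 + IB from Sc12 by 0.78 (standard error 0.084, adjusted p = 1.66e-08), both below the fold threshold in edgeR. Library totals move the median of all loci between Sc12 + IB and Sc12 from -0.02 to -0.843, so the rise of 0.78 depends on the scaling. With tryptophan added to Sc12 + IB, *GLN3* was 146 ± 8.13 CPM, a change of -0.82 (standard error 0.084, adjusted p = 7.42e-09), which is likewise below that threshold though larger than the spread between replicates. In Sc12 + Trp it was 151 ± 12.7 CPM, with 0.009 (standard error 0.084, adjusted p = 0.987) against Sc12.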

In both *S. cerevisiae* and *E. coli*, glutamine level drastically dropped under nitrogen starvation. Under such condition, synthesis of the aromatic amino acids including phenylalanine, tyrosine, and tryptophan can follow a common pathway upstream to the key intermediate chorismate, which contains no nitrogen. Chorismate could then acquire nitrogen from glutamine to continue the tryptophan pathway [26]. In our transcriptome data, the expression levels of glutamine synthetase (*GLN1*) and vacuolar glutamine transporter (*Avt7*) were up-regulated under isobutanol stress to improve glutamine synthesize and homeostasis. 

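*GLN1* in WT was 894 ± 86.3 CPM (SD, n = 3) without and 1292 ± 86.6 CPM with isobutanol, a log2 fold change of 0.53 (standard error 0.15, adjusted p = 0.00263) in edgeR that passes the fold threshold with limma on log2(FPKM + 1) (1.04). *AVT7* (chromosome IX from 197931 to 199403) rose in WT from 194 ± 13.7 to 536 ± 19.8 CPM, by 1.47 (standard error 0.090, adjusted p = 2.37e-12). In Sc12 *AVT7* was 205 ± 15.9 CPM without and 326 ± 11.9 CPM with isobutanol, a change of 0.67 (standard error 0.090, adjusted p = 4.92e-07), below the fold threshold. The difference between these responses was -0.80 (standard error 0.13, adjusted p = 8.95e-06) in the interaction test. With tryptophan added to Sc12 + IB, *AVT7* had 0.29 (standard error 0.089, adjusted p = 0.00643), which becomes 1.03 with library totals.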

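*DIP5*, which carries glutamate, aspartate and glutamine (chromosome XVI from 41043 to 42869), rose in Sc12 with isobutanol from 344 ± 33.3 to 2760 ± 323 CPM (SD, n = 3), by 3.00 (standard error 0.27, adjusted p = 5.46e-10) on the log2 scale in edgeR. *GNP1* (chromosome IV from 1466453 to 1468444; overlapping YDR509W) rose from 323 ± 17.2 to 711 ± 41.8 CPM, by 1.14 (standard error 0.12, adjusted p = 6.92e-09), which is 0.32 with library totals and 0.83 with quantile scaling, neither of them called. In WT with isobutanol neither gene was called: *DIP5* had -0.088 (standard error 0.25, adjusted p = 0.769) and *GNP1* had -0.17 (standard error 0.12, adjusted p = 0.21). The response was higher in Sc12 by 3.09 (standard error 0.36, adjusted p = 1.06e-07) for *DIP5* and 1.30 (standard error 0.16, adjusted p = 3.95e-07) for *GNP1* in the interaction test.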

The glutamine transporters, glutamine permease (*GNP1*) and dicarboxylic amino acid permease (*DIP5*), located on plasma membrane were all up-regulated when tryptophan biosynthesis-defective strains confront isobutanol stress, which may support the demand of glutamine (Additional file 1: Figure S8). These lines of evidence suggest an important role of glutamine in “isobutanol stress-induced” nitrogen starvation, in particular when cells consume more tryptophan under isobutanol stress. Furthermore, in Kuroda et al. [10], the *gln3*Δ strain showed lower intracellular glutamine concentration compared to the wild type regardless of the presence or absence of isobutanol. This suggests that downstream genes of *GLN3* may upregulate the ratio and concentration of glutamine/glutamate. When under isobutanol stress, *GLN3* may try to satisfy the emergent demand of glutamine.

Hence, we postulate that the tryptophan demand increased in response to isobutanol stress, triggering the need for an additional nitrogen donor, in particular glutamine. Meanwhile, the decreasing glutamine level may activate the transcriptional regulator *GLN3* for further nitrogen starvation response. The difference between “true” nitrogen starvation and “isobutanol stress-induced” nitrogen starvation is that under true nitrogen starvation there is no nitrogen supply from glutamine whereas in the “isobutanol stress-induced” nitrogen starvation cells can take advantage of chorismate and acquire nitrogen from glutamine. The expression profile of *GLN3* in Additional file 1: Figure S7 supports our hypothesis and largely explains why the expression level of *GLN3* did not change when the wild type was treated with isobutanol. In addition, when a cell has a defective tryptophan pathway, *GLN3* and the glutamine-related genes (*GLN1*, *DIP5*, and *GNP1*) were highly up-regulated (Additional file 1: Figures S7, 8) and the growth defect became more severe than the wild type (Additional file 1: Figure S3). 

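In WT with isobutanol *GLN3* was 76.3 ± 6.70 CPM (SD, n = 3), a log2 fold change of -0.41 (standard error 0.085, adjusted p = 0.000147) against WT in edgeR, which does not pass the fold threshold. With tryptophan it was 95.4 ± 6.86 CPM without and 74.4 ± 1.76 CPM with isobutanol, a change of -0.36 (standard error 0.086, adjusted p = 0.00074). Activity of the Gln3 protein is set in large part by its place in the cell and was not measured here.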

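Under isobutanol *GLN3* was higher in Sc12 than in WT by 1.76 (standard error 0.087, adjusted p = 1.35e-14) on the log2 scale in edgeR, and its response to isobutanol was higher by 1.19 (standard error 0.12, adjusted p = 1.13e-08). Library totals move the median of all loci in this interaction from -0.043 to -0.802, so the call of this response depends on the scaling. *DIP5*, *GLN1* and *GNP1* were higher in Sc12 + IB than in WT + IB by 3.03 (standard error 0.27, adjusted p = 4.91e-10), 1.73 (standard error 0.15, adjusted p = 3.89e-10) and 1.60 (standard error 0.12, adjusted p = 2.26e-11). For *GNP1* this is 0.95 with library totals and no longer called. Of these 4 genes, *GLN3* alone stayed below the fold threshold between Sc12 + IB and Sc12.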

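With tryptophan, *DIP5* fell in Sc12 under isobutanol to 251 ± 63.3 CPM (SD, n = 3), by 3.46 (standard error 0.27, adjusted p = 7.54e-11) on the log2 scale in edgeR, and *GLN1* fell to 544 ± 47.1 CPM, by 2.98 (standard error 0.16, adjusted p = 4.98e-14). *GNP1* was 439.9 ± 57.8 CPM, a change of -0.69 (standard error 0.12, adjusted p = 1.22e-05), below the fold threshold. The effect of tryptophan was lower in Sc12 than in WT by 3.89 for *DIP5* and 3.27 for *GLN1* (interaction test, adjusted p = 3.14e-09 and 5.2e-12), and by 0.87 for *GNP1* and 0.79 for *GLN3*, which stay below that threshold. The paper proposes that tryptophan is a key element of tolerance, and that the demand for it rises under isobutanol. Next, the paper proposes that the demand calls for more nitrogen from glutamine, which chorismate takes up on the way to tryptophan, so that glutamine falls. Last, it proposes that low glutamine activates *GLN3* and a response like nitrogen starvation, and it reports lower levels of *GLN3* and the glutamine genes once tryptophan is added. The step from mRNA to glutamine, tryptophan and Gln3 activity was not measured in these libraries. 

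**Figure D5:**
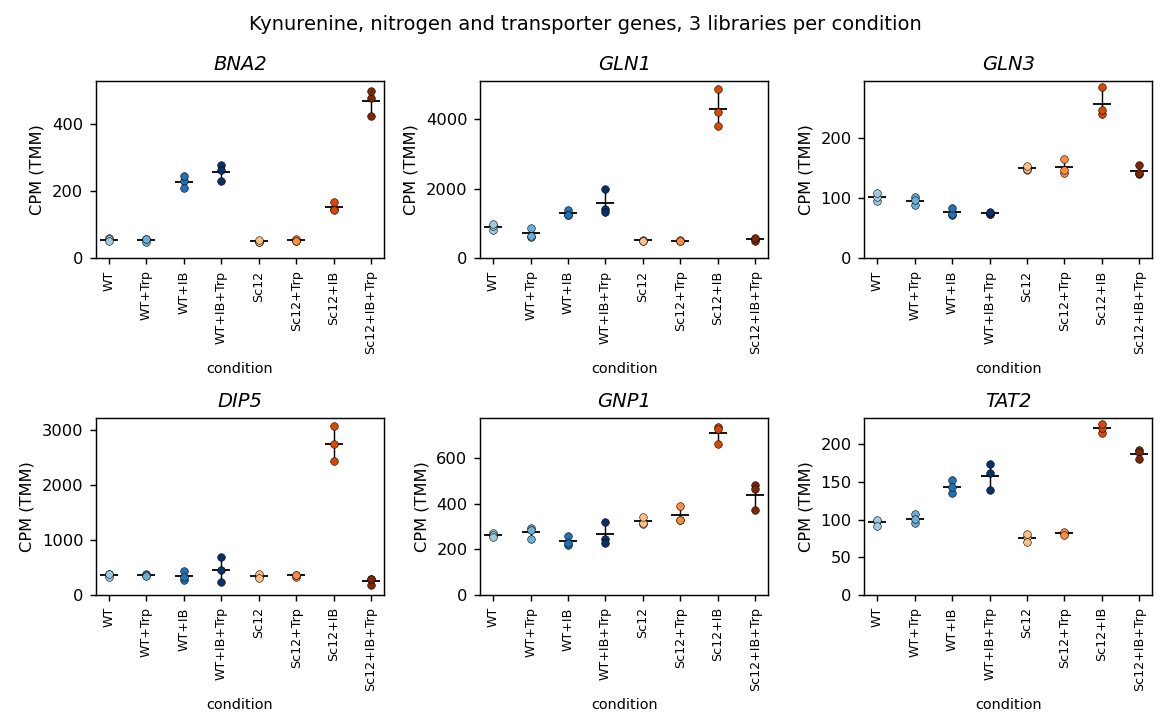
CPM of *BNA2*, *GLN1*, *GLN3*, *DIP5*, *GNP1* and *TAT2* in the 8 groups, with points for the 3 libraries and bars for mean and SD. *DIP5* stands at 251 CPM and *GLN1* at 544 CPM in Sc12 + IB + Trp.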

After the addition of exogenous tryptophan, the expression levels of *GNL3* and the glutamine-related genes were decreased and the growth defect was recovered (Additional file 1: Figure S3). These results were consistent with the previous finding that the *GLN3* knock-out strain showed better tolerance to isobutanol [10].

On the other hand, ubiquitination was enriched in our knockout screening analysis, which is consistent with the result of González-Ramos et al. [12], indicating that protein degradation and turnover have been activated during the butanol challenge in *S. cerevisiae*. The biologically active B_6_ vitamin PLP is the coenzyme involved in protein synthesis, degradation, and amino acid interconversion. Indeed, the gene expression patterns of amino acid synthesis and their transporters (Fig. 5a, b) and vitamin B_6_ synthesis (Fig. 5f) appeared highly allied. Thus, we suggest that protein turnover may facilitate isobutanol tolerance in yeast by providing free amino acids as a response to nitrogen starvation.

It is interesting that the exogenous tryptophan rescued the PPP defect more slowly than the tryptophan pathway defect in yeast. Many biochemical reactions rely on PPP as a precursor supplier. PPP is not only an important upstream pathway of tryptophan biosynthesis, but also is needed for the cofactors NAD/NADP, nucleotides, and some other amino acids biosynthesis. In addition, PPP also provides glyceraldehyde 3-phosphate and R5P as precursors for vitamin B_6_ synthesis, while vitamin B_6_ is involved in the reactions of tryptophan synthase (*TRP5*) and kynureninase (*BNA5*). Thus, PPP plays multiple roles in both upstream tryptophan biosynthesis and downstream tryptophan metabolism. We speculate that although tryptophan supplementation does not immediately rescue the defect in PPP, exogenous tryptophan may reduce the consumption of PPP intermediates used for isobutanol tolerance. The conservation of more PPP intermediates can be used for other biosynthesis that is needed for cell survival. As a result, cell growth of the PPP-defective strain is gradually recovered by tryptophan supplementation. This could explain why the tryptophan rescue on PPP mutants occurred much later than that in tryptophan mutants. Our view is supported by Kuroda et al. [10] report that deletion of PPP genes *GND1* or *ZWF1* causes hypersensitivity to isobutanol. In addition, PPP gene expression pattern was similar to both tryptophan and vitamin B_6_/B_1_ biosynthesis, suggesting that PPP might support the synthesis of precursors for tryptophan and vitamin B_6_/B_1_ under isobutanol stress. Furthermore, TPP-dependent enzyme transketolase *TKL1* (YPR074C) was over-expressed in isobutanol-treated Sc12, which is also consistent with the finding of vitamin B_1_ activation. 

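Compared with WT + IB, *TKL1* was higher in Sc12 + IB by 1.11 (standard error 0.11, adjusted p = 3.64e-09) on the log2 scale in edgeR. The call is lost with library totals (0.45) and without Sc12 + IB replicate 3 (0.99). It is also lost with limma on log2(FPKM + 1), with and without trend (0.90 in both), with pseudocount 0.1 (0.90), pseudocount 10 (0.87), a median shift (0.71) and quantile normalization (0.68), which all act on log2 FPKM and replace edgeR by limma, and on the authors' deposited fold change (0.87). Of the vitamin B1 list, 13 were higher and 3 lower in Sc12 + IB than in WT + IB (median 1.50; camera, adjusted p = 0.000484, and adjusted p = 0.129 with an estimated correlation). *PHO3*, *THI20* and *THI6* were higher by 5.52, 5.61 and 4.77, and the phosphatase gene *LTP1* was lower by 1.57. Counts adjusted over this list alone, which the study chose on these samples, were the same.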

Oxidative and osmotic stresses increased the production of numerous vitamin B_1_ biosynthesis enzymes in yeast, indicating a protective role of vitamin B_1_ against adverse environmental conditions. Mutations of vitamin B_1_ synthesis genes increased the sensitivity to oxidative stress, suggesting that thiamine metabolism can partly compensate damages of yeast general defense systems [27].

The tryptophan mutant strain seemed to have reduced gene expression related to the kynurenine pathway. 

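Without additions, none of the 7 kynurenine pathway genes was called between Sc12 and WT (edgeR), and the median log2 fold change was -0.13 (camera, adjusted p = 0.534). *BNA2*, *BNA5* and *BNA7* had -0.13 (adjusted p = 0.328), -0.23 (adjusted p = 0.063) and 0.17 (adjusted p = 0.298). With tryptophan, *BNA2* had -0.022 (standard error 0.10, adjusted p = 0.877) between Sc12 + Trp and WT + Trp, and 0.86 (standard error 0.093, adjusted p = 2.04e-08) between Sc12 + IB + Trp and WT + IB + Trp. *BNA5* had -0.17 (standard error 0.089, adjusted p = 0.0858) in the latter comparison.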

The kynurenine pathway in tryptophan metabolism is the only de novo biosynthesis pathway of nicotinamide adenine dinucleotide (NAD). This suggests that tryptophan may activate the kynurenine pathway and nicotinamide metabolism for isobutanol tolerance. Over-expressing the first biosynthesis of NAD  +  (kynurenine) pathway gene *BNA2* skews glycolytic flux from lipid droplets towards the aromatic amino acid biosynthesis-BNA pathways. This reduces lipid droplet accumulation during aging and extends lifespan of yeast [28]. Kynurenine exhibits antioxidant property that eliminates oxidative stress using the enzyme indoleamine 2,3-dioxygenase (IDO). IDO is a unique enzyme that utilizes superoxide anion radical (O_2_*-) as both a substrate and a cofactor. The antioxidant activity may arise from O_2_*-scavenging by IDO and formation of the potent radical scavengers and kynurenine pathway metabolites, 3-hydroxyanthranilic acid and 3-hydroxykynurenine [18, 29]. Therefore, IDO has been proposed to be an antioxidant enzyme [30]. In addition, PPP may also provide energy to NADPH for anti-oxidative ability. This hypothesis is supported by Kuroda et al. [10] observation that the NADPH/NADP  +  ratio was decreased in PPP-defective strains (*zwf1*Δ). Furthermore, the isobutanol-specific sensitivity of PPP non-oxidative phase deletion (*tkl1*Δ) observed by Kuroda et al. [10] can be explained by our hypothesis that the upstream genes of tryptophan biosynthesis in PPP contribute to isobutanol tolerance. This also suggests that both of PPP and tryptophan metabolism may attenuate oxidative stress created by isobutanol.

Furthermore, the generation of NAD(P) from the kynurenine pathway is not only important in redox balance but also involved in the biosynthesis of fatty acids [31] that are needed for cell membrane formation. Fatty acid is the major source for cell membrane, so it may contribute to isobutanol tolerance. Isobutanol induced many fatty acid synthesis genes in WT, though not in the Sc12, regardless of tryptophan supplementation (Fig. 5h). These results indicate that tryptophan synthase is essential for isobutanol-induced fatty acid synthesis. 

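With tryptophan in both media, isobutanol raised 2 and lowered 1 of the 23 listed loci in Sc12, and raised 8 and lowered 2 in WT, the same when adjusted over the list alone. The medians were 0.18 and 0.32 on the log2 scale (camera, adjusted p = 0.558 and 0.176). In Sc12 + IB + Trp the 2 that rose were *FAS2* by 1.52 (standard error 0.11, adjusted p = 7.3e-11) and *ERG10* by 1.15 (standard error 0.10, adjusted p = 4.69e-10) in edgeR. The response to isobutanol alone was lower in Sc12 than in WT for *ELO3* by 1.33 (standard error 0.18, adjusted p = 8.07e-07), *ELO2* by 1.23, *ERG10* by 1.14 and *FAS1* by 1.11, and higher for the mitochondrial reductase gene *OAR1* by 1.30. Over the list this difference had a median of -0.46, or -1.22 with library totals (camera with TMM, adjusted p = 0.0857), and it becomes a call without WT + IB replicate 2. The study chose the list on these samples, so these counts are not independent evidence.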

Despite that adding tryptophan did not recover all down-regulated genes in the mutant strain Sc12, some key genes were rescued by exogenous tryptophan, such as *ACC1*, which catalyzes the rate-limiting step of fatty acid biosynthesis (Additional file 1: Figure S9). Thus, we postulate that tryptophan enhances cell membrane integrity via fatty acid synthesis. 

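*ACC1*, acetyl-CoA carboxylase, was 509.9 ± 16.3 CPM (SD, n = 3) in WT and 918 ± 266 CPM in WT + IB, a log2 fold change of 0.85 (standard error 0.21, adjusted p = 0.000901) in edgeR. Without WT + IB replicate 2 this is 1.03 and passes the fold threshold. Between Sc12 + IB + Trp and Sc12 + Trp (379 ± 34.4 CPM) it had 0.76 (standard error 0.21, adjusted p = 0.00249). The interaction of strain and isobutanol was -0.98 (standard error 0.29, adjusted p = 0.0057), and that of strain and tryptophan under isobutanol was 0.82 (standard error 0.29, adjusted p = 0.0186), both below the threshold.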

Tryptophan supplementation to culture and/or overexpression of the tryptophan permease gene has been found to be effective for increasing ethanol stress tolerance [32]. Tryptophan confers the *S. cerevisiae* resistance to SDS-induced cell membrane disruption. Overexpression of tryptophan permease gene *TAT2* rescues cell growth in SDS-treated Δ*mck1* cells [16], and *TAT2* confers high-pressure growth in *S. cerevisiae* [33]. Tryptophan import was enhanced upon yeast exposed to SDS, and internal concentration of tryptophan makes cells more resistant to membrane disruption caused by sodium dodecyl sulfate [16]. 

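*TAT2*, the high-affinity tryptophan permease gene (chromosome XV from 286172 to 287950), rose in Sc12 with isobutanol from 75.9 ± 5.33 to 221 ± 6.31 CPM (SD, n = 3), by 1.54 (standard error 0.080, adjusted p = 3.33e-14) on the log2 scale in edgeR; with library totals this is 0.72 and not called. In WT it was 96.4 ± 3.98 CPM without and 144 ± 8.47 CPM with isobutanol, a change of 0.58 (standard error 0.078, adjusted p = 5.7e-07) that does not pass the fold threshold. The responses differed by 0.96 (standard error 0.11, adjusted p = 9.7e-08) in the interaction test, below the threshold. With tryptophan added, *TAT2* was 158 ± 17.7 CPM in WT + IB + Trp and 188 ± 6.34 CPM in Sc12 + IB + Trp, the latter with -0.24 (standard error 0.077, adjusted p = 0.00805) against Sc12 + IB.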

Our data also showed the enhancement of *TAT2* expression under isobutanol stress (Additional file 1: Figure S10). In addition, although there is no morphological change in our observation, we found that the IAA biosynthesis pathway was increased in the tryptophan-defective strain under isobutanol stress, and IAA may be related to the filamentous phenotype. Although the literature rarely described the mechanism of tryptophan on yeast cell wall/membrane protection, the above studies implicate that tryptophan may contribute to cell wall/membrane integrity during isobutanol stress.

In summary, the defense of yeast against isobutanol stress is highly dependent on tryptophan and related networks. Under isobutanol stress, the depletion of tryptophan may acquire glutamine as the supplement of nitrogen followed by the chorismate pathway. Consequently, the lower level of glutamine alters *GLN3* expression and triggers the nitrogen starvation responses which enable the cells to manage the stress by activation of protein turnover, amino acid synthesis and import that helps replenish glutamine and tryptophan. Our transcriptomic analysis also revealed the correlated cell functions surrounding tryptophan, such as the kynureninase pathway of tryptophan metabolism and nicotinamide metabolism. These metabolisms may provide a NAD(P) pool, while PPP roles as the main resource to convert NADP to NADPH for anti-oxidative ability and fatty acid synthesis. Vitamins B_6_ and B_1_ synthesis genes may be up-regulated to assist these metabolic processes including amino acid biosynthesis, PPP, and lipid metabolism. Our results demonstrate the dynamics of yeast cell under isobutanol stress and tryptophan is important for its tolerance.

## Conclusions

A high-throughput colony screening method provided an efficient way to reveal the key biological functions involved in isobutanol tolerance. The growth of strains defective in either the tryptophan biosynthesis pathway or the PPP pathway could be recovered by exogenous tryptophan when they were under isobutanol stress, implying the importance of tryptophan biosynthesis in yeast’s isobutanol tolerance. Based on the cluster analysis of transcriptomic data, many cell functions including amino acid biosynthesis/transport, tryptophan metabolism, vitamin B_6_ and B_1_ biosynthesis, and fatty acid metabolism were found to coordinate with each other under isobutanol stress. Based on this and previous studies, we suggest that the *GLN3*-induced nitrogen starvation may be due to depletion of tryptophan and its nitrogen donor glutamine. Our study highlights the central role of tryptophan in yeast’s tolerance to isobutanol and offers new clues for engineering yeast with higher isobutanol tolerance.

## Methods

### Growth assay

*Saccharomyces cerevisiae* BY4741 was used in this study. All strains under study were grown in the YPD medium composed of yeast extract 10 g/L, peptone 20 g/L, and glucose 20 g/L. G418 (200 µg/mL) was added into YPD to maintain the Yeast Knockout Collection. Cells were thawed from a − 80℃ stock and were precultured in fresh medium for 24 h before assay. The isobutanol tolerance assay was conducted in the YPD medium with/without tryptophan (200 µg/ml). After 24 h, the cell density was measured by optical density at a wavelength of 600 nm using disposable cuvettes (10 mm). In recovery assay, cells were cultured in YPD medium with 1% isobutanol and different concentrations of tryptophan, and cell density was measured after 24 h. The wild-type tolerance assay was tested by adding 200 µg/ml tryptophan and cell density was measured after 24 h and 48 h. The recovery assay monitor at different time points was tested with/without 200 µg/ml tryptophan under 1% isobutanol stress. In colony assay, the yeast strains were inoculated in YPD liquid medium with 1% Isobutanol for 24 h, and then were serially diluted on YPD agar plates with 5 μl loading volume for 48 h incubation. The growth temperature was set at 30 ℃.

### Screening the yeast gene-deletion library

YKO MATa Strain Collection-Glycerol Stocks (Catalog #: YSC1053) was used as a gene-deletion library to screen isobutanol-sensitive mutant strains. The square plate composed of YPD agar with/without 2% isobutanol was prepared for colony array inoculation. The deletion library was precultured in 96-well plate with 200 µl medium (30 °C) to reach cell density around OD600 value of 0.8–1.0. The ROTOR HAD (Singer, USA) used 96-array pins to touch and transfer the yeast from liquid plate to solid plate. The 96-well format from liquid plate is pinned onto square solid plate four times (4-replicates), which becomes a 384 format. One square plate can accommodate 1536 colonies array. The colony size was scanned and quantified by “ScreenMill” for high-throughput image analysis [11]. We compared the colony size, from multiple replicates, between growth media with and without isobutanol, and also between each deletion strain and the wild-type strain. Growth abnormality caused by the presence of isobutanol alone (but not by the knockout gene of interest) was factored out through statistical analysis of wild-type colony sizes with or without isobutanol. Statistical analysis was then conducted by ScreenMill web-based program Statistics Visualization Engine (SV Engine). The *p *value of 0.05 was set as the threshold to output isobutanol-susceptible genes for further analysis.

### RNA sequencing

The yeast was incubated in 4 ml YPD at start OD_600 nm_ 0.5. The sample was treated with/without 1.2% Isobutanol and/or Trp 200 μg/ml for assay in three replicates. After 24 h, cells were harvested for total RNA extraction using QIAGEN RNeasy^®^ Mini kit (Qiagen, Germany). RNA quality was verified by Qubit™ RNA HS Assay Kit and Qubit Fluorometer (Thermo Fisher, USA). RNA Library was prepared by SuperScript™ III Reverse Transcriptase (Thermo Fisher) and TruSeq RNA LT kits (Illumina, USA) for fragment size around 350–500 bps. Sequencing was done by HiSeq 2500 with 50-bp single-end reads. Raw reads were trimmed by Trimmomatic (v0.39) and aligned to *S. cerevisiae* S288c genome (UCSC sacCer3) by TopHat. Cufflink was used to calculate FPKM values and differentially expressed genes (DEGs) were identified with the criteria of |Log2(Fold change)| >  1 and *q *value  <  0.05. Enrichment analysis of GO terms and the KEGG pathway was done by the web tool “DAVID Bioinformatics Resources 6.8” (https://david.ncifcrf.gov/tools.jsp) based on DEGs [34]. The principal components analysis (PCA) plot was processed by web tool “ClustVis” (https://biit.cs.ut.ee/clustvis/) using FPKM values as the expression levels [35]. Heatmap and hierarchical clustering were made using the R package “pheatmap (version 1.0.12)” and the web tool “Heatmapper” (www.heatmapper.ca/) [36, 37]. Clustering was based on the KEGG list enriched by the DEGs in each sample.

## Supplementary Information

**Additional file 1: Figure S1.** Growth assay of a tryptophan biosynthesis defective strain under a standard growth condition. The wild type and a tryptophan biosynthesis defective strain were tested in a standard medium with or without tryptophan addition (200 μg/ml). The growth rate shows no significantly difference between strains and between media with and without tryptophan addition. The data represent the mean ± SD (*n* = 3). **Figure S2.** Survival test of a tryptophan biosynthesis defective strain (Sc12) and a pentose phosphate pathway defective strain (Sc3). Both mutant strains Sc3 and Sc12 were sensitive to isbutanol, but could be recovered by adding tryptophan. **Figure S3.** Cell density assays of the wildtype and a tryptophan biosynthesis defective strain (Sc12) under different growth conditions. Yeasts were inoculated in 4ml medium with/without isobutanol and/or tryptophan. After 24 hours, the cell density was measured and RNA was harvested. The data represent the mean ± SD (*n* = 3). Notations: Trp, Tryptophan; IB, isobutanol. **Figure S4.** Checking the gene deletion and expression level of the mutant gene *TRP5*. **a** PCR was applied to verify the gene deletion from genome. The arrows represent the direction of 6 primers, which include A, B, C, D, kB, and kC. **b** The expression levels of the *TRP5 *gene under different growth conditions were estimated from NGS data. **Figure S5.** Expression level of gene *BNA2*. *BAN2 *is responsible for de novo biosynthesis of NAD+ from tryptophan via kynurenine pathway. It was highly expressed in WT and Sc12 under isobutanol. **Figure S6.** The recovery assay of wild type (WT) and tryptophan defective strain (Sc12) by supplementing of vitamin B1 (50 μg/ml) or tryptophan (200 μg/ml) under isobutanol (1%) stress. Under isobutanol stress, Sc12 can be only recovered by trptophan. Vitamin B1 did not help Sc12 to tolerate isobutanol. **Figure S7.** Expression level of gene *GLN3*. *GLN3 *plays a key role in yeast’s response to nitrogen starvation, including depletion of glutamine. It was upregulated when Sc12 was under isobutanol pressure; its expression level could be recovered by adding external tryptophan. **Figure S8.** Gene expression related to glutamine biosynthesis and transporter. The gene expression related to glutamine biosynthesis and transport was affected by adding tryptophan (Trp) and/or isobutanol (IB). *GLN1 *was upregluated in WT when isobutanol was added, and was upregulated in the mutant strain Sc12. *DIP5 *and *GNP1 *were up-regulated when isobutanol was added. *Avt7 *was up-regulated when WT and Sc12 were under isobutanol stress. **Figure S9.** Expression level of the *ACC1 *gene. *ACC1 *is the rate-limiting step for de novo fatty acid biosynthesis. It was up-regulated in WT under isobutanol stress. When the tryptophan pathway was defective, the expression of *ACC1 *was down-regulated under isobutanol stress but could be recovered by adding external tryptophan. **Figure S10.** Expression level of the *TAT2 *gene. *TAT2 *is a tryptophan amino acid transporter and was up-regulated when WT and Sc12 were under isobutanol stress. **Table S1.** Genes related to isobutanol tolerance. **Table S2.** Tophat mapping rate of NGS reads. **Table S3.** Gene names and numbers used in clustering analysis.

## Data Availability

The datasets supporting the conclusions of this article are included in the article and its additional files. The NGS data generated in the present study are available in the NCBI repository (GSE175794).

## Abbreviations

DEGs: Differentially expressed genes
PPP: Pentose phosphate pathway
DEF1: DNA damage-responsive RNA polymerase-degradation factor
UBC8: E2 ubiquitin-conjugating protein
GRR1: SCF ubiquitin ligase complex subunit
SLX5: SUMO-targeted ubiquitin ligase complex subunit
SLX8: SUMO-targeted ubiquitin ligase complex subunit
DOC1: Anaphase promoting complex subunit
UBP13: Ubiquitin-specific protease
UBP15: Ubiquitin-specific protease
ARO1: Pentafunctional AROM protein
ARO2: Chorismate synthase
TRP2: Anthranilate synthase
TRP4: Anthranilate phosphoribosyltransferase
TRP1: Phosphoribosylanthranilate isomerase
TRP3: Indole-3-glycerol-phosphate synthase
TRP5: Tryptophan synthase
ZWF1: Glucose-6-phosphate dehydrogenase
GND1: Phosphogluconate dehydrogenase
PRS3: Ribose phosphate diphosphokinase subunit
RPE1: Ribulose-phosphate 3-epimerase
TKL1: Transketolase
PRPP: Phosphoribosyl pyrophosphate
E4P: Erythrose 4-phosphate
SDS: Sodium dodecyl sulfate
PEP: Phosphoenolpyruvate
PCR: Polymerase chain reaction
FPKM: Fragments per kilobase of transcript per million
PCA: Principal component analysis
NAD: Nicotinamide adenine dinucleotide
Trp: Tryptophan
IB: Isobutanol
His: Histidine
Phe: Phenylalanine
Tyr: Tyrosine
Trp: Tryptophan
Val: Valine
Leu: Leucine
Ilu: Isoleucine
Cys: Cysteine
Met: Methionine
Thr: Threonine
Asp: Aspartate
Asn: Asparagine
Lys: Lysine
Glu: Glutamate
Gln: Glutamine
Arg: Arginine
SOL2: Sol2p
SOL3: 6-Phosphogluconolactonase 3
GND1: Phosphogluconate dehydrogenase
PRE1: Ribulose-phosphate 3-epimerase
PRS1: Ribose-phosphate pyrophosphokinase 1
PRS3: Ribose-phosphate pyrophosphokinase 3
PRS4: Ribose-phosphate pyrophosphokinase 4
PGM1: Phosphoglucomutase
IAA: Indole-3-acetic acid
BNA2: Tryptophan 2,3-dioxygenase
BNA7: Formylkynurenine formamidase
BNA5: Kynureninase
IDO: Indoleamine 2,3-dioxygenase
NMA2: Nicotinic acid mononucleotide adenylyltransferase
QNS1: Glutamine-dependent NAD synthetase
PN: Pyridoxine
PL: Pyridoxal
PM: Pyridoxamine
PNP: Pyridoxine 5′-phosphate
PMP: Pyridoxamine 5′-phosphate
PLP: Pyridoxal 5′-phosphate
GLN1: Glutamine synthetase
Bna5: Kynureninase
TDP: Thiamine diphosphate
ACC1: Acetyl-coA carboxylase
GLN1: Glutamine synthetase
Avt7: Vacuolar glutamine transporter
GNP1: Glutamine permease
DIP5: Dicarboxylic amino acid permease

# Supplementary material for: Tryptophan plays an important role in yeast’s tolerance to isobutanol
**Source:** Biotechnol Biofuels. 2021 Oct 13;14:200. doi: 10.1186/s13068-021-02048-z
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Growth assay of a tryptophan biosynthesis defective strain under a standard growth condition. The wild type and a tryptophan biosynthesis defective strain were tested in a standard medium with or without tryptophan addition (200 μg/ml). The growth rate shows no significantly difference between strains and between media with and without tryptophan addition. The data represent the mean ± SD (n = 3). Figure S2. Survival test of a tryptophan biosynthesis defective strain (Sc12) and a pentose phosphate pathway defective strain (Sc3). Both mutant strains Sc3 and Sc12 were sensitive to isbutanol, but could be recovered by adding tryptophan. Figure S3. Cell density assays of the wildtype and a tryptophan biosynthesis defective strain (Sc12) under different growth conditions. Yeasts were inoculated in 4ml medium with/without isobutanol and/or tryptophan. After 24 hours, the cell density was measured and RNA was harvested. The data represent the mean ± SD (n = 3). Notations: Trp, Tryptophan; IB, isobutanol. Figure S4. Checking the gene deletion and expression level of the mutant gene TRP5. a PCR was applied to verify the gene deletion from genome. The arrows represent the direction of 6 primers, which include A, B, C, D, kB, and kC. b The expression levels of the TRP5 gene under different growth conditions were estimated from NGS data. Figure S5. Expression level of gene BNA2. BAN2 is responsible for de novo biosynthesis of NAD+ from tryptophan via kynurenine pathway. It was highly expressed in WT and Sc12 under isobutanol. Figure S6. The recovery assay of wild type (WT) and tryptophan defective strain (Sc12) by supplementing of vitamin B1 (50 μg/ml) or tryptophan (200 μg/ml) under isobutanol (1%) stress. Under isobutanol stress, Sc12 can be only recovered by trptophan. Vitamin B1 did not help Sc12 to tolerate isobutanol. Figure S7. Expression level of gene GLN3. GLN3 plays a key role in yeast’s response to nitrogen starvation, including depletio

Additional file 1 (Supplemental files)

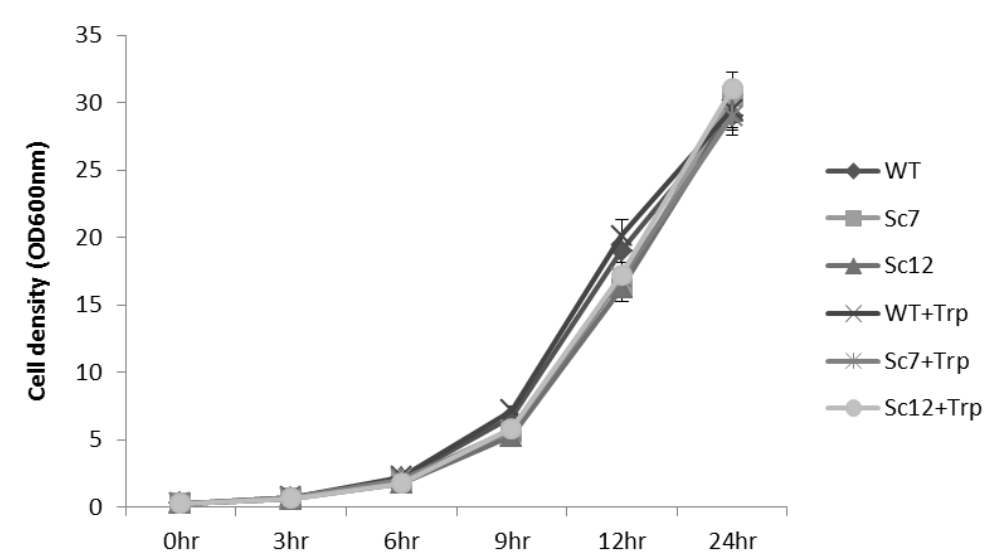

Supplemental Figure 1, Growth assay of a tryptophan biosynthesis defective strain under a standard growth condition.

The wild type and a tryptophan biosynthesis defective strain were tested in a standard medium with or without tryptophan addition (200 ug/ml). The growth rate shows no significantly difference between strains and between media with and without tryptophan addition. The data represent the mean $\pm$ SD (n=3).

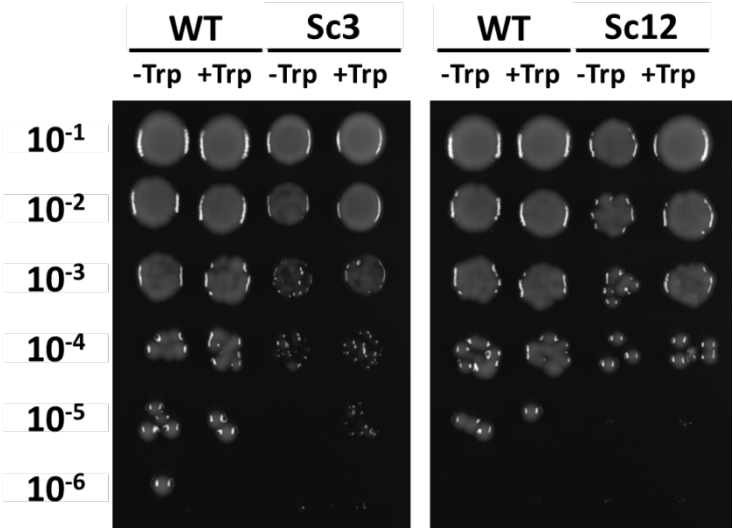

Supplemental Figure 2, Survival test of a tryptophan biosynthesis defective strain (Sc12) and a pentose phosphate pathway defective strain (Sc3)

Both mutant strains Sc3 and Sc12 were sensitive to isbutanol, but could be recovered by adding tryptophan.

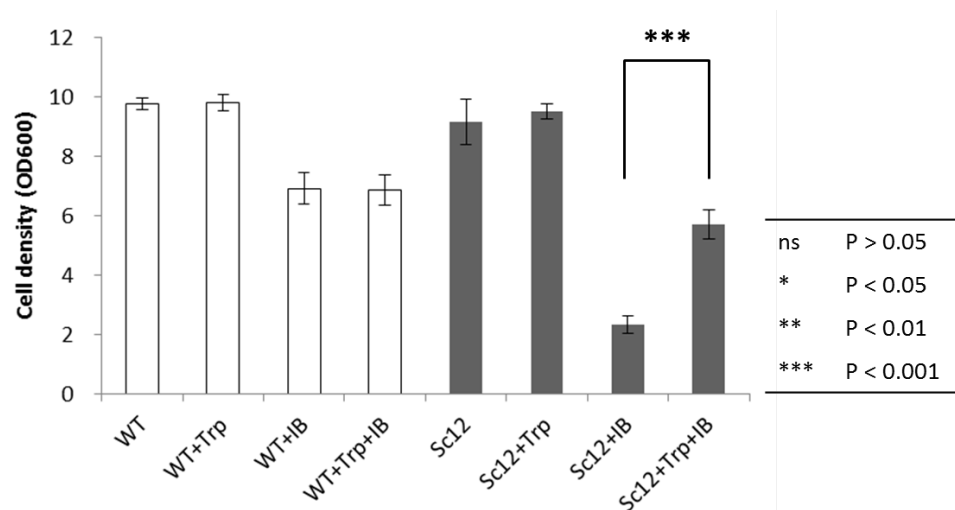

Supplemental Figure 3, Cell density assays of the wildtype and a tryptophan biosynthesis defective strain (Sc12) under different growth conditions

Yeasts were inoculated in 4ml medium with/without isobutanol and/or tryptophan. After 24 hours, the cell density was measured and RNA was harvested. The data represent the mean $\pm$ SD (n=3). Notations: Trp, Tryptophan; IB, isobutanol

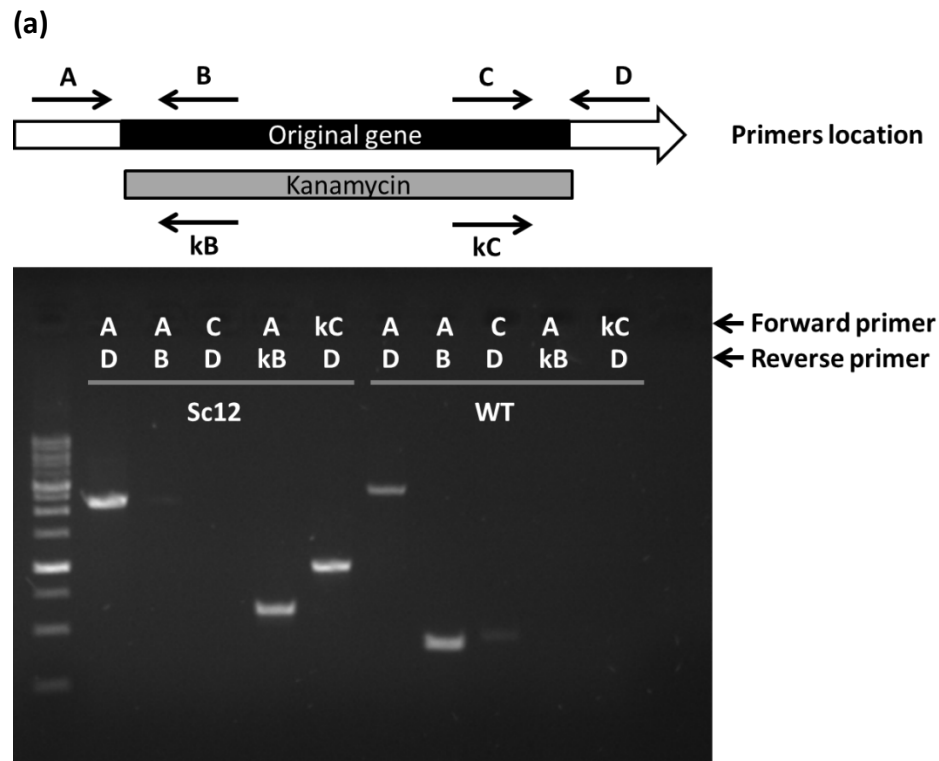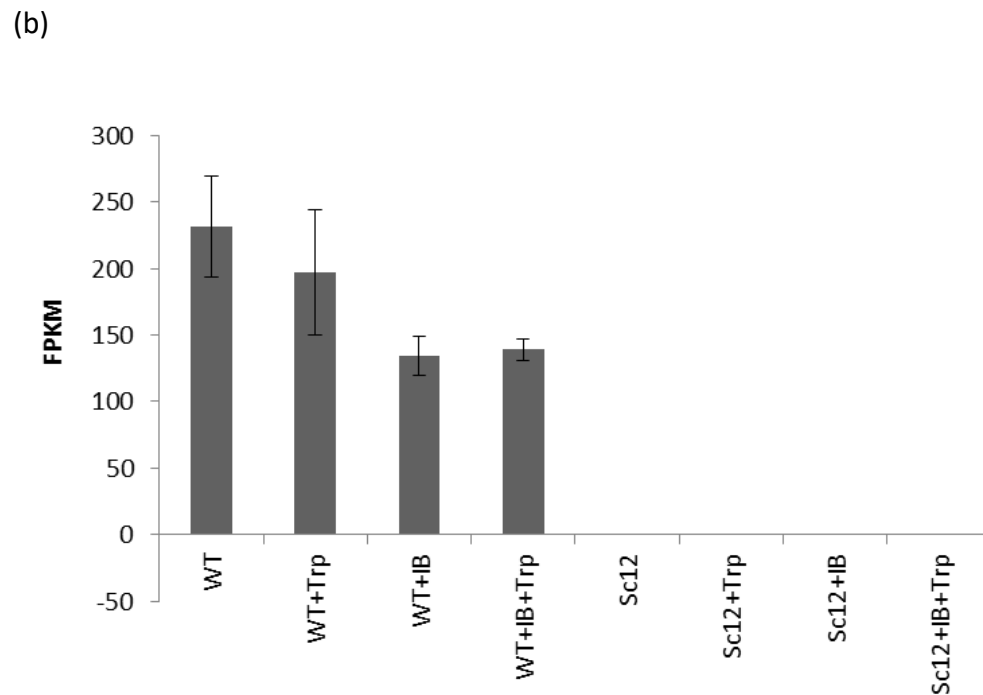

Supplemental Figure 4, Checking the gene deletion and expression level of the mutant gene *TRP5*

(a) PCR was applied to verify the gene deletion from genome. The arrows represent the direction of 6 primers, which include A, B, C, D, kB, and kC. (b) The expression levels of the *TRP5* gene under different growth conditions were estimated from NGS data.

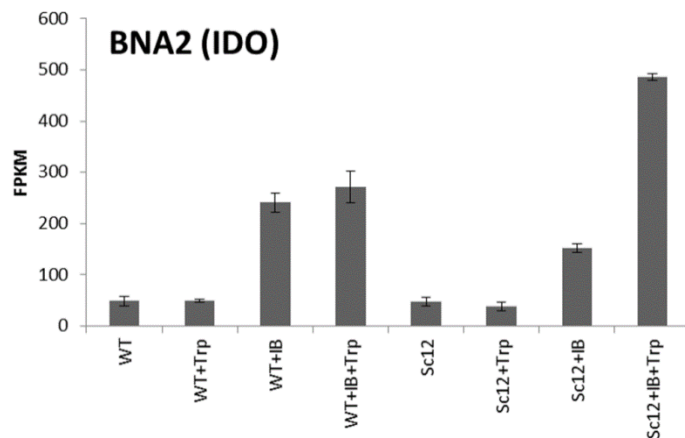

Supplemental Figure 5, Expression level of gene *BNA2*

BAN2 is responsible for de novo biosynthesis of NAD⁺ from tryptophan via kynurenine pathway. It was highly expressed in WT and Sc12 under isobutanol.

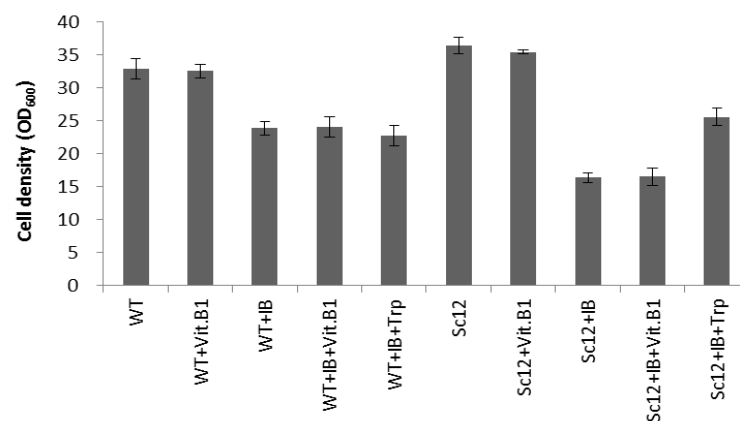

Supplemental Figure 6, The recovery assay of wild type (WT) and tryptophan defective strain (Sc12) by supplementing of vitamin B1 (50μg/ml) or tryptophan (200μg/ml) under isobutanol (1%) stress. Under isobutanol stress, Sc12 can be only recovered by trptophan. Vitamin B1 did not help Sc12 to tolerate isobutanol.

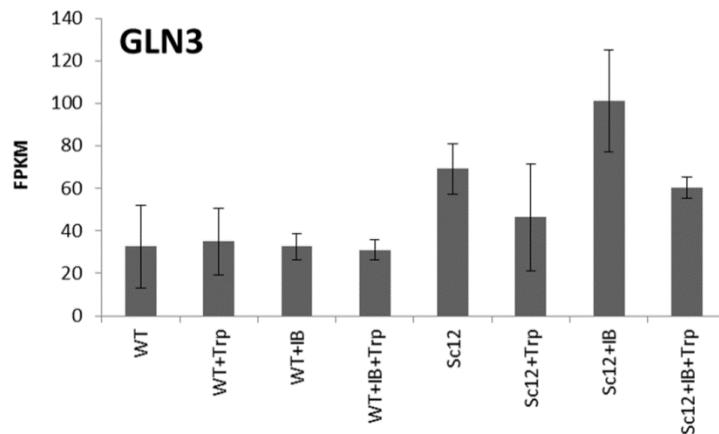

Supplemental Figure 7, Expression level of gene *GLN3*

GLN3 plays a key role in yeast's response to nitrogen starvation, including depletion of glutamine. It was upregulated when Sc12 was under isobutanol pressure; its expression level could be recovered by adding external tryptophan.

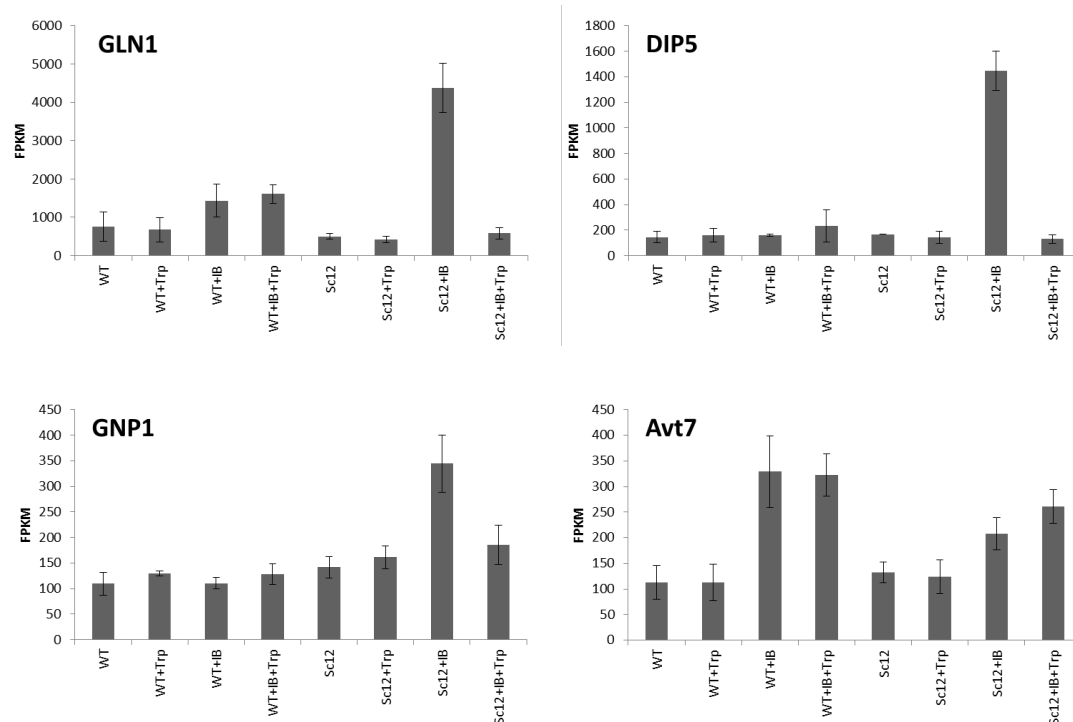

Supplemental Figure 8, Gene expression related to glutamine biosynthesis and transporter

The gene expression related to glutamine biosynthesis and transport was affected by adding tryptophan (Trp) and/or isobutanol (IB). *GLN1* was upregulated in WT when isobutanol was added, and was upregulated in the mutant strain Sc12. *DIP5* and *GNP1* were up-regulated when isobutanol was added. *Avt7* was up-regulated when WT and Sc12 were under isobutanol stress.

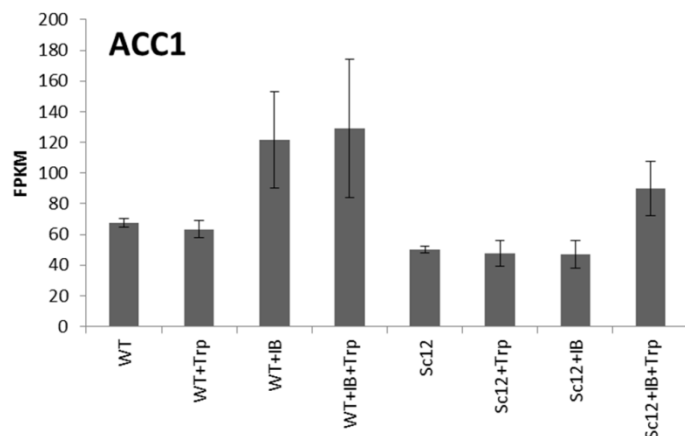

Supplemental Figure 9, Expression level of the *ACC1* gene

ACC1 is the rate-limiting step for de novo fatty acid biosynthesis. It was up-regulated in WT under isobutanol stress. When the tryptophan pathway was defective, the expression of *ACC1* was down-regulated under isobutanol stress but could be recovered by adding external tryptophan.

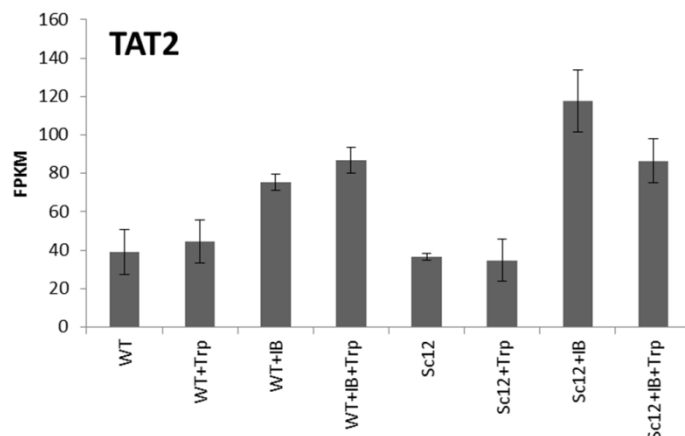

Supplemental Figure 10, Expression level of the *TAT2* gene

TAT2 is a tryptophan amino acid transporter and was up-regulated when WT and Sc12 were under isobutanol stress.

Supplemental Table 1, Genes related to isobutanol tolerance

No.	Gene	Symbol	Calculated<br>log ratio	p-value	Annotation cluster of<br>enrichment analysis
1	YDR127W	<i>ARO1</i>	2.074	2.83E-16	Trp biosynth
2	YKL211C	<i>TRP3</i>	1.799	7.99E-16	Trp biosynth
3	YDL225W	<i>SHS1</i>	1.864	2.65E-11	
4	YOR295W	<i>UAF30</i>	1.802	5.42E-11	
5	YER090W	<i>TRP2</i>	2.260	1.41E-10	Trp biosynth
6	YDR354W	<i>TRP4</i>	1.615	2.27E-10	Trp biosynth
7	YIL076W	<i>SEC28</i>	1.393	5.42E-10	
8	YDR007W	<i>TRP1</i>	2.216	6.06E-10	Trp biosynth
9	YPR123C		2.089	1.74E-09	
10	YNL079C	<i>TPM1</i>	2.050	1.13E-08	
11	YDL020C	<i>RPN4</i>	1.632	1.21E-08	
12	YLR110C	<i>CCW12</i>	1.597	2.50E-08	
13	YBR200W	<i>BEM1</i>	1.406	3.72E-08	
14	YJL120W		1.944	4.27E-08	
15	YOR198C	<i>BFR1</i>	1.842	5.22E-08	
16	YNL111C	<i>CYB5</i>	1.557	5.70E-08	
17	YPL188W	<i>POS5</i>	1.379	6.88E-08	
18	YFL023W	<i>BUD27</i>	1.208	7.91E-08	
19	YDR293C	<i>SSD1</i>	1.205	8.61E-08	
20	YER111C	<i>SWI4</i>	1.800	9.40E-08	
21	YJL121C	<i>RPE1</i>	1.871	1.41E-07	PPP
22	YPR153W	<i>44340</i>	1.740	5.66E-07	
23	YPR067W	<i>ISA2</i>	1.958	8.76E-07	
24	YLR044C	<i>PDC1</i>	1.018	1.00E-06	
25	YHL025W	<i>SNF6</i>	1.733	1.20E-06	
26	YAL013W	<i>DEP1</i>	1.010	1.24E-06	
27	YKL048C	<i>ELM1</i>	1.642	1.30E-06	
28	YGL026C	<i>TRP5</i>	1.669	1.64E-06	Trp biosynth
29	YDL045W-A	<i>MRP10</i>	1.360	2.49E-06	
30	YNL241C	<i>ZWF1</i>	1.637	2.59E-06	PPP
31	YBL094C		1.632	2.76E-06	
32	YMR304W	<i>UBP15</i>	1.397	4.13E-06	Ubiquitination
33	YGL168W	<i>HUR1</i>	1.545	5.16E-06	
34	YDR207C	<i>UME6</i>	1.722	6.33E-06	

35	YDL172C		1.267	7.24E-06	
36	YLR087C	<i>CSF1</i>	0.935	7.61E-06	
37	YCR081W	<i>SRB8</i>	1.263	7.74E-06	
38	YGL148W	<i>ARO2</i>	1.516	7.78E-06	Trp biosynth
39	YER083C	<i>GET2</i>	1.254	8.21E-06	
40	YBR171W	<i>SEC66</i>	1.280	9.83E-06	
41	YCL046W		1.238	1.09E-05	
42	YLR386W	<i>VAC14</i>	1.682	1.15E-05	
43	YCL045C	<i>EMC1</i>	1.225	1.36E-05	
44	YNL066W	<i>SUN4</i>	1.578	1.38E-05	
45	YJR090C	<i>GRR1</i>	1.733	1.59E-05	Ubiquitination
46	YLR342W	<i>FKS1</i>	1.659	1.61E-05	
47	YLR111W		0.902	1.63E-05	
48	YNL133C	<i>FYV6</i>	1.558	1.80E-05	
49	YDR186C	<i>SND1</i>	1.644	1.99E-05	
50	YCL037C	<i>SRO9</i>	1.193	2.29E-05	
51	YJL183W	<i>MNN11</i>	1.623	2.70E-05	
52	YHR183W	<i>GND1</i>	1.178	2.92E-05	PPP
53	YDL052C	<i>SLC1</i>	1.194	4.04E-05	
54	YPR139C	<i>LOA1</i>	1.426	4.40E-05	
55	YBR095C	<i>RXT2</i>	1.177	5.22E-05	
56	YMR032W	<i>HOF1</i>	0.845	5.61E-05	
57	YAL021C	<i>CCR4</i>	1.621	5.86E-05	
58	YDL018C	<i>ERP3</i>	1.167	6.14E-05	
59	YPR074C	<i>TKL1</i>	1.437	6.93E-05	PPP
60	YDR008C		1.112	8.87E-05	
61	YNR021W		1.420	9.95E-05	
62	YHR008C	<i>SOD2</i>	1.393	1.20E-04	
63	YGL020C	<i>GET1</i>	1.532	1.58E-04	
64	YHR060W	<i>VMA22</i>	1.065	1.65E-04	
65	YBR106W	<i>SND3</i>	1.085	2.08E-04	
66	YER122C	<i>GLO3</i>	1.493	2.36E-04	
67	YBR134W		1.060	2.95E-04	
68	YHL011C	<i>PRS3</i>	1.297	3.64E-04	PPP
69	YMR007W		0.748	3.89E-04	
70	YNL064C	<i>YDJ1</i>	1.292	4.29E-04	
71	YIL052C	<i>RPL34B</i>	0.801	4.34E-04	

72	YER141W	<i>COX15</i>	1.201	4.45E-04	
73	YDR364C	<i>CDC40</i>	0.899	5.18E-04	
74	YBR111W-A	<i>SUS1</i>	1.405	5.84E-04	
75	YHR180W		1.249	6.21E-04	
76	YNL315C	<i>ATP11</i>	1.376	7.70E-04	
77	YCL007C		1.370	8.15E-04	
78	YGR104C	<i>SRB5</i>	1.143	8.45E-04	
79	YKL098W	<i>MTC2</i>	1.141	8.63E-04	
80	YDR418W	<i>RPL12B</i>	0.863	8.81E-04	
81	YDR245W	<i>MNN10</i>	1.362	8.87E-04	
82	YLR224W	<i>UCC1</i>	1.133	9.35E-04	Ubiquitination
83	YDR204W	<i>COQ4</i>	1.337	1.05E-03	
84	YFL001W	<i>DEG1</i>	1.115	1.16E-03	
85	YOR200W		1.102	1.30E-03	
86	YBR097W	<i>VPS15</i>	1.319	1.32E-03	
87	YMR326C		0.917	1.34E-03	
88	YOR044W	<i>IRC23</i>	1.134	1.40E-03	
89	YPR132W	<i>RPS23B</i>	1.117	1.46E-03	
90	YJL006C	<i>CTK2</i>	1.307	1.48E-03	
91	YEL012W	<i>UBC8</i>	1.165	1.51E-03	Ubiquitination
92	YMR183C	<i>SSO2</i>	0.671	1.57E-03	
93	YKL139W	<i>CTK1</i>	1.161	1.67E-03	
94	YML011C	<i>RAD33</i>	0.663	1.78E-03	
95	YJR066W	<i>TOR1</i>	1.058	2.09E-03	
96	YBR133C	<i>HSL7</i>	1.246	2.56E-03	
97	YLR207W	<i>HRD3</i>	1.025	2.86E-03	
98	YHR013C	<i>ARD1</i>	0.843	3.07E-03	
99	YNR052C	<i>POP2</i>	0.878	3.10E-03	
100	YER066C-A		0.826	3.78E-03	
101	YJL184W	<i>GON7</i>	1.196	3.96E-03	
102	YKL011C	<i>CCE1</i>	0.989	4.04E-03	
103	YBR144C		0.855	4.07E-03	
104	YJL176C	<i>SWI3</i>	1.201	4.52E-03	
105	YFR019W	<i>FAB1</i>	0.837	4.97E-03	
106	YGL167C	<i>PMR1</i>	0.962	5.36E-03	
107	YKL054C	<i>DEF1</i>	0.950	5.83E-03	Ubiquitination
108	YFR033C	<i>QCR6</i>	0.969	5.96E-03	

109	YGL024W		0.968	5.98E-03	
110	YLR233C	<i>EST1</i>	1.164	6.52E-03	
111	YPR089W		1.012	6.53E-03	
112	YDL185W	<i>VMA1</i>	1.135	6.57E-03	
113	YER042W	<i>MXR1</i>	0.768	7.22E-03	
114	YGL240W	<i>DOC1</i>	1.122	7.28E-03	Ubiquitination
115	YDR532C	<i>KRE28</i>	0.803	7.30E-03	
116	YJR011C		0.773	7.32E-03	
117	YCR045C	<i>RRT12</i>	0.769	7.61E-03	
118	YGR208W	<i>SER2</i>	0.761	7.79E-03	
119	YAL016W	<i>TPD3</i>	1.108	8.15E-03	
120	YJR075W	<i>HOC1</i>	0.984	8.33E-03	
121	YOR331C		1.102	8.52E-03	
122	YBR077C	<i>SLM4</i>	0.983	8.58E-03	
123	YGR272C		1.095	9.01E-03	
124	YGL023C	<i>PIB2</i>	0.912	9.77E-03	
125	YCL062W		0.739	9.92E-03	
126	YLR292C	<i>SEC72</i>	1.120	9.96E-03	
127	YHR135C	<i>YCK1</i>	0.738	9.98E-03	
128	YBL100C		0.962	1.02E-02	
129	YCL042W		0.729	1.10E-02	
130	YFL003C	<i>MSH4</i>	0.881	1.12E-02	
131	YER019C-A	<i>SBH2</i>	0.726	1.14E-02	
132	YEL036C	<i>ANP1</i>	1.062	1.16E-02	
133	YGL192W	<i>IME4</i>	1.054	1.24E-02	
134	YDR363W-A	<i>SEM1</i>	0.877	1.30E-02	
135	YPL045W	<i>VPS16</i>	1.039	1.38E-02	
136	YCL061C	<i>MRC1</i>	0.703	1.44E-02	
137	YAL047C	<i>SPC72</i>	0.694	1.67E-02	
138	YLL027W	<i>ISA1</i>	1.011	1.70E-02	
139	YDL013W	<i>SLX5</i>	0.716	1.79E-02	Ubiquitination
140	YER014C-A	<i>BUD25</i>	0.998	1.86E-02	
141	YJR105W	<i>ADO1</i>	0.887	1.88E-02	
142	YLR093C	<i>NYV1</i>	0.504	1.95E-02	
143	YFR032C-A	<i>RPL29</i>	0.808	2.26E-02	
144	YBL067C	<i>UBP13</i>	0.801	2.38E-02	Ubiquitination
145	YNL098C	<i>RAS2</i>	0.853	2.41E-02	

146	YER078C	<i>ICP55</i>	0.829	2.93E-02	
147	YGL180W	<i>ATG1</i>	0.760	3.01E-02	
148	YDR417C		0.926	3.08E-02	
149	YJL140W	<i>RPB4</i>	0.984	3.24E-02	
150	YBR196C-A		0.917	3.27E-02	
151	YDL047W	<i>SIT4</i>	0.745	3.37E-02	
152	YKL096W-A	<i>CWP2</i>	0.805	3.43E-02	
153	YGR105W	<i>VMA21</i>	0.731	3.58E-02	
154	YGR210C		0.785	4.06E-02	
155	YDR226W	<i>ADK1</i>	0.954	4.12E-02	
156	YER116C	<i>SLX8</i>	0.716	4.18E-02	Ubiquitination
157	YML035C	<i>AMD1</i>	0.773	4.30E-02	
158	YPR135W	<i>CTF4</i>	0.716	4.43E-02	
159	YNL025C	<i>SSN8</i>	0.764	4.58E-02	
160	YML124C	<i>TUB3</i>	0.767	4.61E-02	
161	YBR173C	<i>UMP1</i>	0.695	4.87E-02	Ubiquitination

Abbreviation: Isobutanol, IB; Trp, Tryptophan; PPP, Pentose phosphate pathway

Supplemental Table 2, Tophat mapping rate of NGS reads

Samples	Input	Mapped	Mapped%
1. WT	18,220,832	17,985,218	98.7%
2. WT	18,534,880	18,310,476	98.8%
3. WT	18,264,239	18,021,675	98.7%
4. WT+Trp	19,048,752	18,715,890	98.3%
5. WT+Trp	17,865,622	17,635,022	98.7%
6. WT+Trp	17,557,389	16,990,440	96.8%
7. WT+IB	18,683,975	18,371,614	98.3%
8. WT+IB	17,800,152	17,515,351	98.4%
9. WT+IB	13,837,961	13,610,922	98.4%
10. WT+Trp+IB	14,772,542	14,532,935	98.4%
11. WT+Trp+IB	14,674,845	14,428,832	98.3%
12. WT+Trp+IB	13,843,855	13,631,284	98.5%
13. Sc12	13,602,232	13,407,182	98.6%
14. Sc12	13,505,045	13,350,107	98.9%
15. Sc12	8,618,503	8,506,648	98.7%
16. Sc12+Trp	9,197,535	9,073,303	98.6%
17. Sc12+Trp	15,935,132	15,720,327	98.7%
18. Sc12+Trp	15,186,545	14,986,752	98.7%
19. Sc12+IB	15,868,238	15,668,376	98.7%
20. Sc12+IB	14,699,642	14,516,412	98.8%
21. Sc12+IB	14,990,531	14,853,447	99.1%
22. Sc12+Trp+IB	14,345,141	14,122,303	98.4%
23. Sc12+Trp+IB	13,622,548	13,423,455	98.5%
24. Sc12+Trp+IB	14,857,726	14,644,703	98.6%

Abbreviation: Trp = Tryptophan, IB = Isobutanol

Supplemental Table 3, Gene names and numbers used in clustering analysis

1. Biosynthesis of amino acids (Figure 5a)

**No.**	**Genes**	**Gene synonyms**
**1**	YAL012W	<i>CYS3, CYI1, FUN35, STR1</i>
**2**	YAL038W	<i>CDC19, PYK1</i>
**3**	YBL068W	<i>PRS4</i>
**4**	YBR115C	<i>LYS2</i>
**5**	YBR117C	<i>TKL2</i>
**6**	YBR166C	<i>TYR1</i>
**7**	YBR218C	<i>PYC2</i>
**8**	YBR248C	<i>HIS7</i>
**9**	YBR249C	<i>ARO4</i>
**10**	YBR263W	<i>SHM1, SHMT1, TMP3</i>
**11**	YCL009C	<i>ILV6</i>
**12**	YCL030C	<i>HIS4</i>
**13**	YCL064C	<i>CHA1</i>
**14**	YCR005C	<i>CIT2</i>
**15**	YCR012W	<i>PGK1</i>
**16**	YCR053W	<i>THR4</i>
**17**	YDL021W	<i>GPM2</i>
**18**	YDL066W	<i>IDP1</i>
**19**	YDL131W	<i>LYS21</i>
**20**	YDL171C	<i>GLT1</i>
**21**	YDL182W	<i>LYS20</i>
**22**	YDR007W	<i>TRP1</i>
**23**	YDR035W	<i>ARO3</i>
**24**	YDR050C	<i>TPI1</i>
**25**	YDR111C	<i>ALT2</i>
**26**	YDR127W	<i>ARO1</i>
**27**	YDR158W	<i>HOM2, THR2</i>
**28**	YDR234W	<i>LYS4, LYS3</i>
**29**	YDR300C	<i>PRO1</i>
**30**	YDR354W	<i>TRP4</i>
**31**	YDR502C	<i>SAM2, ETH2</i>
**32**	YEL046C	<i>GLY1</i>
**33**	YER023W	<i>PRO3, ORE2</i>
**34**	YER052C	<i>HOM3, BOR1, SIL4, THR3</i>

35	YER055C	<i>HIS1</i>
36	YER069W	<i>ARG5,6</i>
37	YER081W	<i>SER3</i>
38	YER086W	<i>ILV1, ISO1</i>
39	YER090W	<i>TRP2</i>
40	YER091C	<i>MET6</i>
41	YER099C	<i>PRS2</i>
42	YFR025C	<i>HIS2</i>
43	YFR055W	<i>IRC7</i>
44	YGL009C	<i>LEU1</i>
45	YGL026C	<i>TRP5</i>
46	YGL062W	<i>PYC1</i>
47	YGL148W	<i>ARO2</i>
48	YGL184C	<i>STR3</i>
49	YGL202W	<i>ARO8</i>
50	YGR012W	<i>MCY1</i>
51	YGR043C	<i>NQM1</i>
52	YGR124W	<i>ASN2</i>
53	YGR155W	<i>CYS4, NHS5, STR4, VMA41</i>
54	YGR192C	<i>TDH3, GLD1, HSP35, HSP36, S</i>
55	YGR208W	<i>SER2</i>
56	YGR240C	<i>PFK1</i>
57	YGR254W	<i>ENO1, HSP48</i>
58	YHL011C	<i>PRS3</i>
59	YHR018C	<i>ARG4</i>
60	YHR025W	<i>THR1</i>
61	YHR033W	Uncharacterized
62	YHR174W	<i>ENO2</i>
63	YHR208W	<i>BAT1, ECA39, TWT1</i>
64	YIL020C	<i>HIS6</i>
65	YIL074C	<i>SER33</i>
66	YIL094C	<i>LYS12, LYS10, LYS11</i>
67	YIL116W	<i>HIS5</i>
68	YIR034C	<i>LYS1</i>
69	YJL052W	<i>TDH1, GLD3</i>
70	YJL071W	<i>ARG2, HRB574</i>
71	YJL088W	<i>ARG3</i>
72	YJL121C	<i>RPE1, EPI1, POS18</i>

**73**	YJL200C	<i>ACO2</i>
**74**	YJR009C	<i>TDH2, GLD2</i>
**75**	YJR016C	<i>ILV3</i>
**76**	YJR130C	<i>STR2</i>
**77**	YJR139C	<i>HOM6, THR6</i>
**78**	YJR148W	<i>BAT2, ECA40, TWT2</i>
**79**	YKL060C	<i>FBA1, LOT1</i>
**80**	YKL106W	<i>AAT1</i>
**81**	YKL152C	<i>GPM1</i>
**82**	YKL181W	<i>PRS1, PRP1</i>
**83**	YKL211C	<i>TRP3</i>
**84**	YLL058W	Putative cystathionine gamma-synthase
**85**	YLR027C	<i>AAT2, ASP5</i>
**86**	YLR058C	<i>SHM2, SHMT2</i>
**87**	YLR089C	<i>ALT1</i>
**88**	YLR174W	<i>IDP2</i>
**89**	YLR180W	<i>SAM1, ETH10</i>
**90**	YLR304C	<i>ACO1, GLU1</i>
**91**	YLR354C	<i>TAL1</i>
**92**	YLR355C	<i>ILV5</i>
**93**	YML082W	Putative carbon-sulfur lyase
**94**	YMR062C	<i>ARG7</i>
**95**	YMR108W	<i>ILV2, SMR1, THI1</i>
**96**	YMR205C	<i>PFK2</i>
**97**	YMR323W	<i>ERR3</i>
**98**	YNL009W	<i>IDP3</i>
**99**	YNL037C	<i>IDH1</i>
**100**	YNL104C	<i>LEU4</i>
**101**	YNL277W	<i>MET2</i>
**102**	YNL316C	<i>PHA2</i>
**103**	YNR001C	<i>CIT1, LYS6</i>
**104**	YNR050C	<i>LYS9, LYS13</i>
**105**	YOL056W	<i>GPM3</i>
**106**	YOL058W	<i>ARG1, ARG10</i>
**107**	YOL061W	<i>PRS5</i>
**108**	YOL140W	<i>ARG8</i>
**109**	YOR095C	<i>RKI1</i>
**110**	YOR108W	<i>LEU9</i>

**111**	YOR136W	<i>IDH2</i>
**112**	YOR184W	<i>SER1, ADE9</i>
**113**	YOR202W	<i>HIS3, HIS10, HIS8</i>
**114**	YOR323C	<i>PRO2</i>
**115**	YOR347C	<i>PYK2</i>
**116**	YPL111W	<i>CAR1, LPH15</i>
**117**	YPR001W	<i>CIT3</i>
**118**	YPR035W	<i>GLN1</i>
**119**	YPR060C	<i>ARO7, HGS1, OSM2, TYR7</i>
**120**	YPR074C	<i>TKL1</i>
**121**	YPR145W	<i>ASN1</i>

2. Amino acid transporters (Figure 5b)

No.	Genes	Gene<br>Synonyms	Transport<br>direction	Substrate(s)
**1**	YCL025C	<i>Agp1</i>	ext to cyt	Broad range (not Lys or Arg); Ile, Leu, Phe, Cys, Gln, Asn
**2**	YBR132C	<i>Agp2</i>	ext to cyt	Val, Ile, Leu, Phe, Thr
**3**	YFL055W	<i>Agp3</i>	ext to cyt	Val, Ile, Leu, Phe, Ser, Thr, Glu, Asp
**4**	YNL270C	<i>Alp1</i>	ext to cyt	Arg
**5**	YBR068C	<i>Bap2</i>	ext to cyt	Val, Ile, Leu, Ala, Phe, Tyr, Met, Cy
**6**	YDR046C	<i>Bap3</i>	ext to cyt	Val, Ile, Leu, Ala, Phe, Tyr, Trp, Met, Cys, Thr
**7**	YEL063C	<i>Can1</i>	ext to cyt	His, Lys, Arg, Orn
**8**	YPL265W	<i>Dip5</i>	ext to cyt	Ala, Gly, Ser, Gln, Asn, Glu, Asp
**9**	YKR039W	<i>Gap1</i>	ext to cyt	All natural aa, Cit, Orn, Leu
**10**	YDR508C	<i>Gnp1</i>	ext to cyt	Leu, Pro, Met, Cys, Ser, Thr, Gln, Asn
**11**	YGR191W	<i>Hip1</i>	ext to cyt	His
**12**	YLL061W	<i>Mmp1</i>	ext to cyt	S-Methylmethionine
**13**	YNL268W	<i>Lyp1</i>	ext to cyt	Met, Lys
**14**	YOR348C	<i>Put4</i>	ext to cyt	Ala, Gly, Pro
**15**	YPL274W	<i>Sam3</i>	ext to cyt	S-Adenosylmethionine
**16**	YBR069C	<i>Tat1</i>	ext to cyt	Val, Leu, Ile, Cys, Thr, Tyr, Trp, His
**17**	YOL020W	<i>Tat2</i>	ext to cyt	Ala, Gly, Cys, Phe, Tyr, Trp
**18**	YGR055W	<i>Mup1</i>	ext to cyt	Met, Cys
**19**	YHL036W	<i>Mup3</i>	ext to cyt	Met
**20**	YLL055W	<i>Yct1</i>	ext to cyt	Cys
**21**	YKR105C	<i>Vba5</i>	cyt to ext	Lys, Arg

22	YMR088C	<i>Vba1</i>	cyt to vac	His, Lys
23	YBR293W	<i>Vba2</i>	cyt to vac	His, Lys, Arg
24	YCL069W	<i>Vba3</i>	cyt to vac	His, Lys
25	YCL038C	<i>Atg22</i>	vact to cy	Ile, Leu, Tyr
26	YJR001W	<i>Avt1</i>	cyt to vac	Neutral aa, His
27	YKL146W	<i>Avt3</i>	vact to cy	Neutral aa
28	YNL101W	<i>Avt4</i>	vact to cy	Neutral aa, His, Lys, Arg
29	YER119C	<i>Avt6</i>	vact to cy	Glu, Asp
30	YIL088C	<i>Avt7</i>	vact to cy	Pro, Gln
31	YCR075C	<i>Ers1</i>	vact to cy	Cys
32	YOL092W	<i>Ypq1</i>	cyt to vac	Lys, Arg
33	YDR352W	<i>Ypq2</i>	cyt to vac	Arg
34	YBR147W	<i>Ypq3</i>	cyt to vac	His
35	YPR021C	<i>Agc1</i>	cyt ↔ mit	Glu, Asp
36	YDL119C	<i>Hem25</i>	cyt ↔ mit	Gly
37	YOR130C	<i>Ort1</i>	cyt ↔ mit	Lys, Arg, Orn
38	YNL003C	<i>Sam5</i>	cyt ↔ mit	S-Adenosylmethionine, S-adenosylhomocysteine
39	YDL210W	<i>Uga4</i>	ext to cyt<br>or cyt to<br>vac	γ-Aminobutyric acid
40	YNL065W	<i>Aqr1</i>	cyt to ext	Ala, Glu, Asp

Abbreviation: ext: extracellular; cyt: cytosol; vac: vacuolar lumen; mit: mitochondrial matrix; aa: amino acids. [Reference: Microbiology and Molecular Biology Reviews 83.4 \(2019\): e00024-19.](#)

3. Pentose phosphate pathway (Figure 5c)

No.	Genes	Gene Synonyms
1	YBL068W	PRS4
2	YBR117C	TKL2
3	YBR196C	PGI1, CDC30
4	YCR036W	RBK1
5	YCR073W-A	SOL2, YCRX13W
6	YDR248C	Putative gluconokinase
7	YER099C	PRS2
8	YGR043C	NQM1
9	YGR240C	PFK1
10	YGR248W	SOL4

**11**	YGR256W	GND2
**12**	YHL011C	PRS3
**13**	YHR163W	SOL3
**14**	YHR183W	GND1
**15**	YJL121C	RPE1, EPI1, POS18
**16**	YKL060C	FBA1, LOT1
**17**	YKL127W	PGM1
**18**	YKL181W	PRS1, PRP1
**19**	YLR354C	TAL1
**20**	YLR377C	FBP1, ACN8
**21**	YMR105C	PGM2, GAL5
**22**	YMR205C	PFK2
**23**	YMR278W	PRM15, PGM3
**24**	YNL241C	ZWF1, MET19, POS10
**25**	YNR034W	SOL1
**26**	YOL061W	PRS5
**27**	YOR095C	RKI1
**28**	YPR074C	TKL1

4. Tryptophan metabolism (Figure 5d)

**No.**	**Genes**	**Gene Synonyms**
**1**	YJR078W	<i>BNA2</i>
**2**	YDR428C	<i>BNA7</i>
**3**	YBL098W	<i>BNA4</i>
**4**	YLR231C	<i>BNA5</i>
**5**	YJR025C	<i>BNA1</i>
**6**	YDR148C	<i>KGD2</i>
**7**	YFL018C	<i>LPD1</i>
**8**	YPL028W	<i>ERG10</i>
**9**	YJL060W	<i>BNA3</i>
**10**	YOR374W	<i>ALD4</i>
**11**	YPL061W	<i>ALD6</i>
**12**	YER073W	<i>ALD5</i>
**13**	YMR110C	<i>HFD1</i>
**14**	YMR169C	<i>ALD3</i>
**15**	YMR170C	<i>ALD2</i>
**16**	YGL202W	<i>ARO8</i>
**17**	YIL164C	<i>NIT1</i>

**18**	YDR242W	<i>AMD2</i>
**19**	YDR256C	<i>CTA1</i>
**20**	YGR088W	<i>CTT1</i>

5. Nicotinate and nicotinamide metabolism (Figure 5e)

**No.**	**Genes**	**Gene Synonyms**
**1**	YFR047C	<i>BNA6</i>
**2**	YOR209C	<i>NPT1</i>
**3**	YLR209C	<i>PNP1</i>
**4**	YNL129W	<i>NRK1</i>
**5**	YOR155C	<i>ISN1</i>
**6**	YGL224C	<i>SDT1</i>
**7**	YDR400W	<i>URH1</i>
**8**	YLR328W	<i>NMA1</i>
**9**	YGR010W	<i>NMA2</i>
**10**	YCL047C	<i>POF1</i>
**11**	YGL067W	<i>NPY1</i>
**12**	YHR074W	<i>QNS1</i>
**13**	YGL037C	<i>PNC1</i>
**14**	YDL042C	<i>SIR2</i>
**15**	YOL068C	<i>HST1</i>
**16**	YPL015C	<i>HST2</i>
**17**	YDR191W	<i>HST4</i>
**18**	YOR025W	<i>HST3</i>
**19**	YJR049C	<i>UTR1</i>
**20**	YBR006W	<i>UGA2</i>

6. Vitamin B6 metabolism (Figure 5f)

**No.**	**Genes**	**Gene Synonyms**
**1**	YBR035C	<i>PDX3</i>
**2**	YCR053W	<i>THR4</i>
**3**	YEL029C	<i>BUD16</i>
**4**	YFL059W	<i>SNZ3</i>
**5**	YFL060C	<i>SNO3</i>
**6**	YGR017W	Uncharacterized protein
**7**	YMR095C	<i>SNO1</i>
**8**	YMR096W	<i>SNZ1</i>
**9**	YNL333W	<i>SNZ2</i>

**10**	YNL334C	<i>SNO2</i>
**11**	YNR027W	<i>BUD17</i>
**12**	YOR184W	<i>SER1, ADE9</i>
**13**	YPR127W	Putative pyridoxine 4-dehydrogenase

7. Thiamine metabolism: Vitamin B₁ (Figure 5g)

No.	Genes	Gene Synonyms
**1**	YAR071W	<i>PHO11</i>
**2**	YBR092C	<i>PHO3</i>
**3**	YBR093C	<i>PHO5</i>
**4**	YCL017C	<i>NFS1, SPL1</i>
**5**	YDL024C	<i>DIA3</i>
**6**	YDL244W	<i>THI13</i>
**7**	YDR226W	<i>ADK1, AKY1, AKY2</i>
**8**	YDR481C	<i>PHO8</i>
**9**	YER170W	<i>ADK2, AKY3, PAK3</i>
**10**	YFL058W	<i>THI5</i>
**11**	YGR144W	<i>THI4, ESP</i>
**12**	YHR215W	<i>PHO12, PHO10</i>
**13**	YJR156C	<i>THI11</i>
**14**	YNL332W	<i>THI12</i>
**15**	YOL055C	<i>THI20</i>
**16**	YOR143C	<i>THI80</i>
**17**	YPL214C	<i>THI6</i>
**18**	YPL258C	<i>THI21</i>
**19**	YPR073C	<i>LTP</i>

8. Fatty acid metabolism (Figure 5h)

No.	Genes	Gene Synonyms
**1**	YBR026C	<i>ETR1</i>
**2**	YBR159W	<i>IFA38</i>
**3**	YCR034W	<i>ELO2, FEN1, GNS1, VBM2</i>
**4**	YDL015C	<i>TSC13</i>
**5**	YER015W	<i>FAA2, FAM1</i>
**6**	YER061C	<i>CEM1</i>
**7**	YGL055W	<i>OLE1, MDM2</i>
**8**	YGL205W	<i>POX1, FOX1</i>
**9**	YHR067W	<i>HTD2, RMD12</i>

**10**	YIL009W	<i>FAA3</i>
**11**	YIL160C	<i>POT1, FOX3, POX3</i>
**12**	YJL097W	<i>PHS1</i>
**13**	YJL196C	<i>ELO1</i>
**14**	YKL055C	<i>OAR1</i>
**15**	YKL182W	<i>FAS1</i>
**16**	YLR372W	<i>ELO3, APA1, SRE1, SUR4, VBM1</i>
**17**	YMR207C	<i>HFA1</i>
**18**	YMR246W	<i>FAA4</i>
**19**	YNR016C	<i>ACC1,</i>
**20**	YOR221C	<i>MCT1</i>
**21**	YOR317W	<i>FAA1</i>
**22**	YPL028W	<i>ERG10, LPB3, TSM0115</i>
**23**	YPL231W	<i>FAS2</i>

How the deposited data were processed for this re-analysis (not part of the article)

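The samples were cultures of *Saccharomyces cerevisiae* BY4741 (WT) and of Sc12, its *TRP5* deletion strain, grown for 24 h without additions, with 200 µg/ml tryptophan (Trp), with 1.2% isobutanol (IB) or with both. Each of these 8 groups has 3 libraries, 24 in all, and all 24 were used. The paper's text does not say whether the 3 replicates of a group were separate cultures. According to the authors, 50-bp single-end reads were made with bcl2fastq 2.18, trimmed with Trimmomatic 0.39 and aligned to the sacCer3 genome with TopHat2 2.1.1. Cufflinks 2.2.1 then gave values and tests per locus, and the gene annotation that was used is not stated in the sources used here. The libraries of Sc12 replicate 3 and Sc12 + Trp replicate 1 were marked as make-up libraries. No other batch is named.

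The estimated count of fragments per locus and library was deposited by the authors without any scaling, and 98.83% of these values lie within 0.001 of a whole number. The deposited FPKM were made by the authors from these fragments, by transcript length and library size and after their scaling between libraries. The scaled fragments, a signal in which the authors divided the fragments of each library by 1 factor, were used for these factors alone. The deposited log2 fold changes are the authors' log2 ratios of 2 group means of FPKM. The p-values and q-values come from the authors' test in Cufflinks as deposited; over which tests the q-values were adjusted is not stated. The authors' table holds 28 pairs of groups, of which the 12 of the paper's Table 1 were used, and 1091 of its fold changes are not finite.

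The tables hold 6929 loci. For 24 loci the authors' estimate failed in at least 1 library, and the other 6905 were used. For 4 loci the values are not reported here. Of 7048 systematic names, 5999 were matched to a reference table of yeast genes. Of the loci, 103 join more than 1 gene, 1099 overlap another locus and 527 share more than 50% of their 50-base windows with another locus, so the counts of such loci are not fully separate.

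Fragments were rounded and tested with edgeR 4.0.16 in R 4.3.3. One quasi-likelihood fit with TMM scaling and 8 group means held all 24 libraries, and 16 residual degrees of freedom remained. A locus was tested when its mean FPKM over all libraries was at least 1, which kept 6346 loci. A DEG had an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05 over these loci, the thresholds of the paper. The 12 comparisons of the paper's Table 1 were tested. So were 2 interactions, which ask whether the response to isobutanol, or the effect of tryptophan under isobutanol, differs between the strains. Limma 3.58.1 on log2(FPKM + 1) had been planned as the test before the data were examined. It was replaced by edgeR before any test was run, because the tables turned out to hold fragments per library, and it was kept as an alternative. Levels are given as CPM (counts scaled by library size and TMM, mean ± SD), a choice made after seeing that the FPKM of some libraries does not follow their fragments.

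Lists of genes were tested with camera of limma on log CPM (prior count 2), with a preset correlation of 0.01 between genes, and p was adjusted over 45 lists in each comparison. The 8 lists of Table S3 and the genes of Table S1 come from the paper. The others were written from general knowledge of yeast before the data were examined. For each list, members called higher and lower were also counted after adjustment over the list alone. The share of the isobutanol response that remains with tryptophan is a ratio of 2 log2 fold changes that share no library, and its median over the DEGs of Sc12 + IB against Sc12, or of WT + IB against WT, is given. Distances are Euclidean distances between group means of log2(FPKM + 1) over the 6346 loci. The principal component analysis used rows scaled to unit variance. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

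Depth was 5218711 to 14580261 fragments per library in the loci used. The common biological coefficient of variation was 10.4%. The test was tested on simulated data drawn from the means of WT, the dispersions of the fit and the library sizes, with known changes put into WT + IB, Sc12 + IB and Sc12 + IB + Trp; the least abundant loci were left unchanged. WT + IB was compared with WT over 6346 loci. It called 100% of 100 loci changed 4-fold and 50% of 100 loci changed 2-fold, as the fold threshold lies at this size, while 100% of these passed by adjusted p alone, and there were 0 false calls. A remaining share set to 0.3 in each of 200 loci changed 8-fold was estimated at 0.304. As many of these loci were raised as lowered, so the simulation does not test the scaling of Sc12 + IB, on which the real share depends. Single genes carry p-values from edgeR, since the smallest exact two-sided p of 3 libraries against 3 is 0.1. A gene whose libraries do not overlap between 2 groups of 3 has a chance of 10% to do so when nothing differs.

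Whether replicate numbers pair the libraries was checked with the correlation of their deviations from the group mean. For pairs with the same number it was -0.242 to 0.603 (mean 0.036), with 10 of 36 above 0.1, and for 7 of 24 libraries the best match had the same number. The numbers were therefore not taken as pairs, and a replicate block was run as an alternative.

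Genes were named by a rule written before the data were examined, although the paper's own statements on them had been read. It names, first, each gene for which the paper's text states a change of expression. Second, it names the 10 DEGs with the largest rise and the 10 with the largest fall in WT + IB against WT, Sc12 + IB against Sc12, Sc12 + IB against WT + IB and Sc12 + IB + Trp against Sc12 + IB, and 5 and 5 in each other comparison and interaction. These need a mean FPKM of at least 10 in the higher group and libraries that do not overlap. Last, it names in each list up to 4 DEGs with the largest change in the direction that most members took, up to 2 of the other direction, and any member that the paper names. Genes used to check the strains and the mating type (*LEU2*, *MET17*, *URA3*, *HIS3* and genes of mating) come from lists written before the data were examined, except for *HMRA1*, the alpha genes and the haploid-specific genes, which were chosen after values of other mating genes were seen.

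Alternatives set before the data were examined were other pseudocounts, other filters on FPKM, a median shift, quantile normalization, a replicate block, limma without trend, only the groups compared, leaving out the make-up libraries or each library in turn, and the authors' p-values adjusted over the loci tested. For lists they were camera with an estimated correlation and fry, and for the principal component analysis rows that are centred only. After seeing the data, limma on log2(FPKM + 1), DESeq2 1.42.0, the filterByExpr filter of edgeR, library totals, RLE factors and the authors' factors in place of TMM, and a fit without the 3 libraries whose FPKM stand apart were added. Each DEG count was also set against other splits of its libraries. The reads themselves, the deletion screen and the growth measurements of the paper were not analysed here.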

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

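Chosen only after the result was seen were the test of the silent mating-type cassette, the reading of the silencing test in each strain alone, the tests of the conversion to FPKM and of the state of 3 cultures, the second draw of splits for the interactions, and the use of library totals as a scaling.

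Whether the 2 strains differ in their response to isobutanol and to tryptophan was tested directly. An interaction in edgeR called 1604 loci for isobutanol and 1617 for tryptophan under isobutanol. These drew attention because the test of the difference itself, and not only the separate comparisons, called them. In Sc12 the isobutanol response was higher for 1016 loci and lower for 588, and the tryptophan effect was higher for 631 and lower for 986; with library totals these were 431 and 2468, and 2322 and 454, as the median of all loci moved to -0.80 and 0.75. Other splits of the 12 libraries between the strains within each treatment, 100 with the real one, were fitted for each; they were redrawn as distinct splits after a first draw with repeats had been seen. For isobutanol the real split gave 1611, the highest other 1816, and 5 of 100 were as large; for tryptophan these were 1574, 3146 and 4 of 100. The strains differ within the treatments, so their libraries cannot be exchanged freely, and the splits decide nothing about chance in either interaction.

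Genes of sulfate assimilation, which the paper does not discuss, rose in Sc12 with isobutanol. All 11 loci of the list were called higher in Sc12 + IB than in Sc12, with a median log2 fold change of 3.32, or 2.49 with library totals (camera, adjusted p = 7.56e-08, with 2.12e-17 from fry and 0.0432 with an estimated correlation). *MET16*, *MET14*, *SUL2* and *MET10* rose by 5.00, 4.28, 3.82 and 3.35. In WT + IB none rose and 2 fell, *MET5* by 2.2 and *MET1* by 1.18 (median -0.17), and the response was higher in Sc12 than in WT for all 11 (median difference 3.77; camera, adjusted p = 3.17e-10, with 2.35e-15 from fry and 0.0619 with an estimated correlation). With tryptophan 9 fell, *MET16* by 5.30 and *MET5* by 4.20. No explanation for this rise was tested.

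Genes specific to mating type a, also outside those the paper discusses, fell with isobutanol in both strains. In WT + IB against WT, 6 of 6 were lower with a median of -3.012, and in Sc12 + IB against Sc12, 5 of 6 were lower with a median of -1.915; *STE2* fell by 3.53 and 2.18, *BAR1* by 3.54 and 1.77 and *STE6* by 3.41 and 1.88, while *ASG7* in Sc12 had -0.42. With library totals the fall remained, with medians of -3.07 and -2.733. This cannot test the scaling, as library totals lower the median of all loci, to -0.064 in WT and -0.843 in Sc12. With either scaling the median of the genes specific to mating type a lay below that of all loci in both strains. A wider loss of silencing would raise loci within 20 kb of chromosome ends. In WT these loci went both ways, 33 higher and 29 lower, and their median differed from that of other loci by -0.012. This argues against a rise of these loci as a set in WT, but cannot exclude loss of silencing at some of them. Loss of silencing stays open in Sc12, where this difference was 0.248 (permutation test with 10000 random sets of loci, one-sided p = 0.0012, with 61 of these loci higher and 23 lower). Random sets take loci as independent, so loci that share reads or change together can make this p too small. Expression of the alpha genes from the silent cassette stays open as well. The genes that the a1-alpha2 repressor shuts off went both ways (median -0.302 in WT and -0.116 in Sc12), with *AXL1* at -2.23 and -1.44 and *RME1* at 1.14 and 2.78. The 2 loci that hold alpha genes were not called but also hold other genes. *HMRA1* rose by 2.1 and 1.62, from 32.88 CPM in WT and 31.85 CPM in Sc12. The strains are of mating type a, so this locus may also count transcripts of the active a1 gene. Its rise does not tell whether a silent cassette is expressed. A response of the mating genes to isobutanol was not tested apart from these.

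The deposited FPKM of WT, WT + Trp and Sc12 + Trp replicate 3 lie far from those of the other replicates (mean absolute log2 deviation 0.879, 0.808 and 0.786), and these deviations correlate with each other at 0.67 to 0.837 across loci. A different state of the 3 cultures is argued against by the fragments of the same libraries, whose deviations correlate at -0.203 to 0.179, and the GC content of the loci by a Spearman's rho of -0.16 to -0.156 with the factor between fragments and FPKM, less than in most other libraries (-0.664 to 0.739). The authors' conversion of fragments to FPKM is a candidate explanation: the deviation of the fragments was at most 0.103 in these 3 libraries, so the distance arises between fragments and FPKM. Which step of the conversion it is was not tested, and results given in FPKM carry it.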

How the results depend on the processing

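DESeq2, filterByExpr, library totals, RLE factors, the authors' factors, limma on log2(FPKM + 1) and the fit without the 3 libraries that stand apart in FPKM were chosen after seeing the data; the other settings were set before. Pseudocounts, median shift, quantile normalization and the trend act on log2 FPKM, so these settings also replace edgeR by limma. Unless said otherwise, the cause of a change was not tested.

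Under all 18 settings run besides leaving out single libraries, the DEG counts stayed within 1.5 times for WT + IB against WT (903 to 1375), WT + IB + Trp against WT + Trp (860 to 1310) and Sc12 + IB + Trp against Sc12 + Trp (833 to 1354). Of 1403 values of named genes in a comparison, 1395 kept direction and side of the threshold with DESeq2, 1400 with RLE factors, 1399 with the authors' factors, 1402 without a filter, 1399 with the replicate block, 1261 with limma on log2(FPKM + 1) (136 lost the call) and 1204 with library totals (155 lost it, 44 gained it). Of 270 list tests, all 270 were kept with RLE factors, 250 with library totals (4 lost, 16 gained) and 144 with an estimated correlation (126 lost).

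DEG counts moved by more than 1.5 times as follows. For WT + Trp against WT and for Sc12 + Trp against Sc12, with 1 and 24, both counts were 0 with pseudocount 0.1, pseudocount 10, median shift, quantile normalization, limma without trend, limma on log2(FPKM + 1), only the groups compared and without the 3 libraries that stand apart; the last 2 hold fewer libraries. At the unadjusted p of edgeR 449 and 662 loci passed, and DESeq2 called 1 and 30. For Sc12 against WT (210) the counts were 95 with pseudocount 0.1, 83 with pseudocount 10, 130 with median shift, 94 with limma without trend and 94 with limma on log2(FPKM + 1). For Sc12 + Trp against WT + Trp (204) they were 100, 60, 99, 98 and 94 in the same order, and 108 with quantile normalization. Pseudocount 10 also gave 1008 for Sc12 + IB + Trp against Sc12 + IB (1525) and 895 for Sc12 + IB + Trp against WT + IB + Trp (1526).

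For the interaction of strain and isobutanol (1604) the counts were 985 with pseudocount 0.1, 851 with pseudocount 10, 1003 with quantile normalization, 999 with limma without trend and 997 with limma on log2(FPKM + 1). For strain and tryptophan (1617) they were 986, 874, 1067, 1002 and 991. The authors' p-values adjusted over the loci tested gave 7 for WT + Trp against WT, 142 for Sc12 + Trp against Sc12, 7 for WT + IB + Trp against WT + IB, where edgeR called 0 (970 at an unadjusted p under 0.05, and 0 with DESeq2), and 406 for Sc12 against WT.

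Where Sc12 + IB enters, scaling changed the DEG counts and their directions. Library totals gave 3181 DEGs for Sc12 + IB against Sc12 (1764), 2839 for Sc12 + IB + Trp against Sc12 + IB, 2666 for Sc12 + IB against WT + IB (1726), 2899 and 2776 for the interactions, and a remaining share of 0.243 in Sc12. By its construction this setting moves every locus of a comparison alike: the median of all loci moved to -0.84, 0.77, -0.67, -0.80 and 0.75. The share of rises moved from 62% to 15.6%, 39.1% to 84.5%, 59.3% to 19.2%, 63.3% to 14.9% and 39% to 83.6%. TMM, RLE and the authors' factors gave 62%, 62.9% and 62.1% for the first of these. Which scaling is right for Sc12 + IB, where TMM factors were 0.588 to 0.687, is not settled by these data. The median shift turned the split of Sc12 + IB against WT + IB from 1024 higher and 702 lower to 752 and 855. Pseudocount 10 gave a remaining share of 0.273 in Sc12, against 0.305.

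Lists past the threshold in camera numbered 14 in WT + IB against WT, 33 in Sc12 + IB against Sc12, 26 in Sc12 + IB against WT + IB, 26 in Sc12 + IB + Trp against Sc12 + IB and 27 in each interaction. With an estimated correlation they were 0, 12, 0, 8, 0 and 7. In WT + IB against WT they were 33 with fry, 22 with pseudocount 0.1, and 23 with each of pseudocount 10, limma without trend and limma on log2(FPKM + 1). Fry gave 40 in Sc12 + IB + Trp against Sc12 + IB. Fry asks whether members change at all, not whether they stand apart from other genes.

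Distances between group means were compared as percentages. The distance from Sc12 + Trp to Sc12 + IB + Trp was 76.4% of that from Sc12 to Sc12 + IB; it was 78.7% with pseudocount 0.1, 71.1% with pseudocount 10, 75.3% with a mean FPKM of at least 10, 73.9% with median shift, 78.5% with quantile normalization, 84.2% without the 2 make-up libraries, 65.3% with log2(CPM + 1) and 71.9% without the 3 libraries that stand apart. From WT + IB + Trp to Sc12 + IB + Trp it was 81.5% of that from WT + IB to Sc12 + IB, with 78.1% under pseudocount 10, 87.3% under quantile normalization and 78.2% with log2(CPM + 1). From WT to WT + IB it was 79.3% of that from Sc12 to Sc12 + IB, with 72.1% for log2(CPM + 1) and 74.5% without the 3 libraries. PC1 held 36.5% of the variance, and 36.9% with quantile normalization, 35.2% without the make-up libraries, 42.5% with rows centred only, 37.5% with log2(CPM + 1) and 37.4% without the 3 libraries. Only the groups compared, the replicate block and the trend do not change a distance and were not run for it.

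Leaving out each library in turn gave 0 to 5 DEGs for WT + Trp against WT (5 without WT + Trp replicate 2 and 0 without each other library), 0 to 47 for Sc12 + Trp against Sc12 (47 without Sc12 + Trp replicate 1, 40 without Sc12 replicate 1, 0 without each other) and 0 to 18 for WT + IB + Trp against WT + IB (18 without WT + IB replicate 1, 11 without WT + IB + Trp replicate 2, 2 without WT + IB replicate 3, 0 without each other). The other DEG counts kept within 1.5 times: 1253 to 1350 for WT + IB against WT, 1718 to 1813 for Sc12 + IB against Sc12, 1486 to 1548 for Sc12 + IB + Trp against Sc12 + IB, 197 to 211 for Sc12 against WT, and 1525 to 1669 and 1563 to 1653 for the interactions. The remaining share was 0.287 to 0.319 in Sc12 and 0.869 to 0.979 in WT. The distances were 71.9 to 84.4%, 77.6 to 84.6% and 74.5 to 87.3% in the order above, and PC1 held 35.3 to 37.2%.

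Some results reversed. In the interaction of strain and isobutanol, *SPI1* had 1.57 with edgeR and -0.37 with pseudocount 0.1, -0.34 with pseudocount 10, -0.36 with median shift, -1.25 with quantile normalization, -0.37 with limma without trend and -0.37 with limma on log2(FPKM + 1), and *SED1* had 2.06 and -0.20 with quantile normalization. In Sc12 + IB against Sc12, *SPI1* had 1.37 and -0.08 with quantile normalization. *TRP5*, whose Sc12 libraries hold 0 to 11 fragments, had 1.88 in Sc12 + IB + Trp against Sc12 + Trp, and -0.03 with median shift and 0 with quantile normalization. In the interaction of strain and isobutanol, the kynurenine pathway (median -0.22; camera, adjusted p = 0.918, and 0.569 to 0.987 under the other settings) and the genes of Table S1 (median -0.040; adjusted p = 0.846) moved to the other direction with fry, at adjusted p = 0.0212 and 0.000231. In these cases the cause was not tested.

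With the replicate block, Sc12 + Trp against Sc12 had 16 DEGs in place of 24, and the other counts differed less. As for depth, the smallest library holds 5218711 fragments, and loci with few fragments, such as *TRP5* in Sc12, have fold changes that rest on single fragments.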

Differences from the paper's values

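The limma fit on log2(FPKM + 1), library totals and the fits with other factors or filters of edgeR were chosen after seeing the values. All counts below are at the thresholds that the paper states.

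The paper's Table 1 gives 7 DEGs for WT + Trp against WT, where edgeR called 1. Of 11 alternatives set before the data were examined, only the authors' p-values adjusted over the loci tested came within 1.5 times of it, with 7, and the other 10 gave 0 or 1. For Sc12 + Trp against Sc12 the paper gives 145, and 24 were called here; the authors' p-values adjusted over the loci tested gave 142, and the other 10 gave 0 to 24. For WT + IB + Trp against WT + IB the paper gives 14, and 0 were called here with edgeR (970 at an unadjusted p under 0.05, 0 with DESeq2); none of the 11 came within 1.5 times, the closest being the authors' p-values adjusted over the loci tested with 7, and the other 10 gave 0. For Sc12 against WT the paper gives 408, and 210 were called here; the authors' p-values adjusted over the loci tested gave 406, and the other 10 gave 83 to 218. The authors' deposited q-values, taken over all loci of their table, call 7, 145, 14 and 408 in these comparisons. Leaving out single libraries, also set before, gave 5 for WT + Trp against WT without WT + Trp replicate 2. It gave 18 and 11 for WT + IB + Trp against WT + IB without WT + IB replicate 1 and without WT + IB + Trp replicate 2, and reached neither 145 nor 408 for the other 2. The other 8 comparisons of Table 1 came within 1.5 times.

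The paper states that *BNA2* goes down in Sc12 with isobutanol, while the legend of its Fig. S5 lists it as high with isobutanol in both strains. Here *BNA2* rose in Sc12 + IB against Sc12 by 1.61 (adjusted p = 9.41e-13), and by 2.07 in WT, where the paper also has it rise. The paper states that *BNA5* and *BNA7* go down in Sc12 with isobutanol. Here, in Sc12 + IB against Sc12, 6 of 7 genes of the pathway rose, *BNA5* by 1.10, and *BNA7* had 0.47, below the fold threshold. With library totals the rises of *BNA2* and *BNA5* in Sc12 were not called. Set against WT + IB, Sc12 + IB lay lower for *BNA2*, *BNA5* and *BNA7*, at -0.59, -0.97 and -0.56 (adjusted p = 6.11e-06, 1.7e-09 and 0.00034), the direction that the paper gives, below the fold threshold. The paper has genes of this pathway go up when tryptophan is added to Sc12 under isobutanol; here *BNA2* rose by 1.62, 2 of 7 fell, *BNA5* had 0.72 and *BNA7* had 0.040.

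For *ACC1* the paper has a fall in Sc12 with isobutanol; here the levels were 379 ± 15.3 CPM in Sc12 and 345 ± 36.3 CPM in Sc12 + IB (-0.14, adjusted p = 0.561), below the fold threshold. Against WT + IB, *ACC1* was lower in Sc12 + IB by 1.41 (adjusted p = 2.3e-06), past the threshold and in the paper's direction. For *NMA2* and *QNS1*, which the paper has reactivated by tryptophan, the change in Sc12 + IB + Trp against Sc12 + IB was 0.84 and 0.88, also below it.

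*DIP5* and *GNP1* rise with isobutanol in the paper; in WT they had -0.088 and -0.17 here, and in Sc12 3.00 and 1.14. *GLN1*, *AVT7* and *TAT2* rise in WT in the paper; here they had 0.53, 1.47 and 0.58. In Sc12, where the paper also has *AVT7* and *TAT2* rise, these had 0.67 and 1.54. With limma on log2(FPKM + 1), *GLN1* in WT had 1.04.

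The paper has *TKL1* highly expressed under isobutanol stress; in WT it had 0.054 (adjusted p = 0.673), while in Sc12 it rose by 1.99 (adjusted p = 1.83e-13), as the paper has it. The authors' deposited value for WT is 0.45. The paper has 8 genes of the pentose phosphate pathway high in WT with isobutanol and down in the mutant: *SOL2*, *SOL3*, *GND1*, *PRS1*, *PRS3*, *PRS4*, *PGM1* and ribulose-phosphate 3-epimerase (*RPE1*). Against WT + IB all 8 lay lower in Sc12 + IB, in the paper's direction, with *PGM1* and *RPE1* called (-1.37 and -1.14); *SOL3*, *GND1*, *PRS4*, *SOL2*, *PRS3* and *PRS1* had -0.60, -0.81, -0.60, -0.43, -0.21 (adjusted p = 0.121) and -0.17 (adjusted p = 0.288), below the fold threshold. In Sc12 + IB against Sc12, none of the 8 was called lower: *SOL3* rose by 1.10, *GND1*, *PRS3*, *PRS4* and *PRS1* had 0.94, 0.93, 0.43 and 0.17, and *RPE1*, *SOL2* and *PGM1* had -0.033, -0.17 and -0.92. With library totals *PGM1* (-1.74) and *SOL2* (-1.0) were called lower there. The paper has *GLN3* higher in Sc12 and in Sc12 + IB. Here Sc12 against WT had 0.56 and Sc12 + IB against Sc12 had 0.78, both below the fold threshold. Sc12 + IB against WT + IB had 1.76 (edgeR, adjusted p = 1.35e-14), in the paper's direction. The authors' deposited values are 1.09, 0.54 and 1.63 in this order, so the first passes the fold threshold there. In WT the deposited FPKM of *GLN3* ran from 11.31 to 49.71 (32.6 ± 19.5), while its level was 102 ± 7.41 CPM.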

Other observations

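Library totals were chosen after seeing the data, while the tests on the calls of Sc12 against WT and the splits of 6 libraries were set before their values were known. List values below are from camera unless another tool is named, and use TMM. Library totals move the median of all loci from -0.02 to -0.843 in Sc12 + IB against Sc12. It moves from 0.025 to 0.773 in Sc12 + IB + Trp against Sc12 + IB and from -0.019 to -0.667 in Sc12 + IB against WT + IB. List counts and medians in these comparisons therefore depend on the scaling, also where no value with library totals is printed.

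Genes of glycolysis (17 loci) had 7 higher and 0 lower (median 0.80, adjusted p = 0.0175; 0.000131 with fry, 0.65 with an estimated correlation) in WT + IB against WT, 15 higher and 0 lower (median 2.07, adjusted p = 3.12e-06; 3.22e-10 with fry, 0.208 with an estimated correlation) in Sc12 + IB against Sc12 and 0 higher and 15 lower (median -1.98, adjusted p = 9.73e-06; 1.53e-09 with fry, 0.292 with an estimated correlation) in Sc12 + IB + Trp against Sc12 + IB. In Sc12 + IB against Sc12 the largest were *PGK1* 3.38, *ENO2* 3.29, *ENO1* 3.26, *CDC19* 2.95. Glucose-repressed genes (23 loci) had 6 higher and 5 lower (median -0.40, adjusted p = 0.586; 0.136 with fry, 0.898 with an estimated correlation) in WT + IB against WT, 0 higher and 16 lower (median -1.28, adjusted p = 0.000121; 1.03e-08 with fry, 0.252 with an estimated correlation) in Sc12 + IB against Sc12 and 15 higher and 0 lower (median 1.41, adjusted p = 1.55e-05; 1.2e-09 with fry, 0.289 with an estimated correlation) in Sc12 + IB + Trp against Sc12 + IB. In Sc12 + IB against Sc12 *MLS1* -4.4, *ICL1* -2.35, *CTA1* -2.13, *FBP1* -1.99 fell, and with tryptophan *MLS1* 3.67, *ADH2* 3.06, *PCK1* 2.95, *FBP1* 2.88 rose. Hexose transporters induced by glucose (4 loci) had 0 higher and 1 lower (median -0.33, adjusted p = 0.497; 0.00135 with fry, 0.784 with an estimated correlation) in WT + IB against WT, 3 higher and 1 lower (median 2.43, adjusted p = 0.122; 1.77e-10 with fry, 0.376 with an estimated correlation) in Sc12 + IB against Sc12 and 0 higher and 3 lower (median -4.00, adjusted p = 0.00821; 4.1e-14 with fry, 0.173 with an estimated correlation) in Sc12 + IB + Trp against Sc12 + IB. These include *HXT1* 3.53, *HXT3* 3.42 in Sc12 + IB against Sc12. Those of low glucose (3 loci) had 1 higher and 0 lower (median -0.69, adjusted p = 0.741; 0.131 with fry, 0.898 with an estimated correlation) in WT + IB against WT and 0 higher and 0 lower (median -0.79, adjusted p = 0.514; 0.00511 with fry, 0.634 with an estimated correlation) in Sc12 + IB against Sc12. The tricarboxylic acid cycle (16 loci) had 0 higher and 1 lower (median 0.10, adjusted p = 0.78; 0.682 with fry, 0.911 with an estimated correlation) in WT + IB against WT and 2 higher and 1 lower (median -0.014, adjusted p = 0.945; 0.358 with fry, 0.995 with an estimated correlation) in Sc12 + IB against Sc12. The respiratory chain (31 loci) had 2 higher and 1 lower (median 0.29, adjusted p = 0.0721; 0.0375 with fry, 0.792 with an estimated correlation) in WT + IB against WT, 1 higher and 2 lower (median -0.10, adjusted p = 0.529; 0.563 with fry, 0.935 with an estimated correlation) in Sc12 + IB against Sc12 and 2 higher and 17 lower (median -1.12, adjusted p = 2.54e-05; 3.65e-07 with fry, 0.466 with an estimated correlation) in Sc12 + IB against WT + IB.

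Targets of nitrogen catabolite repression (21 loci) had 3 higher and 6 lower (median -0.41, adjusted p = 0.157; 0.00986 with fry, 0.792 with an estimated correlation) in WT + IB against WT, 11 higher and 2 lower (median 1.26, adjusted p = 0.00799; 1.77e-10 with fry, 0.427 with an estimated correlation) in Sc12 + IB against Sc12 and 4 higher and 10 lower (median -0.95, adjusted p = 0.0112; 5.39e-09 with fry, 0.495 with an estimated correlation) in Sc12 + IB + Trp against Sc12 + IB. In Sc12 + IB against Sc12 *MEP2* 6.76, *DUR3* 4.86, *UGA4* 4.6, *GAP1* 4.43 rose, and *DAL2* -1.24, *DAL80* -1.20 fell. Cytosolic ribosomal proteins (138 loci) had 109 higher and 1 lower (median 1.50, adjusted p = 2.89e-22; 7.05e-08 with fry, 0.382 with an estimated correlation) in WT + IB against WT and 80 higher and 4 lower (median 1.12, adjusted p = 6.89e-10; 2.27e-06 with fry, 0.402 with an estimated correlation) in Sc12 + IB against Sc12. In WT *RPL31B* 3.07, *RPL3* 2.76 rose and *RPS12* fell by 1.16. Mitochondrial ribosomal proteins (67 loci) had 8 higher and 0 lower (median 0.37, adjusted p = 0.000791; 8.67e-06 with fry, 0.568 with an estimated correlation) in WT + IB against WT and 1 higher and 24 lower (median -0.86, adjusted p = 3.17e-10; 2.36e-10 with fry, 0.209 with an estimated correlation) in Sc12 + IB against WT + IB. Ribosome biogenesis (36 loci) had 0 higher and 1 lower (median -0.12, adjusted p = 0.589; 0.232 with fry, 0.898 with an estimated correlation) in WT + IB against WT, 1 higher and 11 lower (median -0.70, adjusted p = 0.000211; 9.39e-07 with fry, 0.354 with an estimated correlation) in Sc12 + IB against Sc12 and 1 higher and 1 lower (median 0.10, adjusted p = 0.98; 0.768 with fry, 0.985 with an estimated correlation) in Sc12 + IB against WT + IB, where library totals give a median of -0.55 in Sc12 + IB against WT + IB. The proteasome (32 loci) had 0 higher and 2 lower (median -0.13, adjusted p = 0.171; 0.0114 with fry, 0.884 with an estimated correlation) in WT + IB against WT and 1 higher and 1 lower (median -0.30, adjusted p = 0.0174; 0.000605 with fry, 0.587 with an estimated correlation) in Sc12 + IB against Sc12. Ubiquitination genes of the deletion screen (10 loci) had 0 higher and 1 lower (median -0.49, adjusted p = 0.0279; 1.02e-08 with fry, 0.305 with an estimated correlation) in WT + IB against WT and 0 higher and 1 lower (median -0.49, adjusted p = 0.0258; 7.59e-10 with fry, 0.177 with an estimated correlation) in Sc12 + IB against Sc12. Histones (10 loci) had 2 higher and 2 lower (median -0.019, adjusted p = 0.78; 0.612 with fry, 0.898 with an estimated correlation) in WT + IB against WT, 0 higher and 3 lower (median -0.17, adjusted p = 0.103; 1.71e-06 with fry, 0.477 with an estimated correlation) in Sc12 + IB against Sc12 and 0 higher and 5 lower (median -1.09, adjusted p = 0.00383; 5.32e-09 with fry, 0.273 with an estimated correlation) in Sc12 + IB against WT + IB.

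Heat shock proteins and chaperones (25 loci) had 1 higher and 6 lower (median -0.37, adjusted p = 0.0721; 0.00528 with fry, 0.792 with an estimated correlation) in WT + IB against WT, 15 higher and 1 lower (median 1.54, adjusted p = 0.000209; 3.08e-07 with fry, 0.398 with an estimated correlation) in Sc12 + IB against Sc12 and 1 higher and 16 lower (median -1.77, adjusted p = 1.55e-05; 1.12e-08 with fry, 0.435 with an estimated correlation) in Sc12 + IB + Trp against Sc12 + IB. In Sc12 + IB *HSP30* 3.37, *SSA2* 3.02, *SSE2* 2.64, *SSA1* 2.53 rose against Sc12 and *SSA3* fell by 4.80. General stress genes (26 loci) had 0 higher and 12 lower (median -0.99, adjusted p = 3.93e-05; 2.53e-09 with fry, 0.305 with an estimated correlation) in WT + IB against WT and 1 higher and 2 lower (median 0.00, adjusted p = 0.989; 0.79 with fry, 0.995 with an estimated correlation) in Sc12 + IB against Sc12, where library totals give a median of -0.82 in Sc12 + IB against Sc12. In WT *GRE1* -2.12, *ALD3* -1.93 fell. Oxidative stress genes (22 loci) had 2 higher and 2 lower (median -0.082, adjusted p = 0.78; 0.203 with fry, 0.898 with an estimated correlation) in WT + IB against WT and 6 higher and 3 lower (median 0.41, adjusted p = 0.441; 0.000269 with fry, 0.634 with an estimated correlation) in Sc12 + IB against Sc12, where library totals give a median of -0.42 in Sc12 + IB against Sc12. Ergosterol genes (24 loci) had 8 higher and 0 lower (median 0.66, adjusted p = 0.00287; 1.05e-10 with fry, 0.305 with an estimated correlation) in WT + IB against WT and 9 higher and 1 lower (median 0.73, adjusted p = 0.000335; 4.33e-13 with fry, 0.0873 with an estimated correlation) in Sc12 + IB against Sc12, where library totals give a median of -0.089 in Sc12 + IB against Sc12. The largest in Sc12 were *ERG25* 2.62, *IDI1* 2.06, *ERG11* 1.94. Drug resistance transporters (10 loci) had 1 higher and 2 lower (median 0.043, adjusted p = 0.786; 0.111 with fry, 0.898 with an estimated correlation) in WT + IB against WT and 5 higher and 0 lower (median 0.93, adjusted p = 0.0131; 3.51e-10 with fry, 0.252 with an estimated correlation) in Sc12 + IB against Sc12, where library totals give a median of -0.023 in WT + IB against WT. Iron uptake (14 loci) had 1 higher and 4 lower (median -0.31, adjusted p = 0.136; 0.0029 with fry, 0.784 with an estimated correlation) in WT + IB against WT and 2 higher and 2 lower (median -0.13, adjusted p = 0.789; 0.546 with fry, 0.942 with an estimated correlation) in Sc12 + IB against Sc12. Cell wall genes (25 loci) had 9 higher and 1 lower (median 0.68, adjusted p = 0.116; 4.97e-05 with fry, 0.65 with an estimated correlation) in WT + IB against WT and 14 higher and 0 lower (median 1.33, adjusted p = 0.00084; 8.72e-11 with fry, 0.182 with an estimated correlation) in Sc12 + IB against Sc12. In Sc12 *PIR1* 3.12, *CCW12* 2.57, *PIR3* 2.28 rose. Genes of Table S1 (157 loci) had 24 higher and 7 lower (median 0.064, adjusted p = 0.508; 5.59e-08 with fry, 0.549 with an estimated correlation) in WT + IB against WT and 31 higher and 15 lower (median 0.15, adjusted p = 0.469; 2.56e-11 with fry, 0.388 with an estimated correlation) in Sc12 + IB against Sc12, where library totals give a median of 0.00 in WT + IB against WT and -0.67 in Sc12 + IB against Sc12.

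*MF(ALPHA)1* rose in Sc12 + IB against Sc12 by 5.90 (adjusted p = 2.24e-15), and in WT + IB against WT by 1.32. Of the other genes of mating type alpha on the list, *MF(ALPHA)2* and *SAG1* fell, with log2 fold changes of -1.635 and -1.189 in Sc12 and -1.1 and -1.445 in WT, and *STE3* had 0.062 in Sc12 and rose by 1.6 in WT. *LEU2*, *MET17* and *URA3* had 0 fragments in all 24 libraries, and *HIS3* shares a locus with other genes.

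In Sc12 against WT, 268 loci were called from the authors' p-values and not from the counts, 138 from both and 72 from the counts alone. A stricter test of the counts with the same fold changes is argued against: 1.1% of the 268 had a count fold change beyond the threshold in the direction of the authors' fold change, and the median was 0.64 (SD 0.27) in the counts and 1.21 in the authors' values. The authors' conversion of fragments to FPKM stays open. Of the 268, 87.7% had a factor between fragments and FPKM that differs between the strains by more than 0.3 in the direction of the authors' fold change, but a fold change that passes in FPKM and falls short in the counts largely fixes this share.

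Each DEG count was set against the 10 splits of its 6 libraries into 3 and 3, fitted with these libraries alone. For 9 comparisons 1 of 10 splits, the real one, was as large, and the highest other gave 0; the real split gave 1312 for WT + IB against WT, 1788 for Sc12 + IB against Sc12, 1245 for WT + IB + Trp against WT + Trp, 1142 for Sc12 + IB + Trp against Sc12 + Trp, 1531 for Sc12 + IB + Trp against Sc12 + IB, 211 for Sc12 against WT, 204 for Sc12 + Trp against WT + Trp, 1740 for Sc12 + IB against WT + IB and 1519 for Sc12 + IB + Trp against WT + IB + Trp. For WT + Trp against WT, Sc12 + Trp against Sc12 and WT + IB + Trp against WT + IB the real split gave 0, 10 of 10 were as large, and the highest other gave 0, 2 and 50. With 10 splits a share under 0.05 cannot be reached.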
